# Cyclodextrin-based host-guest complexes loaded with regorafenib for colorectal cancer treatment

**DOI:** 10.1038/s41467-021-21071-0

**Published:** 2021-02-03

**Authors:** Hongzhen Bai, Jianwei Wang, Chi Uyen Phan, Qi Chen, Xiurong Hu, Guoqiang Shao, Jun Zhou, Lihua Lai, Guping Tang

**Keywords:** Cancer, Nanoscale materials

## Abstract

The malignancy of colorectal cancer (CRC) is connected with inflammation and tumor-associated macrophages (TAMs), but effective therapeutics for CRC are limited. To integrate therapeutic targeting with tumor microenvironment (TME) reprogramming, here we develop biocompatible, non-covalent channel-type nanoparticles (CNPs) that are fabricated through host-guest complexation and self-assemble of mannose-modified γ-cyclodextrin (M-γ-CD) with Regorafenib (RG), RG@M-γ-CD CNPs. In addition to its carrier role, M-γ-CD serves as a targeting device and participates in TME regulation. RG@M-γ-CD CNPs attenuate inflammation and inhibit TAM activation by targeting macrophages. They also improve RG’s anti-tumor effect by potentiating kinase suppression. In vivo application shows that the channel-type formulation optimizes the pharmacokinetics and bio-distribution of RG. In colitis-associated cancer and CT26 mouse models, RG@M-γ-CD is proven to be a targeted, safe and effective anti-tumor nanomedicine that suppresses tumor cell proliferation, lesions neovascularization, and remodels TME. These findings indicate RG@M-γ-CD CNPs as a potential strategy for CRC treatment.

## Abstract (web summary)

Regorafenib is a multi-kinase inhibitor in use for the treatment of colorectal cancer (CRC). To improve drug pharmacokinetics and bioavailability, here the authors design mannose-modified cyclodextrin-based host-guest complexes loaded with Regorafenib, showing anti-tumor responses in preclinical models of CRC.

## Introduction

Colorectal cancer (CRC) is one of the most prevalent and malignant cancers for which colectomy combined with chemotherapy has been regarded as a pivotal treatment strategy. However, the disruptive activation of protooncogenes and tyrosine-protein kinase receptors remains the main challenge for CRC therapy, especially for the patients with unresectable CRC tumors^1–4^. The therapeutic response of CRC chemotherapy has recently been improved through the introduction of biological agents targeting vascular endothelial growth factor (VEGF)/VEGF receptor (VEGFR) axis, such as bevacizumab, aflibercept, and regorafenib (Stivarga^®^, RG)^5,6^. RG is a multikinase inhibitor that targets a wide spectrum of kinases involved in angiogenesis and oncogenesis, such as *VEGFR-2*, platelet-derived growth factor receptor β (*PDGFR-β*), and the mitogen-activated protein kinases (*MAPKs*), and confers significant benefits in preventing CRC progression^7,8^. Furthermore, RG has been reported to potently reduce the infiltration of tumor-associated macrophages (TAMs) in CRC by blocking tyrosine kinase with immunoglobulin and epidermal growth factor homology domain 2 (TIE2) signaling, contributing to the complete metastasis inhibition^9,10^. Despite these notable progresses, RG shows poor drug properties (i.e., solubility, dissolution, permeability, circulation and distribution), which compromises therapeutic outcome and induces side effects^11,12^. Therefore, optimizing the pharmacokinetics and improving the bioavailability of RG is required to achieve effective therapeutic response against CRC.

As a hallmark of cancer, heterogeneous tumor microenvironment (TME) is another obstacle to optimal therapeutic response^13^. In the TME of CRC, abundant tumor-supportive factors, such as VEGFs, PDGFs, matrix metalloproteinases (MMPs), promote cancer cell survival, pathogenic angiogenesis, and extracellular matrix deposition. These dynamic processes support the construction of tumor niche and accelerate the invasion-metastasis cascade. Recent work has demonstrated that the tumor-supportive factors can harbor and support the survival of CRC stem cells during chemotherapy, influencing the therapeutic response^14^. On the other hand, chronic inflammation contributes to the pathogenesis and the mechanistic phases of CRC, especially colitis-associated colon cancer (CAC). Excess inflammatory cytokines within TME, including interleukin-1β (IL-1β), tumor necrosis factor-α (TNF-α) and IL-6, persistently activate some transcription factors, such as nuclear factor-κB (NF-κB), signal transducer and activator of transcription 3 (STAT3)^15,16^. These transcription activities are crucial mediators in all steps of colonic cancer, meanwhile the inflammation can also impede the therapeutic response. It has been proven that the pro-inflammatory cytokine TNF-α within the TME induces the abnormality of target expression in cancer cells, which compromises the targeted therapy^17^. Accumulating evidence has revealed that the heterogeneous TME of CRC is primarily established by the alternatively activated colonic macrophages. In colonic lamina propria, macrophages maintain pro-inflammatory phenotype, linking inflammation with polyposis, or carcinogenesis. When educated with CRC cells, the colonic macrophages acquire pro-tumor phenotype (M2), bidirectionally communicating with cancer cells to promote CRC progression^18–20^. Clinical study has suggested that the TAM population is significantly increased after conventional therapy, and preventing the recruitment of TAMs may improve the clinical responses to chemotherapy or radiotherapy. Thus, reprogramming the TME by alleviating the inflammation and regulating the TAM polarization has become an intriguing therapeutic target in CRC treatment.

Nanomedicine have provided a diverse toolbox to optimize CRC treatment, which has realized efficient delivery of standard CRC chemotherapeutics (i.e., 5-fluorouracil, oxaliplatin, and irinotecan) and targeted agents (i.e., sorafenib, regorafenib)^21–23^. Furthermore, emerging nano-medicines have also shown to reprogram the TME. Re-polarization or depletion of M2 TAMs through target delivery of kinase inhibitor or CSF-1R inhibitor has been reported to boost the chemotherapeutic response upon CRC^10,24^. Recently, nano-designs have been demonstrated to combat inflammation in colorectal environment by eliminating reactive oxygen species, releasing polyphenol molecules, and delivering anti-inflammatory antagonists^25–27^. However, strategies that integrate TAM deactivation with inflammation normalization have not been reported. Moreover, achieving the synergy of malignancy suppressing and TME reprogramming is still a significant challenge in the field of nanomedicine.

Mannose receptor (MR) is a highly effective endocytic receptor that functions to promote the cellular internalization and trafficking of molecules or nanoparticles with mannose terminus. Given that both CRC cells and colonic macrophages overexpress MR on the surface^28,29^, mannose modification or mannosylation is efficient dual-targeting strategy and can be implanted into the design of CRC-specific nanomedicine.

Cyclodextrins (CDs) are biocompatible, macrocyclic amphiphiles who have hydrophilic cavity exteriors and hydrophobic cavity interiors. This property is responsible for their ability to act as host molecules encapsulating hydrophobic guests within the cavities^30^. The CD-based host-guest inclusion complexes have been widely exploited in pharmaceutical application to optimize the drug properties^31–33^. Moreover, CDs have also been employed as excellent building blocks to construct nano-structured materials, providing new opportunities in cancer treatment^34–36^. Notably, several studies have recently demonstrated that CDs initiate the anti-inflammatory mechanisms^37–39^. In atherosclerosis model, CD has been proven to increase the removal of cholesterol^40^. Furthermore, it attenuates inflammation by mediating liver X receptor (*LXR*) transcription in macrophages, resulting in the potent downregulation of pro-inflammatory cytokines (IL-1β, IL-6, and TNF-α) and promoting the atherosclerosis regression. The anti-inflammatory function has expanded the application of CDs and provided a new perspective in CD-based nanomedicine.

Here we formulate a chaperoned nanomedicine that is developed based on host-guest molecular recognition and non-covalent self-assembly. In our design, γ-CD and RG are used as the molecular modules to construct the artificial chaperone (shown in Fig. 1). To endow the chaperone with CRC-targeting capacity, γ-CD is modified with mannose, yielding a functionalized host molecule mannose-γ-CD (M-γ-CD). Based on the molecular recognition motifs, M-γ-CD encapsulates RG within its cavity to form the interlocked molecule RG@M-γ-CD. Notably, RG@M-γ-CD exhibits a higher order self-assembly and forms nanoparticles with channel architecture (channel-type nanoparticles, CNPs). Our study demonstrates that the mannose modification and the nanoscale, non-covalent channel construction improves the biodistribution, pharmacokinetic, and pharmaceutical properties for RG. More importantly, the anti-inflammation of CD is implanted into the nanomedicine which exerts the synergy with RG in remodeling the TME of CRC. Validated in CAC and CT26 models, RG@M-γ-CD CNPs achieve a potent therapeutic efficacy combating CRC, and integrating the carrier’s chemical motif with its biological function has been confirmed to provide an efficient approach in the design of nanomedicine.

**Fig. 1:**
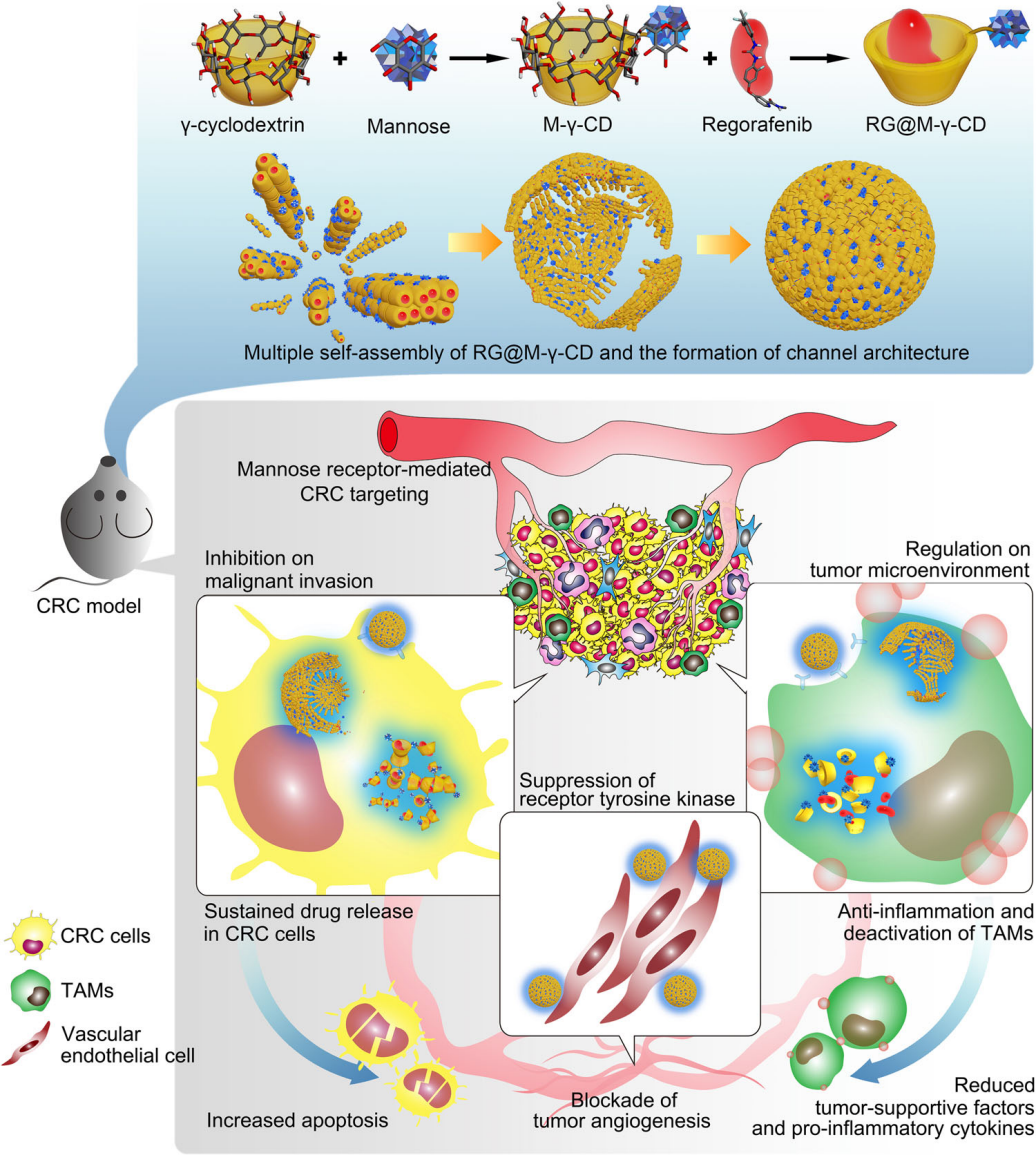
Design of regorafenib@mannose-γ-cyclodextrin channel-type nanoparticles (abbreviated as RG@M-γ-CD CNPs) and the synergetic anti-CRC mechanism. RG@M-γ-CD CNPs inhibit tumor cell survival, lesion angiogenesis, attenuate inflammation and suppress tumor-associated macrophages activation through potentiating the kinase suppression of regorafenib and exerting the biological function of cyclodextrin.

## Results

### Fabrication and characterization of RG@M-γ-CD CNPs

The fabrication of RG@M-γ-CD host-guest complex was illustrated in Fig. 2a. Mannose was conjugated with γ-CD by using 1,1′-carbonyldiimidazole (CDI) as cross linker^41–43^. As shown in nuclear magnetic resonance (NMR) spectra (Supplementary Figs. 1–10 and Supplementary Tables 1–3), the conjugation took place between C1′ of mannose and C6 of γ-CD and the substitution rate was controlled at 1:1 (mannose: γ-CD). By comparing the chemical shifts of α-/β-anomers of mannose with the chemical shifts of M-γ-CD in H_2_O, it was found that the α-anomer was formed in the M-γ-CD (Supplementary Table 3). The obtained M-γ-CD was used as host molecule to fabricate inclusion complex with RG by co-crystallization method (denoted as RG@M-γ-CD). Since host-guest complexation was a dynamic process of non-covalent molecular recognition, heating and stirring were conducted to potentiate the non-covalent interactions and accelerate the formation of inclusion complex^44^. After complexation, RG@M-γ-CD was characterized using NMR spectroscopy and mass spectrometry (MS) to demonstrate the structure of host-guest inclusion complex. In ^1^H and ^13^C NMR spectra of RG@M-γ-CD (Supplementary Figs. 11–15), peaks of M-γ-CD and RG were coexisted and full assignment was performed to confirm the integrity of RG@M-γ-CD (Supplementary Tables 4 and 5). In 2D nuclear overhauser effect (NOE) spectrum (Fig. 2d and Supplementary Fig. 16), signals of NOE correlation were detected between (1) amide protons of RG (H17″ and H19″) and glycogen of M-γ-CD (H1 (H1′)-H4 (H4′)); (2) benzene protons of RG (H2″, H24″ and H25″) and glycogen of M-γ-CD (H3 (H3′)), reflecting the complexation between host and guest molecules. MS analysis was performed to further determine molecular weight (Mw) of RG@M-γ-CD inclusion complex. The synthesized M-γ-CD yielded a evident signals at *m/z* 1502.4606, *m/z* 1525.4503 and *m/z* 1541.4243, relative to Mw [M-γ-CD], adducts of Mw [M + Na]^+^ and Mw [M + K]^+^, respectively, confirming the mono-substitution (Fig. 2b and Supplementary Fig. 6). There was a strong signal at *m/z* 1965.6228 in the MS spectrum of RG@M-γ-CD, which corresponded to Mw [M-H_2_O-H]^−^ (Fig. 2c and Supplementary Fig. 13). All these results pointed to the fact that the host-guest complexation was achieved between M-γ-CD and RG at 1:1 of stoichiometry.

**Fig. 2:**
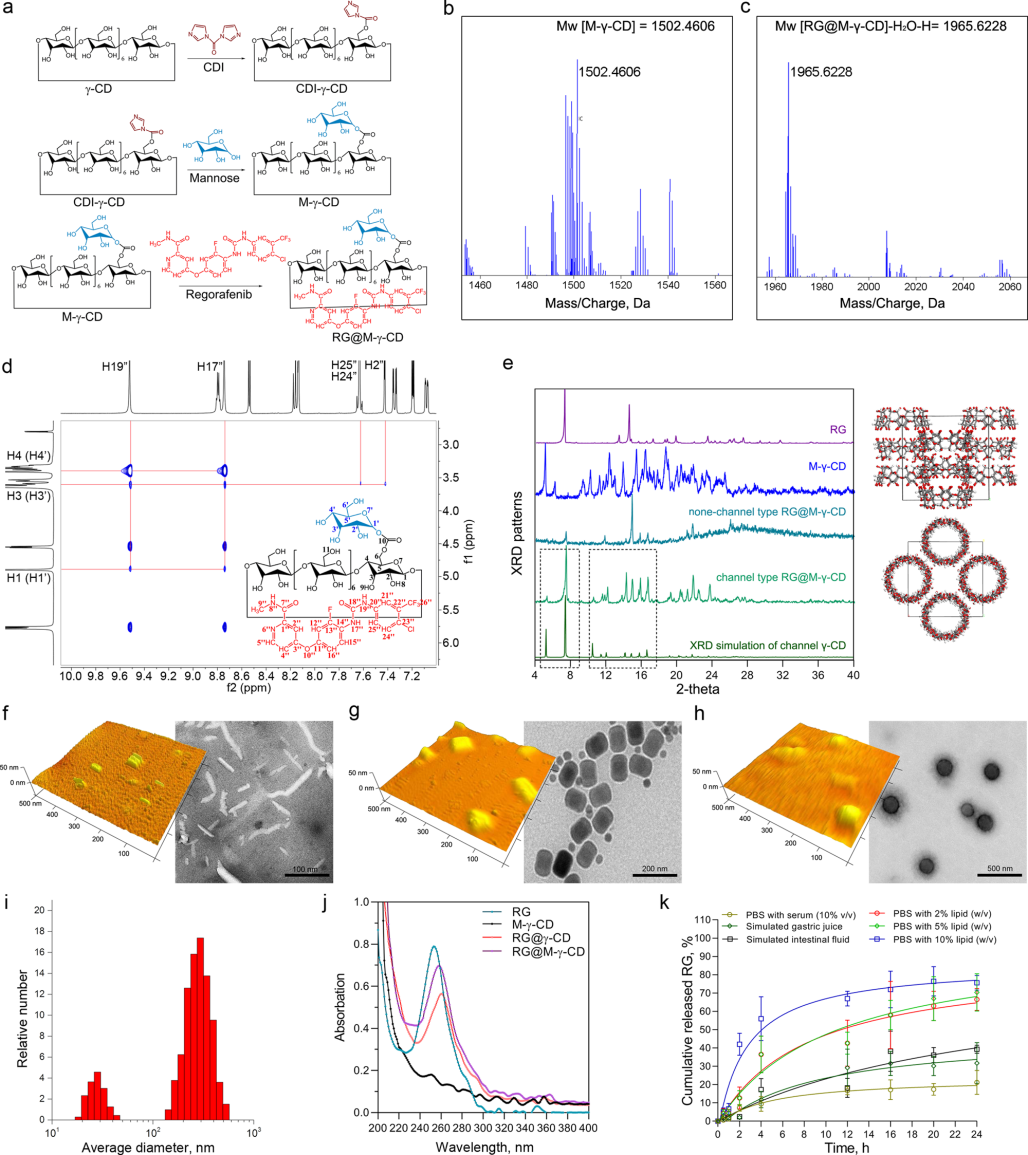
Synthesis and chemical characterization of RG@M-γ-CD. **a** Synthetic procedure of RG@M-γ-CD, including activation of γ-CD by 1,1′-carbonyldiimidazole (abbreviated as CDI) (upper), functionalization of γ-CD with mannose (middle) and construction of inclusion complex, RG@M-γ-CD (lower). **b**, **c** ESI-TOF-MS analysis on M-γ-CD and RG@M-γ-CD. **d** Partial magnification of 2D NOESY spectrum of RG@M-γ-CD. **e** XRD patterns of RG, M-γ-CD, none channel-type RG@M-γ-CD, channel-type RG@M-γ-CD, and stimulated channel-type γ-CD. Schematic illustration of γ-CD stacking with channel-type architecture. Tracing observation of the assembly process by TEM and AFM. **f** Nanorods with a size of 20–50 nm; **g** nanobricks with a size of 50–100 nm, and **h** nanospheres with a size of 100–300 nm. **i** DLS results of the RG@M-γ-CD CNPs. **j** UV-vis spectra in methyl alcohol of free RG, M-γ-CD, RG@γ-CD, and RG@M-γ-CD. **k** Controlled release profiles of RG@M-γ-CD CNPs under different conditions. *N* = 3 replicates in each group. Data were expressed as means ± SD. Source data are provided as a Source Data file.

After host-guest complexation, RG@M-γ-CD was found to spontaneously undergo secondary assembly in aqueous solution, forming a high-order topology with channel architecture (CNPs). The channel-type topology could be confirmed by XRD diffractogram in which RG@M-γ-CD CNPs displayed characteristic diffraction peaks at 2θ = 7.9°, 15.4°, 16.2°, and 17.1° etc., which were distinct from those of RG or amorphous RG@M-γ-CD (Fig. 2e). These peaks were proven to reflect the channel packing in the tetragonal space group P42_1_2, driven by the device motif of γ-CD^45–47^. In the channel architecture, inclusion molecules of CD were packed linearly on top of each other by hydrogen bonding, assembling into “infinite” channels including guest molecules. Thermal gravimetric and differential scanning calorimetry thermograms of RG@M-γ-CD CNPs indicated the disappearance of intrinsic endotherm of RG, probably because of the crystalline rearrangement during complexation and assembly (Supplementary Fig. 17a, b).

We traced the assembling process using transmission electron microscopy (TEM) and atomic force microscopy (AFM) (Fig. 2f–h). RG@M-γ-CD first self-assembled into rod-like structures (20–50 nm). With stirring and ultrasonic treatment, nanorods proceed to stack in three dimensions, transforming into nanobricks (50–100 nm). They eventually formed nanospheres, primarily distributed in 100–300 nm. Dynamic light scattering (DLS) measurement was in good agreement with the morphological observation (Fig. 2i). UV-vis spectrum of RG@M-γ-CD CNPs displayed a characteristic absorbance at 260 nm with extinction coefficient of ~2 × 10^4^ M^−1^ cm^−1^, presenting a hypochromatic shift of 10 nm as compared to equivalent RG. This discrepancy was caused by the different state of RG (free/entrapped) (Fig. 2j).

The stability of RG@M-γ-CD CNPs was assessed by DLS and TEM in various conditions (PBS with 10% serum, simulated digestive juice). After 24 h of incubation in 37 °C, the particle size distribution of CNPs kept stable in PBS with serum (pH 7.4) (Supplementary Fig. 17c). In simulated gastric (pH 1.4) and intestinal fluid (pH 7.8), the median diameter migrated to 90–110 nm owing to the partial dissociation of CNPs (Supplementary Fig. 17d). RG release in serum-containing PBS and stimulated digestive juices was next monitored over 24 h (Fig. 2k). The cumulative drug release profile confirmed the stability of RG@M-γ-CD CNPs in serum-containing PBS, with release ratios ranging from 16.2 to 21.4%. In comparison, the drug release was elevated to 24.3–35.6% in stimulated digestive juices. In the presence of α-amylase (100 U/mL), release ratio immensely increased, reaching to 76.2–85.4% (Supplementary Fig. 18). As a cyclic oligosaccharides, γ-CD could be degraded by α-amylase^48^, which would accelerate CNP dissociation and drug release. Interestingly, RG@M-γ-CD CNPs exhibited a sustained release in lipophilic environment. Because of the amphiphilicity of CD, the non-covalent channel-type architecture is susceptible to disruption by lipophilic molecules, resulting in the collapse of CNPs and subsequent drug release.

### In vitro targeted drug delivery and antitumor effect

Given the fact of CRC cells expressing MR, mannose modification of γ-CD could sever as an effective targeting strategy^28^. To examine the targeting potential, Rhodamine (Rho) was employed as an indicator and formulated into CNPs with M-γ-CD or γ-CD (Supplementary Figs. 19–30 and Supplementary Tables 6–9). Then the cell internalization of Rho@M-γ-CD and Rho@γ-CD CNPs was studied using confocal laser scanning microscopy (CLSM) and fluorescence activated cell sorting (FACS). As shown in Fig. 3a, b, both CNPs could be taken up by CRC cells (CT26 and HT29) within 2 h. In comparison, Rho@M-γ-CD group displayed a higher intracellular fluorescence accumulation, implying a more efficient internalization (Fig. 3c). When the cells were pretreated with free mannose, the fluorescence accumulation induced by internalized Rho@M-γ-CD significantly decreased (Supplementary Fig. 31), which confirmed that the CRC targeting of M-γ-CD-based CNPs was derived from the specific binding between the mannose groups of CNPs and the MR of CRC cells.

**Fig. 3:**
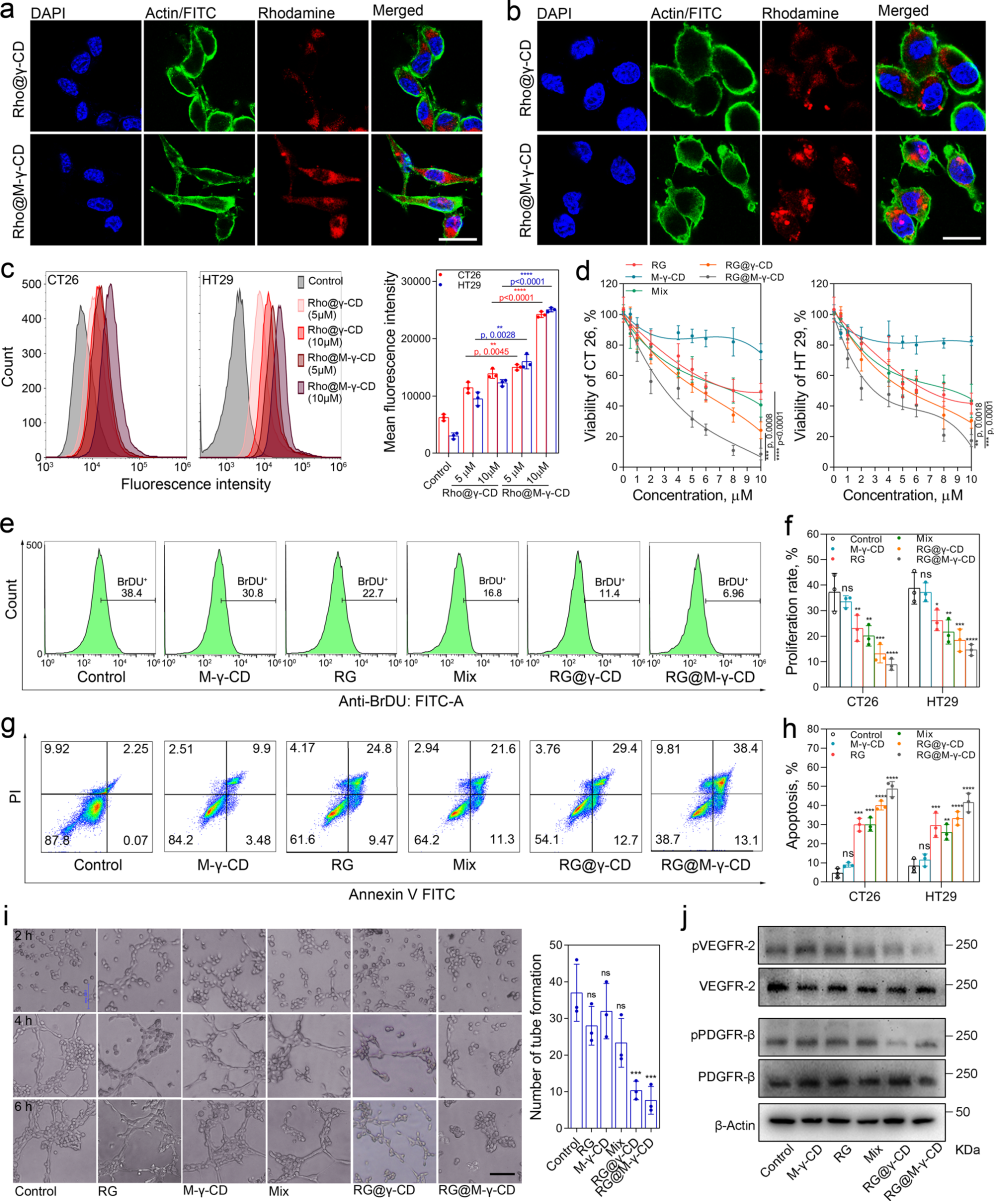
In vitro antitumor effect of RG@M-γ-CD CNPs. Cell internalization of CNPs. **a**, **b** Representative CLSM images of the CT26 and HT29 cells cultured with Rho@M-γ-CD and Rho@γ-CD CNPs (equivalent Rho, 5.0 μM) for 2 h. Blue fluorescence indicated nuclear staining with DAPI; green fluorescence indicated β-actin staining with FITC-antibody; red fluorescence presented the internalization of CNPs. Scale bar, 20 μm. **c** FACS analysis and statistical result of intracellular fluorescence intensities induced by internalized Rho@M-γ-CD and Rho@γ-CD (equivalent Rho, 5.0 μM and 10.0 μM) in CT26 and HT29 cells (2 × 10^4^ cells/sample). *N* = 3 biological replicates in each group. Data were presented as means ± SD. Statistical significance was calculated using two-tailed unpaired *t*-test (Rho@M-γ-CD vs. Rho@γ-CD at the same Rho concentration, the exact *p* values were indicated in the figure). **d** In vitro cytotoxicity of different formulations (equivalent RG, 0.5–10.0 μM) towards CT26 and HT29 cells with 12 h of treatment. *N* = 5 biological replicates in each group. Data were presented as means ± SD. Statistical significance was calculated using two-way ANOVA followed by Tukey’s multiple comparison test (the exact *p* values were indicated in the figure). Proliferation inhibition and apoptosis induction of different formulations (equivalent RG, 2.0 μM) was evaluated in CT26 and HT29 cells by BrdU assay and Annexin V-PI assay, respectively. **e** Representative FACS analysis and **f** statistical result of proliferation rate for treatment groups. *N* = 3 biological replicates in each group. Data were presented as means ± SD. **g** Representative FACS analysis and **h** statistical result of apoptosis rates for treatment groups. *N* = 3 biological replicates in each group. Data were presented as means ± SD. **i** Representative images of in vitro tube formation by HUVECs treated with different formulations for 6 h (equivalent RG, 2.0 μM). Scale bar, 50 μm. *N* = 3 biological replicates in each group. Data were expressed as means ± SD. Statistical significance for **f**, **h**, and **i** was calculated using one-way ANOVA followed by Dunnett’s multiple comparison test (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, treatment group vs. control, the exact *p* values were indicated in the Source Data file). **j** Western blot analysis of phosphorylation of VEGFR-2 and PDGFR-β in HUVECs treated with different formulations (equivalent RG, 2.0 μM, 6 h). Images were representative of three independent experiments. Source data are provided as a Source Data file.

We next evaluated the in vitro antitumor activity of RG@M-γ-CD towards CRC cells (Supplementary Figs. 32 and 33). The CRC cells were treated with RG, M-γ-CD, mixture of RG and M-γ-CD (denoted as Mix), RG@γ-CD and RG@M-γ-CD at equivalent concentrations of RG. Within 4 h, these formulations showed similar lethal effects. After 12 h of treatment, the CNP formulations (RG@γ-CD and RG@M-γ-CD) were found to induce significantly higher proportion of cell death compared with free RG (Fig. 3d). Particularly, the half maximal inhibitory concentration (IC50) of RG@M-γ-CD CNPs was remarkably decreased to 2.63–3.04 μM (Supplementary Tables 10 and 11). The incremental inhibitory effect of the CNPs was derived from their tailored nano-construction for cell uptake and sustained drug release in CRC cells. To characterize the intracellular drug release kinetics, RG@γ-CD and RG@M-γ-CD CNPs were incubated with cytoplasm extract (~20% v/v in PBS) and the released RG was monitored by HPLC (Supplementary Fig. 34). Within 12 h, 64.4 ± 11.7% and 71.5 ± 6.6% of RG was released from RG@γ-CD and RG@M-γ-CD, respectively. Coupled with the active CRC-targeting capacity, RG@M-γ-CD CNPs significantly elevated the drug availability of RG.

The inhibition mechanism of RG@M-γ-CD CNPs was next elucidated using western blot and FACS. The investigation of ERK activation indicated that RG@M-γ-CD treatment decreased ERK phosphorylation of CRC cells by 48.6 ± 7.5% compared with control, even at low concentrations (Supplementary Fig. 35), which implied a potent inhibition on the proliferation of CRC cells. Bromodeoxyuridine (BrDU) assay confirmed that RG@M-γ-CD CNP treatment markedly reduced the proliferation of CRC cells compared with other treatments (6.9 ± 3.3% and 12.8 ± 4.5% for CT26 and HT29, respectively). Annexin V/PI assays further indicated that RG@M-γ-CD CNP treatment efficiently compromised the survival of CRC cells, inducing higher proportion of apoptosis compared with other groups (47.7 ± 5.3% and 40.8 ± 7.4% for CT26 and HT29, respectively) (Fig. 3e–h). These results demonstrated that RG@M-γ-CD CNPs could enhance the kinase-inhibitory effect of RG and effectively suppress the malignancy of CRC cells.

VEGF/VEGFR signaling pathway contributes to angiogenesis and metastasis, which is a critical therapeutic target in CRC. Thus, the antiangiogenic capacity of RG@M-γ-CD was assessed by tube formation assay. Human umbilical vein endothelia cells (HUVECs) were seeded in the 3D Matrigel Matrix and treated with different formulations. Within 6 h, abundant tube-branches were observed in control and M-γ-CD groups (Fig. 3i). In comparison, treatment with RG or Mix exhibited moderate anti-angiogenesis, reducing the tube formation by 25.7 ± 8.2%. Obvious reduction of tube formation was achieved by RG@γ-CD and RG@M-γ-CD CNPs, particularly RG@M-γ-CD CNPs exerted the strongest antiangiogenic effect by decreasing the tube number by 72.5 ± 10.7%. Consistent with the angiogenesis inhibition, RG@γ-CD and RG@M-γ-CD CNPs significantly blocked the activation of receptor tyrosine kinases VEGFR-2 and PDGFR-β, while RG or Mix failed to achieve this goal (Fig. 3j). Together, these data indicated that M-γ-CD-derived CNP formulation greatly improved the drug activity of RG, and the host-guest assembled nanomedicine exerted antitumor effects by suppressing CRC cell survival and interdicting angiogenesis, bilaterally.

### Regulation of RG@M-γ-CD on macrophages in vitro

Based on the previously reported anti-inflammatory property of CDs, we next investigated whether RG@M-γ-CD CNPs could alleviate inflammation by targeting macrophages. We isolated peritoneal macrophages (PMs) from C57BL/6 mice and the internalization by PMs was first explored using CLSM and FACS (Fig. 4a, b). PMs were first stained with green fluorescent anti-CD206 antibody to visualize the MR, then were treated with Rho@M-γ-CD and Rho@γ-CD for 2 h. As expected, the profile of PMs was portrayed by green fluorescence, confirming PMs expressing MR on their surfaces. Intracellular red fluorescence was induced by the internalized CNPs. In comparison, fluorescence accumulation of Rho@M-γ-CD group was significantly higher than that of Rho@γ-CD group. Similar tendency was obtained by FACS that the mean fluorescence intensity of Rho@M-γ-CD increased by 88–93% compared with Rho@γ-CD group. The results indicated the MR-targeting capacity of M-γ-CD-based CNPs by which the Rho@M-γ-CD was prone to be taken up by macrophages.

**Fig. 4:**
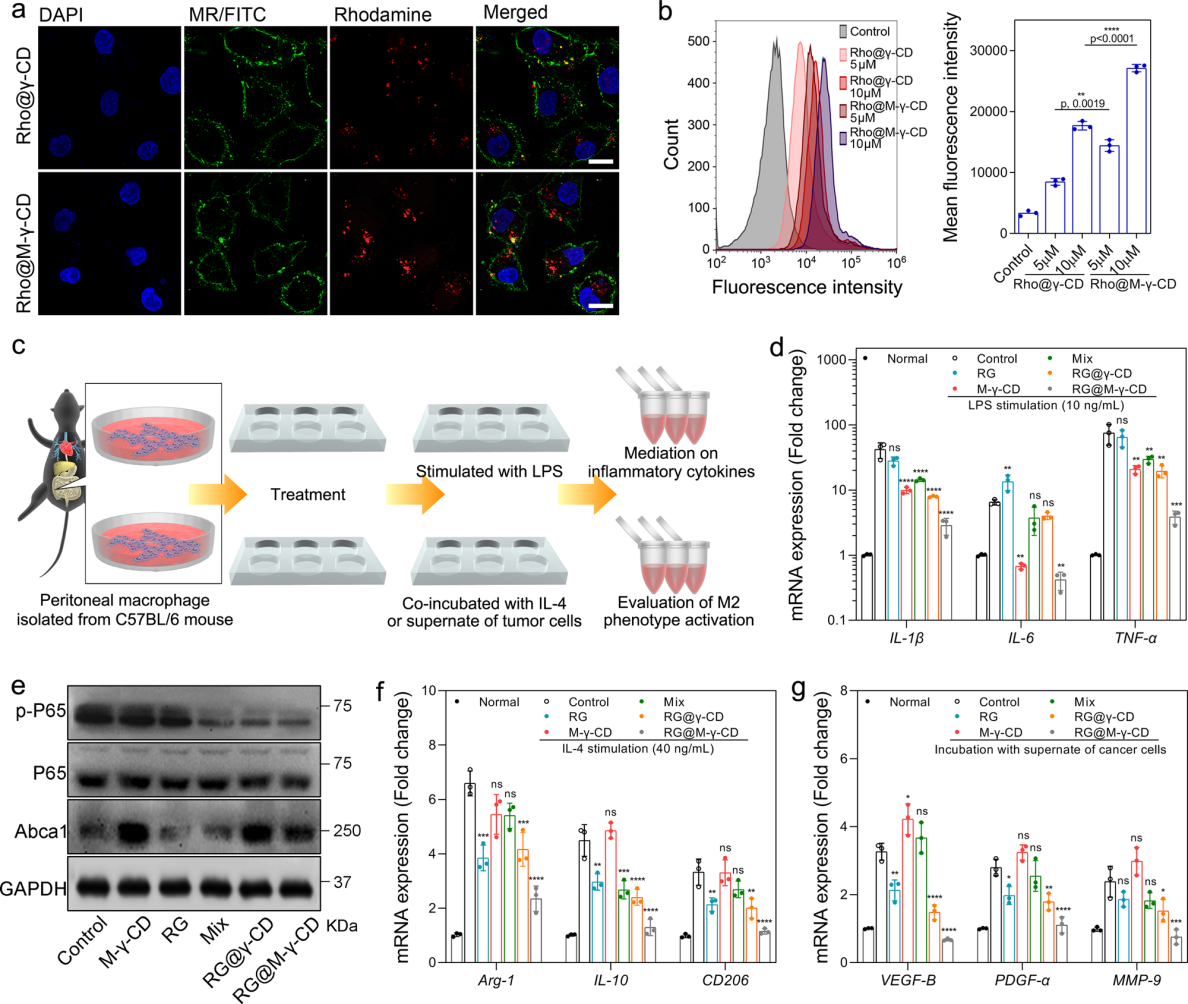
In vitro regulatory effect of RG@M-γ-CD upon macrophage. Cell internalization of CNPs by macrophages. **a** Representative CLSM images of the peritoneal macrophages cultured with Rho@M-γ-CD and Rho@γ-CD CNPs (equivalent Rho, 5.0 μM) for 2 h. Blue fluorescence indicated nuclear staining with DAPI; green fluorescence indicated mannose receptors staining with FITC-antibody; red fluorescence presented the internalization of CNPs. Scale bar, 20 μm. **b** FACS analysis and statistical result of intracellular fluorescence intensities induced by internalized Rho@M-γ-CD and Rho@γ-CD (equivalent Rho, 5.0 and 10.0 μM) in peritoneal macrophages (2 × 10^4^ cells/sample). *N* = 3 biological replicates in each group. Data were presented as means ± SD. Statistical significance was calculated using two-tailed unpaired *t*-test (Rho@M-γ-CD vs. Rho@γ-CD at the same Rho concentration, the exact *p* values were indicated in the figure). **c** Schematic illustration of peritoneal macrophages isolation, stimulation, and phenotype evaluation. Peritoneal macrophages were treated with different formulations for 24 h, followed by incubation with LPS, IL-4, or tumor supernate for 2 h. Then the cells and culture media were collected for phenotype evaluation. **d** mRNA expression levels of pro-inflammatory cytokines by peritoneal macrophages treated with different formulations (equivalent RG, 0.5 μM). *N* = 3 biological replicates in each group. Data were presented as means ± SD. **e** Western blot analysis of p-p65, p65, and abca1 expressions in macrophages under different treatments. Images were representative of three independent experiments. **f** mRNA expression levels of M2-associated markers by macrophages under different treatments (equivalent RG, 0.5 μM). *N* = 3 biological replicates in each group. Data were presented as means ± SD. **g** mRNA expression levels of *VEGF-B*, *PDGF-α*, and *MMP-9* by macrophages under different treatments (equivalent RG, 0.5 μM). *N* = 3 biological replicates in each group. Data were presented as means ± SD. Statistical significance for **d**, **f**, and **g** was calculated using one-way ANOVA followed by Dunnett’s multiple comparison test (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, treatment group vs. control, the exact *p* values were indicated in the Source Data file). Source data are provided as a Source Data file.

Next, PMs were subjected to different treatments for 24 h (equivalent RG content, 0.5 μM), followed by stimulation with lipopolysaccharide (LPS) to evoke the secretion of inflammatory cytokines (Fig. 4c). Quantitative RT-PCR and ELISA assays were conducted to determine the levels of typical CRC-related inflammatory cytokines^49^, including IL-1β, IL-6, and TNF-α (Fig. 4d and Supplementary Fig. 36). In comparison with controls, M-γ-CD, Mix, RG@γ-CD, and RG@M-γ-CD treatments resulted in the downregulation of IL-1β, IL-6, and TNF-α expressions to varying degrees. Particularly, RG@M-γ-CD treatment displayed the significant downregulation of *IL-1β*, *IL-6,* and *TNF-α*, decreasing mRNA levels by 14–22-fold. Without mannose modification, RG@γ-CD CNPs showed a relatively weaker inhibition as compared to RG@M-γ-CD CNPs. Conversely, free RG had little inhibitory effect on these cytokines, highlighting the key role of M-γ-CD in anti-inflammation. To further characterize the regulatory effects of RG@M-γ-CD upon PMs, the activation of NF-κB, a crucial transcription factor that regulates inflammation, was evaluated. The phosphorylation of p65 (p-p65) was determined by western blot. As shown in Fig. 4e, M-γ-CD significantly inhibited p-p65 compared with control. Moreover, the anti-inflammatory effect of M-γ-CD was implanted into RG@M-γ-CD CNPs which also showed a potent inhibition on p-p65. Consistent with the concept that CDs exerted the anti-inflammation functions by mediating LXR transcription^39^, M-γ-CD and RG@M-γ-CD was also found to augment the LXR target gene Abca1 in PMs. Compared with RG@M-γ-CD CNPs, RG@γ-CD CNPs exhibited a suboptimal mediation on p65 phosphorylation, likely owing to the lack of MR-targeting capacity. Together, these data demonstrated that nano-engineering of RG@M-γ-CD CNPs maintained and further amplified the anti-inflammation properties of CDs, showing potentials to alleviate inflammation for CRC treatment.

Once activated by CRC cells, TAMs primarily present M2 phenotype and devote to establish a tumor-supportive TME by producing a series of cytokines, such as VEGFs, PDGFs, and MMPs^46,50^. Since RG was reported to reprogram the TME by suppressing M2 activation, we hypothesized that the channel-type nano-formulation could enhance this effect. To examine this possibility, PMs were subjected to different treatments for 24 h, subsequently incubated with IL-4 or supernate from CT26 cells to trigger M2 polarization. Then the expressions of M2-related markers (arginase-1 [Arg-1], IL-10, and CD206) were quantified to evaluate the inhibition on M2 polarization. RG decreased the mRNA levels of M2-related markers by only 1.4-fold compared with control. As a CNP formulation, RG@γ-CD showed a higher inhibition of M2 polarization (1.6-fold). As an upgraded CNP system, RG@M-γ-CD CNPs significantly decreased the M2 markers by 2.8–3.2-fold (Fig. 4f). We also investigated whether RG@M-γ-CD could deactivate M2 cells by reducing their production of tumor-supportive cytokines. PMs were first subjected to different formulations and then activated to secrete the tumor-supportive cytokines (i.e., VEGF-B, PDGF-α, and MMP-9). RT-PCR and ELISA quantification revealed that RG@M-γ-CD treatment remarkably downregulated these cytokines compared with control. In comparison, RG, Mix and RG@γ-CD treatments showed relatively weaker reduction, while M-γ-CD had little effect (Fig. 4g and Supplementary Fig. 36). Overall, our results demonstrated that RG@M-γ-CD CNPs exhibited a dual regulation towards macrophages by reducing inflammatory cytokines and suppressing M2 activation.

### Therapeutic efficacy and safety of RG@M-γ-CD in CAC mouse model

CAC is a subtype of CRC and characterized by chronic inflammation and accelerated neoplasia, thus anti-inflammation therapy combined with conventional therapies can be used to prevent CAC^51^. Encouraged by the promising in vitro performance of RG@M-γ-CD CNPs, we then evaluated the in vivo therapeutic efficacy on colon tumorigenesis in the CAC mouse model. We first assessed the intestinal retention of CNPs via oral gavage using free Rho, Rho@γ-CD and Rho@M-γ-CD as indicators. Compared with Rho@γ-CD and Rho@M-γ-CD CNPs, free Rho exhibited a low intestinal accumulation and quick attenuation within 24 h post administration. For both CNPs, Rho fluorescence gradually accumulated in intestines, reaching the highest intensity at ~12 h post administration. After 24 h, considerable fluorescence could still be detected, indicating that CD-based nano-formulation facilitated intestinal retention (Fig. 5a). Further ex vivo fluorescence imaging displayed that CNPs were mainly distributed in intestines with relatively low distribution in stomach. Based on the previously demonstrated stability in simulated gastric juice, this observed suggested that the CNP formulation could protect the drug from acid hydrolysis in stomach and was prone to accumulate in intestines. Besides, weak fluorescence intensity in liver and kidney might suggest a reduction of hepatic first-pass metabolism (Fig. 5b and Supplementary Fig. 37). Taken together, these results indicated that the CNP formulation could be an ideal candidate for colonic drug delivery.

**Fig. 5:**
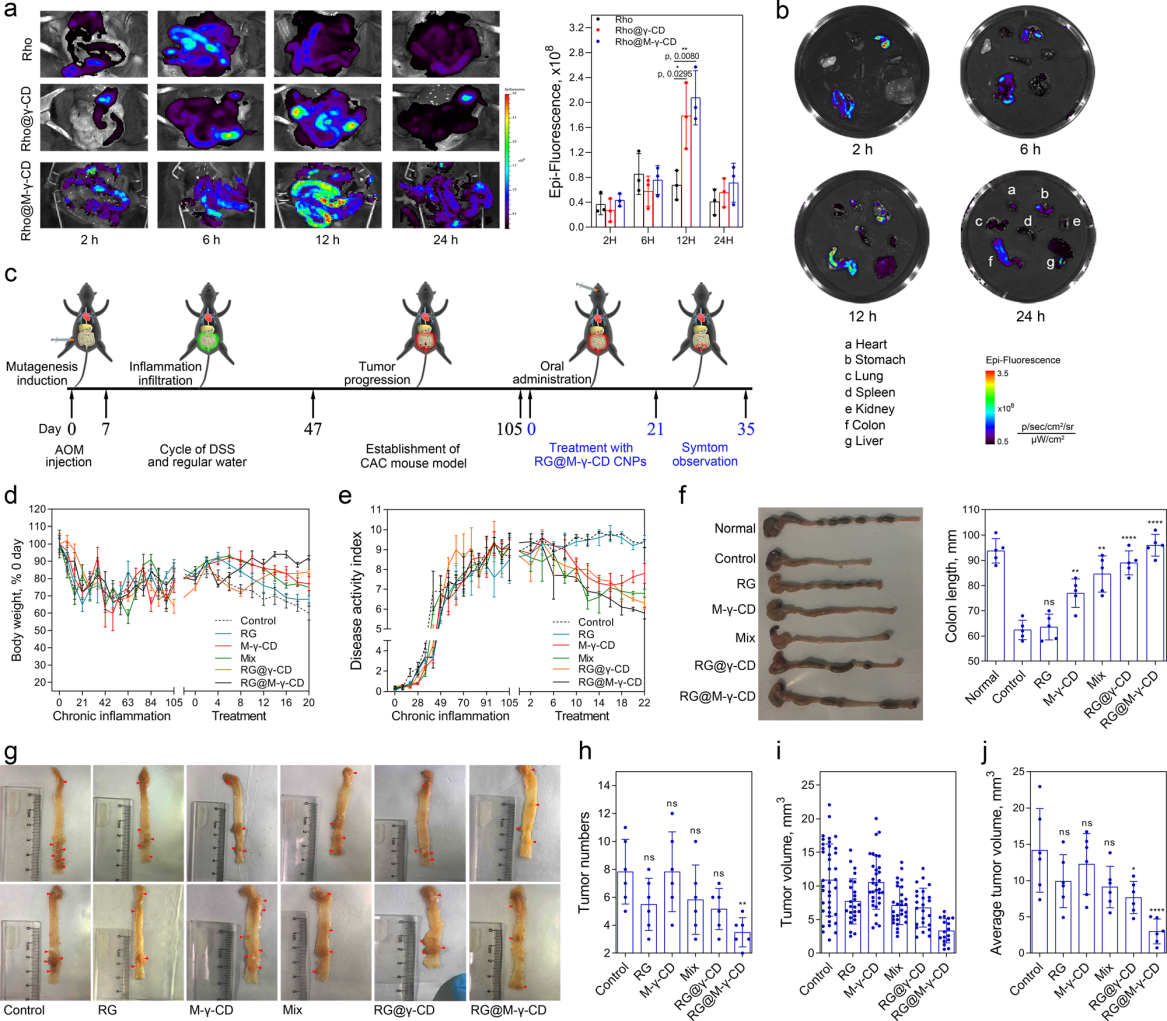
Therapeutic efficacy of RG@M-γ-CD in CAC mouse model. Biodistribution of free Rho, Rho@γ-CD, and Rho@M-γ-CD CNPs was evaluated with ex vivo imaging in C57 mice via oral administration. **a** Representative ex vivo fluorescence images and mean fluorescence intensities within intestinal tissues at different time points post administration (equivalent Rho, 10 μg/g) Scale bar, 2.0 cm. *N* = 3 biologically independent mice in each group at each time point. Data were presented as means ± SD. **b** Representative ex vivo fluorescence imaging of main organs at 2 h, 6 h, 12 h, and 24 h post administration of Rho@M-γ-CD CNPs. Images were representative of three biologically independent mice. **c** Schematic illustration of CAC mouse model establishment based on AOM-DSS method. Changes of **d** body weight and **e** disease activity index for different treatment groups during modeling and antitumor experiment (equivalent RG, 10 μg/g). *N* = 10 biologically independent mice in each group. Data were presented as means ± SD. **f** Representative images of colons, and colon lengths from different treatment groups. *N* = 5 biologically independent mice in each group. Data were presented as means ± SD. **g** Representative images of colon tissues with tumor loading from different treatment groups. The red arrows indicated tumor areas. **h** Numbers of tumor loading, **i** tumor volumes, and **j** average tumor sizes for treatment groups. **g**–**j** *N* = 6 biologically independent mice in each group. Data were presented as means ± SD. Statistical significance for **a**, **f**, **h**–**j** was calculated using one-way ANOVA followed by Dunnett’s multiple comparison test (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, treatment group vs. control, the exact *p* values were indicated in the Source Data file). Source data are provided as a Source Data file.

We next examined the in vivo antitumor efficacy of RG@M-γ-CD CNPs in the CAC mouse model via oral administration. A chemically induced colon tumor model was established in C57BL/6 mice using azoxymethane (AOM) and dextran sodium sulfate (DSS) (Fig. 5c)^52^. During tumor development, the mice presented reduced body weights and colitis pathology of hematochezia, hypothermia, and shortened colons, with disease activity index (DAI) increasing to 10 (Fig. 5d, e). Treatment with M-γ-CD, Mix, RG@γ-CD, and RG@M-γ-CD alleviated hematochezia, preserved colonic length, and lowered DAI when compared with untreated mice, indicating mitigation of colitis. Particularly, RG@M-γ-CD group displayed the lowest DAI (5.8 ± 0.5) and comparable length to normal colons. By contrast, RG treatment had little effect on colitis, DAI and colon length were similar to that of untreated mice (Fig. 5f). Tumor loadings in colons were then counted and measured (Fig. 5g, j). M-γ-CD treatment displayed little inhibition of tumor progression, although it remitted colitis. RG and Mix groups showed a reduction of tumor number; however, the tumors were mainly of large size (8–13 mm^3^). This result was attributed to the biopharmaceutical limitations of RG which obstructed the antitumor efficacy. RG@γ-CD CNPs improved the antitumor effect of RG and the average volume of tumors in RG@γ-CD group was reduced below 10 mm^3^. In comparison, RG@M-γ-CD treatment further decreased tumor number and volume (below 6 mm^3^) owing to the targeting capacity to colon tumor cells, showing a significant therapeutic efficacy against malignancy. Also, RG@M-γ-CD treatment significantly extended the survival time for the model mice as compared to other treatments (Supplementary Fig. 38). These results suggested that RG@M-γ-CD CNPs could be regarded as an ideal platform for the treatment of CAC mouse model. The non-covalent channel architecture offered the system stability and advantages in colon-specific drug delivery. Furthermore, this binary system also exerted a synergistic effect by alleviating inflammation and inhibiting tumor progression.

We further examined the safety profile of RG@M-γ-CD CNPs administered via oral route. Healthy mice were orally given with various formulations at a drug dosage of 10 μg/g three times. At 21 day post administration, RG@M-γ-CD CNPs-treated mice showed comparable levels of biochemical markers associated with liver and kidney functions compared with untreated mice. By contrast, administration with RG or Mix resulted in changes of some parameters, including alanine aminotransferase and aspartate aminotransferase, implying abnormal liver functions (Supplementary Fig. 39a). Histological analysis was performed to further evaluate the safety profile. H&E sections of liver of mice treated with RG or Mix revealed some vessels congested by erythrocyte, as well as edematous areas, indicating a certain degree of hepatic injury. By contrast, liver sections from RG@M-γ-CD group presented regular vessels and appearance, showing no abnormal variations (Supplementary Fig. 39b). These data suggested that M-γ-CD-based CNP system could reduce RG-induced hepatic toxicity, offering a safer strategy for oral drug administration.

### Antitumor mechanism of RG@M-γ-CD in CAC mouse model

To further understand the mechanisms underlying the therapeutic activity of RG@M-γ-CD CNPs for CAC mouse model, we investigated the whole-genetic variations in CAC tumors from RG@M-γ-CD and PBS groups. 

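Colon tissue with tumors from 3 mice given RG@M-γ-CD by mouth (30 μg/g of the complex, equal to 10 μg/g RG) and from 3 mice given PBS was measured on one-color Agilent arrays, with 1 array per mouse. The mice carried colitis-associated tumors induced by AOM (10 μg/g), a carcinogen, and 2% DSS in the drinking water, which inflames the colon, and the colons were excised after 21 days of treatment and 14 days of observation. Each array held 62976 spots, of which 3671 were controls and the other 59305 carried 56605 gene probes. The authors deposited the spot intensities of the scanner software, corrected for background but not normalized between arrays, and a table of log2 values for 56745 probes, controls included. All 6 columns of that table share a minimum of 2.04 and a maximum of 18.1, as quantile normalization gives, and each column correlated with the intensities of its own array at r of at least 0.999 across probes, which are not independent replicates. The values reported here start from the intensities. Each log2 intensity was expressed relative to the 75th percentile of the gene probes on its array, 790 spots marked as outliers by the scanner software over the 6 arrays were left out, and 0 gene spots were saturated. Between 29450 and 30147 probes (median 30144) were well above background on the arrays labelled RG@M-γ-CD, and between 28099 and 31217 (median 30681) on those labelled PBS. A gene was tested on its brightest probe among those well above background on all 3 arrays of at least 1 group, with limma and Benjamini-Hochberg adjustment over all genes tested. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.10. The 6 arrays came from 1 slide and 1 scan. All 3 arrays labelled RG@M-γ-CD and PBS replicate 1 lie in row 1 of the slide and the other two PBS arrays in row 2, so position on the slide is partly confounded with the labels. The labels of the deposited samples assign arrays 5, 6 and 7, which are RG@M-γ-CD replicates 1, 2 and 3, to the treatment and arrays 8, 10 and 11, which are PBS replicates 1, 2 and 3, to the control. The heat map of Supplementary Fig. 40 instead sets arrays 6, 7 and 8 beside each other and arrays 5, 10 and 11 beside each other, without naming the conditions. Differences are therefore given first as RG@M-γ-CD minus PBS by the labels, and then as arrays 6, 7 and 8 minus arrays 5, 10 and 11, where neither side is named as treated.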

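With the arrays grouped as labelled, 0 of 19090 genes tested passed an adjusted p of 0.05 in limma. The smallest adjusted p was 0.818, 419 genes lay below an unadjusted p of 0.05, and the methods' t-test also left 0 genes past the adjusted threshold. At a fold change of at least 2 and an unadjusted p of at most 0.05, limma counted 107 genes, 33 higher and 74 lower in RG@M-γ-CD. At a fold change above 1.5 and an unadjusted p below 0.01, it counted 68 genes, 24 higher and 44 lower. The 3 RG@M-γ-CD arrays lay all above or all below the 3 PBS arrays in 872 genes, 4.57% of the genes tested, where chance gives 10%. Of the alternatives with the labels kept, leaving out RG@M-γ-CD replicate 1 moved these counts most, to 202 genes past the adjusted threshold (163 higher and 39 lower), 1141 genes at a fold change of 2 and 1057 at a fold change of 1.5. With the arrays grouped as in Supplementary Fig. 40, 5 of 19298 genes passed an adjusted p of 0.05 in limma and 3193 lay below an unadjusted p of 0.05. That grouping was read from a heat map that clusters genes selected on these same arrays. The p-values under it are therefore not independent evidence of a difference between its sides. These 5 genes are named here after their values were seen. Hoxd12 (probe A_55_P2160638) was at least 28.2-fold higher in arrays 6, 7 and 8 than in arrays 5, 10 and 11, where it did not rise well above background (adjusted p = 0.0372 from limma), and Hoxd9 (A_52_P385584) at least 3.15-fold higher (adjusted p = 0.0188). Mup1 (A_55_P1979904) was at least 5.10-fold lower in arrays 6, 7 and 8 (adjusted p = 0.0188) and Mup21 (A_55_P2743972) at least 4.11-fold lower (adjusted p = 0.0372), with both genes not well above background on those arrays. For Hoxd12, Hoxd9, Mup1 and Mup21 the adjusted p is that of the fitted change with dim values as measured, not that of the bound. On the side where each gene was dim, the spread is that of values at background. Nmnat1 (A_55_P2146374) stood at 0.10 ± 0.13 (SD, n = 3) in arrays 6, 7 and 8 and at 2.19 ± 0.16 (SD, n = 3) in the others, a log2 change of −2.09 (standard error 0.15, adjusted p = 0.0270 from limma). Under this grouping 1133 genes met the fold change of 2 (886 higher and 247 lower in arrays 6, 7 and 8) and 481 the fold change of 1.5 (257 higher and 224 lower). The same 15 genes met the fold change of 2 under both groupings, each in the same direction.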

A total of 587 differentially expressed genes were identified (*p* < 0.01, fold change cutoff > 1.5, hypergeometric test), including 202 upregulated genes and 385 downregulated genes (Fig. 6a and Supplementary Fig. 40). Differentially expressed genes were then analyzed by Gene Ontology enrichment analysis (GOEA) based on Biological Process and KEGG Pathway (Fig. 6b, c). Genes involved in transportation, metabolism, and cellular response to stimuli were upregulated upon RG@M-γ-CD treatment, represented by GO terms “response to external stimulus”, “receptor-mediated endocytosis”, “regulation of vesicle-mediated transport”, “glucose metabolic process”, “response to organic cyclic compound”, and “drug metabolic process”, et al. These GO clusters profiled the mechanism of RG@M-γ-CD CNPs in internalization, transformation, and metabolism. 

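The GO and KEGG memberships behind Fig. 6b and c were not analysed here. In their place, 18 lists of gene symbols were written from the paper's terms before the data were examined, and 16 Reactome gene sets nearest to those terms were taken. Each was tested against all other genes with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment within each of the 2 families. As labelled, 10 of the 18 lists passed an adjusted p of 0.05, 1 higher and 9 lower in RG@M-γ-CD, and 6 of the 16 Reactome sets, 1 higher and 5 lower. None of these calls held under fry, where the smallest adjusted p was 0.210 for the lists and 0.807 for the Reactome sets, or in camera with an estimated correlation, where it was 0.197 and 0.538. With each array left out in turn, 2 of the 10 list calls, those of the chemokines and the interferon response, held in each of the 6 fits, and 0 of the 6 Reactome calls did. With the arrays grouped as in Supplementary Fig. 40, 0 of the lists and 2 of the Reactome sets passed in camera. The median change of all genes under that grouping was −0.12, so camera, which compares a list with the other genes, can place a list with a negative median above them. Among the processes of transport and metabolism, the list of drug metabolism genes was higher in RG@M-γ-CD as labelled, with 36 of 48 genes tested higher, a median log2 change of 0.22 and an adjusted p of 0.00142 from camera. Its median ranged from 0.0032 without RG@M-γ-CD replicate 3 to 0.58 without RG@M-γ-CD replicate 1. The list did not pass without RG@M-γ-CD replicate 2, RG@M-γ-CD replicate 3 or PBS replicate 1. Its median was 0.16 in arrays 6, 7 and 8 minus the others (adjusted p = 0.123). The Reactome set Biological oxidations had 80 of 113 genes higher, with a median of 0.11 (adjusted p = 0.00632), but it did not pass without a filter on dim probes, and without RG@M-γ-CD replicate 3 its median was −0.00014. The list of glucose metabolism genes had a median of 0.026 (23 of 41 higher, adjusted p = 0.780), and that of arrays 6, 7 and 8 was −0.067 (adjusted p = 0.819). The list of receptor-mediated endocytosis genes had a median of −0.014 (17 of 41 higher, adjusted p = 0.938) as labelled and −0.18 (adjusted p = 0.646) under the other grouping. For the Reactome set Vesicle-mediated transport, the median of 175 genes was −0.0046 as labelled, while its mean was −0.018 and camera placed it slightly higher than the other genes (adjusted p = 0.726).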

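Tyrosine kinases, growth factors and the kinases of the MAPK cascade were examined in the same way. Of 48 receptor tyrosine kinase genes tested, 19 were lower and 29 higher in RG@M-γ-CD as labelled, with a median log2 change of 0.071 (adjusted p = 0.121 from camera) and extremes of −0.68 for Flt3 and 0.72 for Tek. Tek (probe A_51_P130374), which encodes an angiopoietin receptor, stood at −2.26 ± 0.33 (SD, n = 3) in RG@M-γ-CD and −2.98 ± 0.31 (SD, n = 3) in PBS, and its 3 RG@M-γ-CD arrays lay above the 3 PBS arrays (standard error 0.25, adjusted p = 1.00 from limma). By the grouping of the supplementary heat map, the median of the receptor tyrosine kinases was 0.050 (adjusted p = 0.527). The labelled call depended on the processing: the list passed as higher in RG@M-γ-CD without a filter on dim probes and without RG@M-γ-CD replicate 1, whereas without PBS replicate 1 its median was −0.015. In that last fit the median of all genes was −0.061. Non-receptor tyrosine kinases were lower as labelled in most genes, 6 of 30 being higher, with a median of −0.11 (adjusted p = 0.00132), and the list did not pass without RG@M-γ-CD replicate 2 or without PBS replicate 1. Their median in arrays 6, 7 and 8 against the others was −0.16, without passing the threshold (adjusted p = 0.527). The median of 34 growth factor ligands was 0.11 as labelled (24 higher, adjusted p = 0.152), −0.026 without RG@M-γ-CD replicate 1 and −0.11 under the other grouping, where camera placed the list above the other genes (adjusted p = 0.769). In 44 MAPK cascade kinases the median was −0.014 and the mean 0.010, and camera placed the list slightly above the other genes (adjusted p = 0.780). The Reactome sets for signaling by EGFR, PDGF and FGFR had medians of 0.020, 0.034 and 0.027 as labelled, with adjusted p of 0.525, 0.575 and 0.508, and medians of −0.095, −0.065 and −0.089 under the other grouping.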

Further interrogation of GOEA revealed that RG@M-γ-CD treatment negatively regulated many key genes related to GO terms of “protein tyrosine kinase activity”, “transmembrane receptor protein tyrosine kinase activity”, “growth factor receptor signaling pathways” and “MAPK signaling pathway”, among others. This negative regulation on tyrosine activity might be associated with the impaired angiogenesis, as well as the inhibition of cancer cells (such as “apoptosis” and “negative regulation on cell cycle”). 

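For the processes tied to angiogenesis and to inhibition of cancer cells, the list of proliferation genes was lower in RG@M-γ-CD as labelled, with 0 of 36 genes higher, a median log2 change of −0.22 and an adjusted p of 6.7e-05 from camera. This rested on RG@M-γ-CD replicate 2, without which the list's median was 0.046 and the median of all genes 0.049. The Reactome set Cell Cycle had 116 of 456 genes higher, a median of −0.083 (adjusted p = 0.0143) and a median of 0.078 without the same array, where it passed as higher. It did not pass without PBS replicate 2 or without PBS replicate 3. With the arrays of the supplementary heat map, this set was lower in arrays 6, 7 and 8, with a median of −0.25 (adjusted p = 0.000462), while the medians of the proliferation and apoptosis lists, −0.27 and −0.19, did not pass (adjusted p = 0.123 for both). The list of apoptosis regulators, which holds genes acting for and against cell death, had a median of −0.11 as labelled (9 of 40 higher, adjusted p = 0.00597) and 0.016 without RG@M-γ-CD replicate 2. The Reactome set Apoptosis had a median of −0.078 as labelled (33 of 136 higher, adjusted p = 0.0242), which turned to 0.046 without that array. Neither of these apoptosis medians without that array lay above the median of all genes there, 0.049. In arrays 6, 7 and 8 against the others, the Reactome set Apoptosis had a median of −0.26 (adjusted p = 0.00161). For the Reactome set Signaling by VEGF, 48 of 97 genes were higher as labelled, the median was −3.4e-05 and the mean 0.0086 (adjusted p = 0.714). After normexp background correction, neither the set Cell Cycle nor the set Apoptosis passed as labelled. From the lower expression of tyrosine kinase genes in its GO analysis, the paper proposes a link to impaired angiogenesis and to the inhibition of cancer cells.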

In line with the GOEA result, immunohistochemical staining confirmed the systematic antitumor effect of RG@M-γ-CD CNPs (Fig. 6d). TUNEL staining revealed considerable cell apoptosis in the colon tumor sections from RG@M-γ-CD group. In comparison, RG, Mix, and RG@γ-CD groups showed sparse apoptotic cells, indicating limited suppression on malignancy. Similarly, Ki67 staining displayed that RG@M-γ-CD treatment resulted in a significant reduction on cell proliferation, while other treatments failed to achieve this goal. We also used CD34 staining to investigate the neovascularization in different groups. Vessel number in RG@M-γ-CD group was obviously reduced compared with other groups, indicating that RG@M-γ-CD treatment suppressed tumor angiogenesis.

**Fig. 6:**
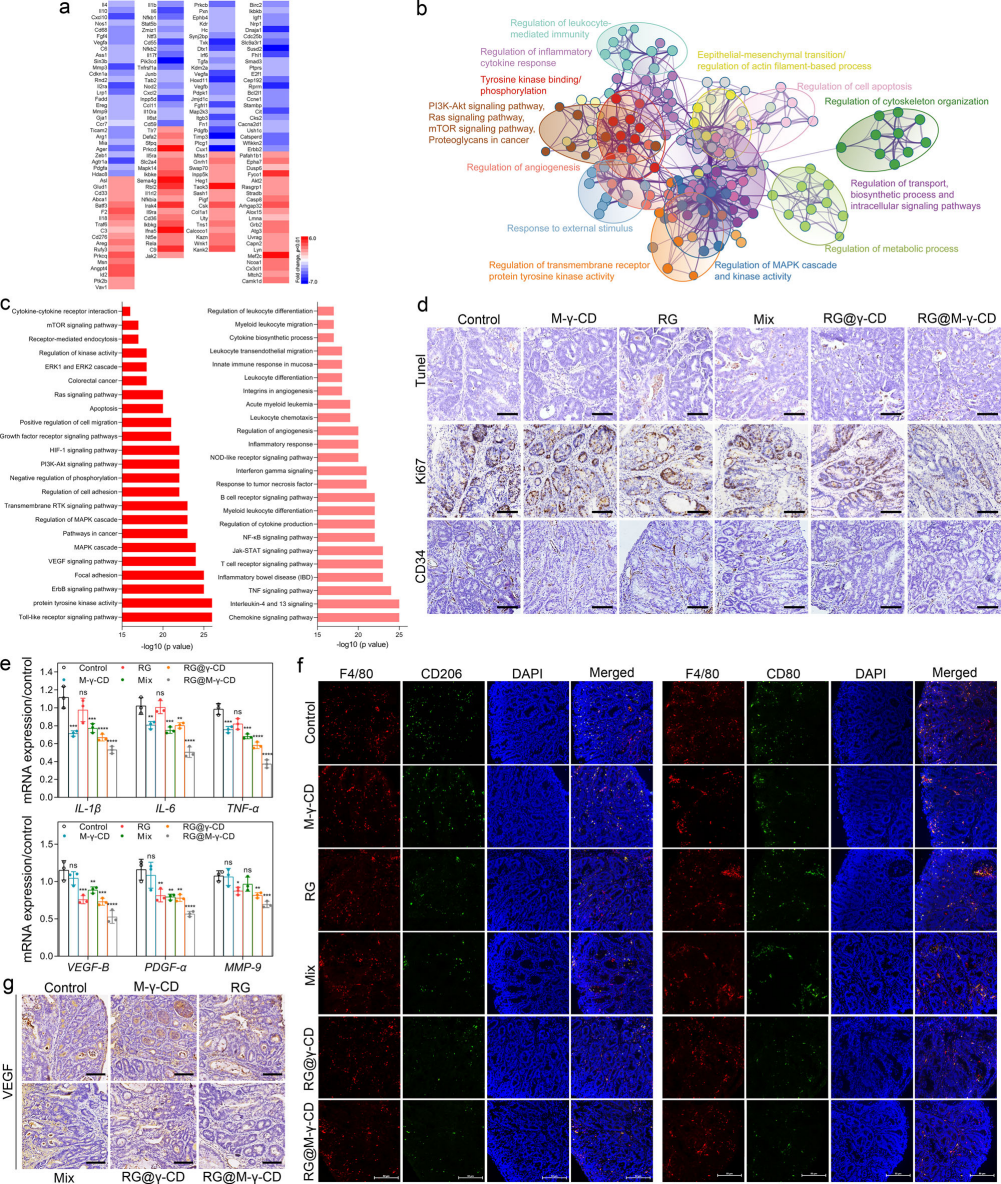
In vivo antitumor mechanism of RG@M-γ-CD CNPs in CAC mouse model. **a** Heat map of differential expression (DE) genes involved in TME mediation and tumor inhibition (RG@M-γ-CD vs. control). **b** GOEA of differential expression DE genes visualized as GO network, where nodes with different colors indicated the clusters based on connected GO terms. The clusters were annotated manually by a shared general term. **c** Histograms of DE genes associated with tumor inhibition (left part) and TME (right part) mediation based on GO annotation (−log10 (*p* value), 27–15). **a**–**c** *N* = 3 biologically independent mice in each group. Statistical significance was calculated using unpaired two-tailed *t*-test. Fold change ≥ 2.0 with *p* value ≤ 0.05 was used as threshold set for the analysis of DE genes. **d** Representative images of Tunel, Ki67, and CD34 staining sections of CAC tumor tissues from different treatment groups. Scale bar, 50 μm. Images were representative of three biologically independent mice in each group. **e** mRNA expression levels of inflammatory cytokines (*IL-1β*, *IL-6*, and *TNF-α*) and M2-related tumor-supportive cytokines (*VEGF-B*, *PDGF-α*, and *MMP-9*) in CAC tumor tissues from different treatment groups. *N* = 3 biologically independent mice in each group. Data were presented as means ± SD. Statistical significance was calculated using one-way ANOVA followed by Dunnett’s multiple comparison test (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, treatment group vs. control, the exact *p* values were indicated in in the Source Data file). **f** Representative immunofluorescence images of CD11b, CD80, and CD206 staining sections of CAC tumor tissues from different treatment groups. Scale bar, 50 μm. Images were representative of three biologically independent mice in each group. **g** Representative images of VEGF staining sections of CAC tumor tissues from different treatment groups. Scale bar, 50 μm. Images were representative of three biologically independent mice in each group. Source data are provided as a Source Data file.

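In Fig. 6a, the symbols of 167 genes were legible, 91 shown as lower and 76 as higher in RG@M-γ-CD than in control, and these directions were read by eye from the colors. As labelled, 82 of the 154 genes tested had the direction shown, 53.2% of them. Among the genes shown as lower, 43 of 83 were lower, and among those shown as higher, 39 of 71 were higher. An unadjusted p below 0.05 in limma was reached by 6 of the 154 genes. With each array left out in turn, the number with the direction shown ranged from 76 of 154 to 89 of 155. Taking arrays 6, 7 and 8 minus arrays 5, 10 and 11, 87 of 155 genes had the direction shown, and taking the opposite difference, 68 did. The tally was not tested, since the genes were chosen in the paper from the same arrays.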

GOEA also elucidated regulatory effects of RG@M-γ-CD CNPs on TME of CAC tumor. RG@M-γ-CD treatment significantly downregulated the gene production of inflammatory mediators, including *Il1β*, *Il6*, *Il17*, *Tnfrsf*, *Nfκb1*, as well as some toll-like receptors (*TLRs*) and *TLR* adapters. These genes play crucial roles in linking inflammation and cancer, as represented by terms, such as, “Toll-like receptor signaling pathway”, “Jak-STAT signaling pathway”, and “NF-κB signaling pathway”. 

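The probe of Il1b (A_51_P212782) stood at 0.0024 ± 1.25 (SD, n = 3) in RG@M-γ-CD and at 0.97 ± 0.07 (SD, n = 3) in PBS on the log2 scale, a change of −0.97 as labelled (standard error 0.58, adjusted p = 1.00 from limma). RG@M-γ-CD replicate 1 lay above all PBS arrays, and without it the change was −1.68 with an adjusted p of 0.0332. Without RG@M-γ-CD replicate 2 it was −0.50 and did not pass. Il1b differed by −1.22 between arrays 6, 7 and 8 and the other arrays (adjusted p = 0.300). Il6 (A_55_P1997756) was higher as labelled, by 0.88 (standard error 0.61), at −2.10 ± 1.23 in RG@M-γ-CD and −2.98 ± 0.46 in PBS (SD, n = 3 each), and differed by −0.72 under the other grouping (adjusted p = 0.511). For Il17, the probe of Il17a was well above background on 1 of 3 RG@M-γ-CD arrays and 2 of 3 PBS arrays and that of Il17f on none of the 6 arrays, so a difference was not detectable for either. Nfkb1 (A_55_P2745489) changed by −0.17 (standard error 0.18) as labelled and by −0.22 under the other grouping. Of 18 Tnfrsf genes tested, 15 were lower as labelled, with a median of −0.41 and extremes of −0.95 for Tnfrsf11b and 0.18 for Tnfrsf21. Tnfrsf1a (A_52_P192426) changed by −0.21 (standard error 0.17). Tnfrsf1b (A_52_P228621) changed by −0.80 (standard error 0.32) on its brighter probe and by 0.015 on its other probe. Of 10 Toll-like receptors tested, 8 were lower, with a median of −0.17. Tlr12 (A_66_P114333) was the one at an unadjusted p below 0.05, at −0.17 ± 0.25 in RG@M-γ-CD and 0.36 ± 0.19 in PBS (SD, n = 3 each), a change of −0.53, with all RG@M-γ-CD arrays below all PBS arrays. Tnfrsf1a, Tnfrsf1b and Tlr12 differed by −0.22, −0.61 and −0.21 under the other grouping. The 3 TLR adapters tested were lower, with a median of −0.20. In arrays 6, 7 and 8 against the others, 13 of the 18 Tnfrsf genes, 7 of the 10 Toll-like receptors and 3 of the 3 adapters were lower. No gene of these families, and none of the genes named above, passed an adjusted p of 0.05 as labelled. Adjusted over the list alone, 0 of the 10 tested genes that the text names as changed on the arrays passed, the smallest adjusted p being 0.419, and 8 of the 10 were lower. Tnfrsf1a is counted among them for the paper's Tnfrsf, which names no single member. The study chose the other genes on these arrays, so this is not independent evidence.

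**Figure D1:**
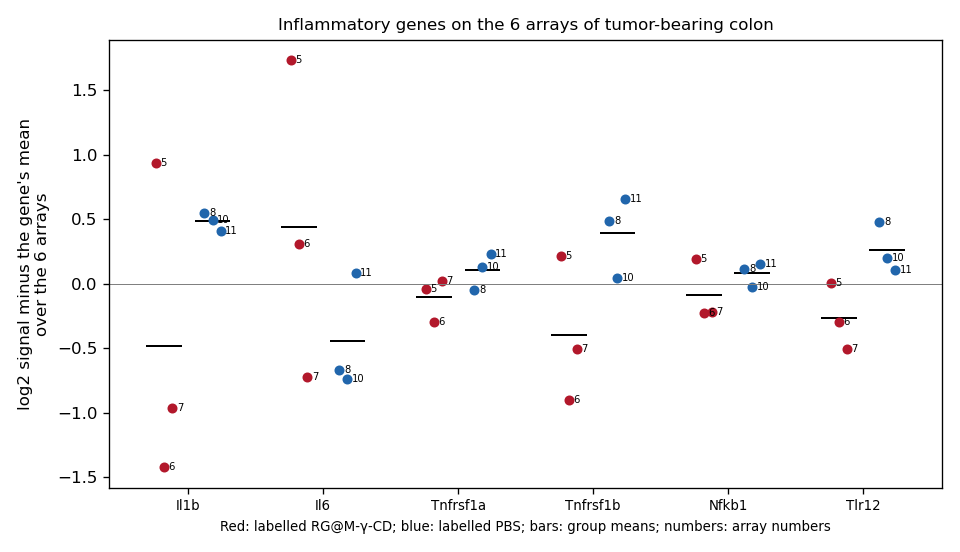
Log2 signal of 6 inflammatory genes on each array, relative to the gene's mean over the 6 arrays. Red points are arrays labelled RG@M-γ-CD, blue points those labelled PBS, numbers are array numbers and bars are group means. Array 5 (RG@M-γ-CD replicate 1) has the highest value of Il1b and Il6, and Tlr12 is lower on all 3 RG@M-γ-CD arrays than on the PBS arrays.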

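The list of 10 Toll-like receptors was lower as labelled, with an adjusted p of 0.0103 from camera, and lost this call in 3 of the 6 leave-one-out fits. The 3 TLR adapters did not pass (adjusted p = 0.0967). The Reactome set Toll-Like Receptors Cascades had 29 of 99 genes higher and a median log2 change of −0.065 (adjusted p = 0.0741). NF-κB pathway genes were lower, with 6 of 32 higher and a median of −0.12 (adjusted p = 0.00597), which was −0.026 without RG@M-γ-CD replicate 2. The Reactome set for activation of NF-κB by TAK1 had 3 of 20 genes higher (adjusted p = 0.0687). These 2 Reactome sets passed as lower after quantile normalization, in the authors' value table and with the methods' t-test, and the TLR adapters with the methods' t-test. JAK-STAT pathway genes had a median of −0.015 with 12 of 27 higher (adjusted p = 0.363). This median was 0.026 without RG@M-γ-CD replicate 2, where that of all genes was 0.049. The list of pro-inflammatory cytokines had the lowest median among the 18 lists, −0.78, with 3 of 10 genes higher (adjusted p = 0.00691), and a median of −0.37 without RG@M-γ-CD replicate 2. Neither this list nor the NF-κB list passed without RG@M-γ-CD replicate 2, RG@M-γ-CD replicate 3 or PBS replicate 1. Chemokines had a median of −0.47 with 6 of 30 higher (adjusted p = 1.7e-07). The Reactome set Signaling by Interleukins had 34 of 97 genes higher and a median of −0.050 (adjusted p = 0.0400), which was 0.016 without RG@M-γ-CD replicate 2, and the set did not pass after normexp background correction. With the supplementary grouping, the medians of arrays 6, 7 and 8 against the others were −0.20 for Toll-like receptors, −0.18 for the NF-κB pathway, −0.055 for the JAK-STAT pathway, −0.69 for pro-inflammatory cytokines and −0.17 for chemokines. Camera placed the JAK-STAT list and the chemokines above the other genes there, and the smallest adjusted p among these 5 lists was 0.527.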

RT-PCR quantification showed that the expression of inflammatory cytokines in tumor loading colons was suppressed with RG@M-γ-CD treatment, confirming the remission of colon inflammation. It should be emphasized that M-γ-CD treatment also significantly reduced the expression level of inflammatory cytokines, suggesting that M-γ-CD could be applied as a drug carrier with anti-inflammatory property (Fig. 6e). Furthermore, genes associated with immune cell differentiation, including *Ager*, *Cxcl1*, *CD59*, *Arg1*, *Il4*, *Mmp8*, *Ym2*, and *Csf1* et al., were regulated after RG@M-γ-CD treatment. 

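Arg1 (probe A_51_P303160) changed by −1.07 on the log2 scale as labelled (standard error 0.74), from 1.90 ± 0.47 (SD, n = 3) in PBS to 0.83 ± 1.54 (SD, n = 3) in RG@M-γ-CD. The change of Arg1 was −0.29 without RG@M-γ-CD replicate 2 and −1.83 without RG@M-γ-CD replicate 1. Cxcl1 (A_55_P2811679) stood at 0.99 ± 0.98 in RG@M-γ-CD and 1.82 ± 0.15 in PBS (SD, n = 3 each). Its change of −0.83 (standard error 0.47) became −1.40 without RG@M-γ-CD replicate 1, with an adjusted p of 0.0402 from limma, and −0.49 without RG@M-γ-CD replicate 3, where it did not pass, as with all arrays (adjusted p = 1.00). Cd59a (A_51_P142896) was higher by 0.85 (standard error 0.62), with an SD of 1.32 over the RG@M-γ-CD arrays, and Cd59b was well above background on 1 of the 6 arrays. The change of Cd59a was 0.29 without RG@M-γ-CD replicate 3 and 1.58 without RG@M-γ-CD replicate 1. Csf1 (A_51_P195506) changed by −0.21 (standard error 0.34) and by 0.051 without RG@M-γ-CD replicate 3. Ager (A_55_P2718127) changed by −0.055 (standard error 0.18) on the brightest of its 4 probes tested and by 0.22 on their mean. Mmp8 (A_55_P2831118), well above background on 1 of 3 RG@M-γ-CD arrays and on 3 of 3 PBS arrays, changed by −0.31 (standard error 0.67), and without RG@M-γ-CD replicate 2 by 0.22. Il4 and Ym2, listed as Chil4, were not well above background on any of the 6 arrays, so changes in them were not detectable. For all 6 genes tested, the arrays of the groups overlapped and the adjusted p did not pass 0.05 as labelled. In arrays 6, 7 and 8 minus the others, Arg1 changed by −1.69, Cxcl1 by −1.07, Cd59a by 1.17, Csf1 by −0.51, Ager by −0.19 and Mmp8 by −1.11, with adjusted p between 0.297 and 0.479 from limma.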

Regulation on differentiation, represented by terms, such as, “Interleukin-4 and 13 signaling”, “Myeloid leukocyte differentiation”, and “Interferon gamma signaling”, might impact TAM polarization. 

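The list of IL-4 and IL-13 pathway genes was lower in RG@M-γ-CD as labelled, with 7 of 23 genes higher, a median log2 change of −0.27 and an adjusted p of 0.00296 from camera, and its leave-one-out medians lay between −0.32 and −0.13. It did not pass without RG@M-γ-CD replicate 2 or without PBS replicate 1. The list of myeloid differentiation genes had 12 of 25 genes higher and a median of −0.055 (adjusted p = 0.780). Interferon response genes were lower, with 1 of 44 genes higher and a median of −0.46 (adjusted p = 9.2e-15), and the Reactome set Interferon gamma signaling had 15 of 84 genes higher and a median of −0.16 (adjusted p = 1.2e-06), and did not pass without RG@M-γ-CD replicate 1. The interferon response median of single arrays, each gene taken relative to its mean over the 6 arrays, was −0.32, 0.12 and −0.34 in RG@M-γ-CD replicates 1, 2 and 3 and 0.49, −0.12 and 0.41 in PBS replicates 1, 2 and 3, so the groups overlapped. In arrays 6, 7 and 8 minus the others, the median was −0.19 for the IL-4 and IL-13 pathway, 0.062 for myeloid differentiation, 0.10 for the interferon response and 0.025 for the Reactome set Interferon gamma signaling, with adjusted p of 0.527, 0.527, 0.123 and 0.130. From the regulation of such differentiation terms, the paper proposes an impact on TAM polarization.

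**Figure D2:**
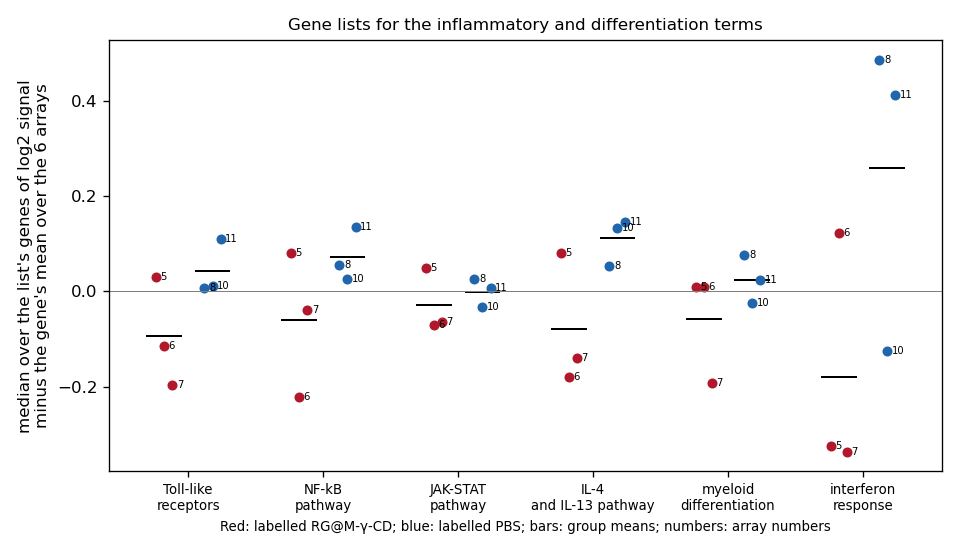
Median over each gene list of the log2 signal, each gene taken relative to its mean over the 6 arrays. Red points are arrays labelled RG@M-γ-CD, blue points those labelled PBS, numbers are array numbers and bars are group means. In the interferon response, array 6 among the RG@M-γ-CD arrays and array 10 among the PBS arrays lie at 0.12 and −0.12.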

To evaluate the TAM profile, immunofluorescence analysis was performed on colon tumor sections from different treatment groups using anti-F4/80, anti-CD206, and anti-CD80 antibodies. As shown in Fig. 6f and Supplementary Fig. 41, there was a significant decrease in M2 TAMs (F4/80^+^ CD206^+^ cells) in the colon tumors from the CNP groups (RG@γ-CD and RG@M-γ-CD) as compared to the colon tumor from control group. Meanwhile, reduced infiltration of M1 TAMs (F4/80^+^ CD80^+^ cells) was observed in RG@γ-CD and RG@M-γ-CD groups. FACS analysis also indicated that the expression of CD206 in colon lamina propria macrophages (F4/80^+^ CD11b^+^ subset) of tumor regions was significantly reduced (Supplementary Fig. 42). This illustrated that RG@γ-CD and RG@M-γ-CD CNPs regulated the TME of CAC tumor by deactivating TAMs, and the RG@M-γ-CD CNPs showed the most potent deactivation effect.

Consistently, the expression levels of M2-related tumor-supportive factors, *VEGF-B*, *PDGF-α*, and *MMP-9*, were determined to be significantly downregulated after RG@M-γ-CD treatment (Fig. 6e). Since M2-related cytokines were reported to be associated with drug resistance and connect with poor prognosis, efficient M2 deactivation of RG@M-γ-CD CNPs might have great significance in improving therapeutic response. A reduction of VEGF-B protein was also observed in tumor sections from RG@M-γ-CD group, the positive areas in extracellular depots were dramatically decreased compared with other groups (Fig. 6g). Collectively, these findings help establish the mechanism by which RG@M-γ-CD synergistically targets malignant cells and heterogeneous TAMs combating CAC.

### Therapeutic efficacy of RG@M-γ-CD in CT26 mouse model

We next evaluated the antitumor efficacy of RG@M-γ-CD CNPs in CT26 tumor model (Fig. 7a). Pharmacokinetics and biodistribution were first investigated by monitoring plasma drug concentration and quantifying drug accumulation in tissues. CT26 tumor-bearing mice were injected with RG, RG@γ-CD, and RG@M-γ-CD via I.V. injection at RG dosage of 10 μg/g. Plasma concentration profiles demonstrated that CNP nano-medicines (RG@γ-CD and RG@M-γ-CD) exhibited 2.38–3.45-fold higher AUC_0-24_ compared with RG, confirming that prolonged blood circulation and lower elimination was achieved by channel-type nano-formulation (Fig. 7b). Biodistribution analysis indicated that RG@γ-CD and RG@M-γ-CD CNPs rapidly accumulated at tumors at 2 h post injection, RG concentration in the tumor tissue was 1.8–2.7-fold higher than that of free drug. After 24 h post injection, free RG was eliminated and showed negligible tumor accumulation. In comparison, RG@γ-CD and RG@M-γ-CD CNPs still maintained a relatively higher drug concentration (1.4–2.3 μg/g) at tumor site, owing to the enhanced permeability and retention effect of CNPs. Particularly, coupled with the active CRC-targeting effect, RG@M-γ-CD CNPs exhibited the highest tumor accumulation at 24 h post injection. Deceased exposure of RG@M-γ-CD to liver and kidney was also detected, which might reduce systemic toxicity of kinase inhibitor in these tissues (Fig. 7c). The results indicated that the M-γ-CD-derived non-covalent nano-formulation effectively optimized the pharmacokinetics and biodistribution of RG. The appropriated particle size and stable channel construction of RG@M-γ-CD was favorable for systemic circulation and tumor penetration^53^. Moreover, mannose-mediated targeting strategy further potentiated tumor accumulation of RG@M-γ-CD CNPs.

**Fig. 7:**
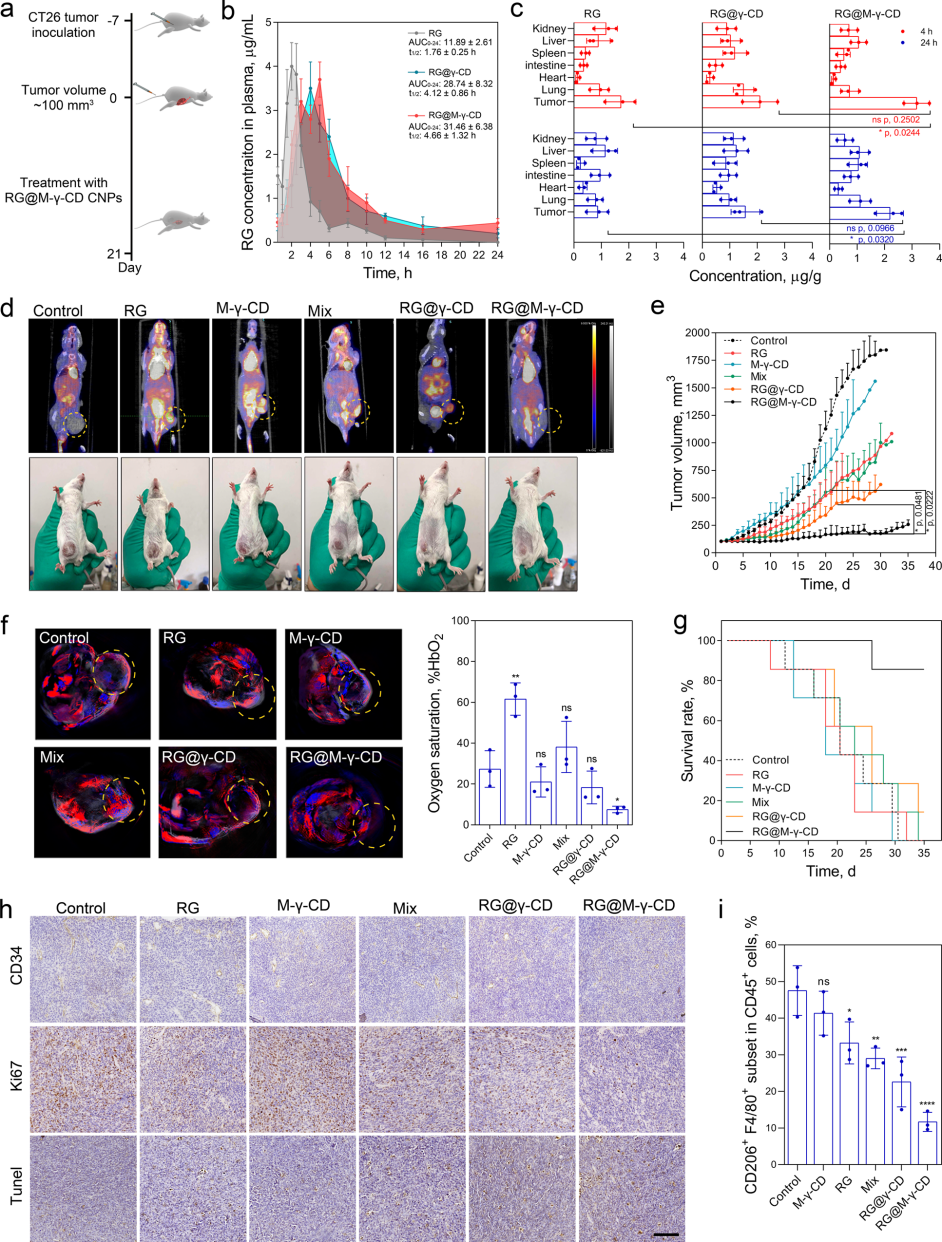
Therapeutic efficacy of RG@M-γ-CD in CT26 CRC model. **a** Schematic illustration of CT26 subcutaneous tumor model and treatment via tail intravenous injection (equivalent RG, 10 μg/g). **b** The pharmacokinetics and **c** biodistribution of RG, RG@γ-CD, and RG@M-γ-CD CNPs determined by HPLC at 4 h and 24 h post injection (equivalent RG, 10 μg/g). *N* = 3 biologically independent mice in each group at each time point. Data were presented as means ± SD. **d** Representative PET/CT imaging results and photos of mice CT26 tumor-bearing mice in different treatment groups at 22 day of treatment. **e** The tumor volume changes of CT26 tumor-bearing mice in different treatment groups. *N* = 7 biologically independent mice in each group. Tumor growth data were presented as means ± SD. **f** Representative photoacoustic imaging of the mice in different treatment groups and the degree of blood oxygen saturation (HbO_2_) within tumors at 22 day of treatment. *N* = 3 biologically independent mice in each group. Data were presented as means ± SD. **g** Kaplan–Meier survival curves for treatment groups (*n* = 7). **h** Representative images of CD34, Ki67, and tunel staining sections of tumor tissues from different groups. Scale bar, 50 μm. Images were representative of three biologically independent mice in each group. **i** Flow cytometry analysis of TAM population (CD206^+^ F4/80^+^ subset gated on CD45^+^ cell set) in different treatment groups. *N* = 3 biologically independent mice in each group. Data were presented as means ± SD. Statistical significance for **c**, **e**, **i** was calculated using one-way ANOVA followed by Dunnett’s multiple comparison test (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, treatment group vs. control, the exact *p* values were indicated in the figure or in the Source Data file). Source data are provided as a Source Data file.

Based on the pharmacokinetic and targeting advantages, we implemented the strategy into treatment of CT26 tumor (~100 mm^3^). CT26 tumor-bearing mice were randomly divided into six groups (*n* = 7/group) and treated with PBS, RG, M-γ-CD, Mix, RG@γ-CD and RG@M-γ-CD every 2 days for 21 days. Positron emission tomography-computed tomography imaging was conducted to visualize the tumor progression (Fig. 7d and Supplementary Fig. 43). Multispectral optoacoustic tomography (MSOT) imaging technology was also implied to monitor the degree of tumor vascularization. Enlarged tumor burdens (1500–1800 mm^3^ by 21 days) and rim enhancement of vascular pattern were observed in PBS and M-γ-CD group, indicating little therapeutic effects. RG and Mix treatments had a moderate inhibition on tumor growth (750–1000 mm^3^) but failed to suppress the vascularization, and the tumor areas showed high blood oxygen saturation levels, resulting in rapid recurrence and poor prognosis (Fig. 7e,g). In comparison, treatment with RG@γ-CD and RG@M-γ-CD CNPs evidently suppressed tumor growth and vascularization (<600 mm^3^). As an optimized nanomedicine, RG@M-γ-CD CNPs achieved the most effective malignancy inhibition and the tumor volume was restricted to ~200 mm^3^.

Immunohistochemical staining was performed to investigate the inhibitory effect of RG@M-γ-CD on malignancy (Fig. 7h). TUNEL and Ki67 staining showed that RG@M-γ-CD treatment caused the highest apoptotic level and the lowest proliferating rate compared with other groups. In line with the MOST imaging, CD34 staining demonstrated that treatment with RG@M-γ-CD CNPs efficiently blocked tumor angiogenesis. To characterize the regulatory effect of RG@M-γ-CD CNPs on TAMs, FACS analysis of CD206^+^ F4/80^+^ subset gated on CD45^+^ set within tumor tissues was performed. Tumors from different groups were excised, mechanically and enzymatically processed, then analyzed by flow cytometry. Compared with control, treatment with RG, Mix, RG@γ-CD or RG@M-γ-CD significantly decreased the TAM population in tumor tissue (CD206^+^ F4/80^+^ subset gated on CD45^+^ set). Particularly, a ~5.0-fold decrease of CD206^+^ F4/80^+^ subpopulation was observed in RG@M-γ-CD group (Fig. 7i and Supplementary Fig. 44). Immunofluorescence analysis demonstrated that there was a significant decrease of infiltration of F4/80^+^ CD206^+^ cells within tumor from the mice treated with RG@M-γ-CD as compared to the tumor from the untreated mice (Supplementary Figs. 45–47). This confirmed the effect of RG@M-γ-CD CNPs in deactivating the TAMs in CT26 CRC model. Since TAM infiltration in tumor contributes to protumorigenic microenvironment and has been identified as an poor prognostic factor in a broad range of cancers^54^, potent TAM deactivation of RG@M-γ-CD CNPs has significant implication in improving therapeutic outcome.

## Discussion

Host-guest assembly offers a bottom-up approach to fabricate functional materials and systems by organizing molecular building blocks in a non-covalent fashion. The application of CD-derived host-guest chaperone complexes and assemblies has been extensively developed in cancer theranostics^30,55,56^. We previously constructed a series of host-guest artificial chaperones using CDs and tyrosine kinase inhibitors (TKIs) with the aim of improving bioavailability and antitumor efficiency. However, difficulties in manipulating the construction and morphology of CD chaperones resulted in suboptimal systemic circulation and undesirable drug leakage for in vivo use. Furthermore, lack of active targeting capacity compromised drug biodistribution. These led us to pursue innovation. Here we synthesized a mannose-modified γ-CD (M-γ-CD) as a CRC-targeting carrier. Theoretically, increasing mannose substitution on γ-CD would potentiate the targeting capacity, we found that high degree substitution could impair the complexation of γ-CD. Thus, the substitution was controlled at 1:1 to keep the balance between targeting capacity and inclusion ability. Hydrophobic RG was successfully encapsulated by M-γ-CD and the resultant chaperone complex showed an intriguing motif to assemble into CNPs. Structurally, RG@M-γ-CD CNPs were maintained and stabilized by non-covalent interactions of neighboring γ-CDs and the encapsulated RG. PXRD pattern confirmed the channel-type stacking mode of RG@M-γ-CD with P42_1_2 space group (unit cell dimensions of *a* = 23.759 Å, *c* = 23.069 Å). Functionally, RG@M-γ-CD CNPs could be regarded as a non-covalent pro-drug that exerted synergistic effects combating CRC. With tailored morphology and CRC-targeting capacity, the CNPs improved drug delivery efficiency to targeted cells and therefore amplified the suppression of TKI on malignancy. Meanwhile, the non-covalent binding would not lesion the bio-function of CD and the CNPs were confirmed to initiate anti-inflammation mechanism through targeting macrophages. In addition to alleviating inflammation, M-γ-CD-derived CNP system elevated TKI’s regulation on TAMs, manifesting enhanced efficiency in suppressing phenotypic polarization and reducing tumor-supportive factors. Such integrated regulation corroborated the superiority of host-guest system in which the functions of the whole were greater than the sum of its parts.

For in vivo application, RG@M-γ-CD CNPs inherited and developed the pharmaceutical advantages of CDs, not only improving RG’s pharmacokinetics but also showing specialities for CRC drug delivery, such as protection in gastric area, retention in colorectum, and dual targeting to CRC cells and colonic macrophages. It was noteworthy that CNP system could protect the entrapped RG from extravasation during circulation via both oral and intravenous routes, and therefore reduced drug retention in liver and kidney as compared to free drug. This property of CNPs had important significance in improving bioavailability and safety for TKIs^57,58^. In the lipophilic colonic or intracellular environment, RG@M-γ-CD CNPs were gradually dissociated, concomitant with sustained release of loaded RG. By suppressing proliferation and blocking angiogenesis, the released RG efficiently abolished the communication between aberrant stroma and malignant cells. In addition, in vivo study on CAC mouse model revealed that RG@M-γ-CD CNPs could effectively relieved inflammation in colon, which was derived from the nanocarrier M-γ-CD. Although M-γ-CD or Mix treatment attenuated manifestations relevant to DSS-induced colitis (including weight loss, DAI, colon length and hematochezia), it failed to suppress the malignancy. In most cases, anti-inflammation was not cytocidal or tumor-suppressive on its own and needed to be combined with other therapeutics that inhibited malignant processes^59^. CNP system optimized molecular targeted therapy and further integrated it with anti-inflammatory module, thereby providing superior therapeutic effects on CAC tumor.

Verifying in both CAC and CT26 mouse models, our study revealed that RG@M-γ-CD CNPs could also reverse the heterogeneous microenvironment of CRC by decreasing TAM infiltration. Although re-polarizing M2 into M1 or increasing M1 cells had therapeutic utility for some types of cancer, M1 cells played important roles in CRC-associated inflammation^19^. CAC is directly associated with chronic inflammation which initiates genomic instability and mutations in oncogenes and tumor suppressor genes, leading to tumorigenesis. Despite the pathogenesis of non-inflammatory CRC differs from that of CAC, clinical studies have indicated that non-inflammatory CRC tumors also display obvious inflammatory infiltration and increased pro-inflammatory cytokines within the localized microenvironment, which can promote accumulation of additional mutations and epigenetic changes during CRC development^49,60^. Therefore, intervention strategies for targeting the CRC-related inflammation have been being evaluated as adjuvant therapy for CRC treatment^61^.

Colonic macrophages are one of the most abundant inflammatory cells in the colon, whose polarization contributes to homeostasis, inflammation, and CRC. During CRC progression, macrophages within TME can be activated into M1 and M2 TAMs. The activated TAMs represent the extremes of a continuum spectrum of different phenotypic features, which are determined by the variation of the physiological/pathological conditions^20^. For non-inflammatory CRC progression, M1 TAMs begin to accumulate within the adenoma. Following the malignant transformation that results in cancer, M2 cells become the predominant TAMs^62^. For CAC, M1 macrophages are highly expressed in the lamina propria adjacent to neoplasm, contributing to pro-inflammatory microenvironment. Within adenomas or tumors, M2 phenotype predominates to exert the protumorigenic role^63^. Despite that the M1 cells can antagonize the growth of established tumors, they contribute to CRC-related inflammation by producing cytokines including TNF-α, IL-6, and IL-1β. These cytokines can mediate the activity of transcription factors NF-κB and STAT3, which has important roles in dysplastic lesion, neoplasia, angiogenesis and extracellular matrix synthesis during CRC progression^16,64^. Thus, strategies that were directed to dampen the recruitment and activation of TAMs would find an important place within the therapeutic arsenal against CRC.

In line with this opinion, RG@M-γ-CD CNPs exert unique deactivation mechanisms on macrophages to decrease the infiltration and diversity of TAMs, by which the nanomedicine attenuates the production of pro-inflammatory cytokines and suppresses the polarization of protumorigenic M2 within the CRC microenvironment. In combination with its suppression on malignancy, RG@M-γ-CD nanomedicine achieves customized, synergetic therapeutic effects combating CRC. Given the complicated pathogenesis of CRC, we believe that prior to treatment, the genotypic subtype should be firstly characterized for patients to determine the valid targets^65^. Since RG@M-γ-CD nanomedicine inherits the broad-spectrum of kinase inhibition of RG, RG@M-γ-CD can be used as monotherapy for the CRC patients with specific molecular and genetic targets. Moreover, considering the aforesaid role of inflammation in CRC, we believe that the anti-inflammation function of RG@M-γ-CD has practical significance for the CRC patients with clinically detectable colorectal inflammation, which is consistent with the opinion that anti-inflammatory reagents can be used as adjuvant strategy for treatment of CRC.

In summary, we here develop a host-guest strategy that enables the integration of TME reprogramming and targeting therapy for CRC treatment. By exploiting the chemical motif and biological potential of CD, we endow RG@M-γ-CD CNPs with pragmatic channel structure for drug delivery and synergetic function against CRC. Together with facile fabrication and high biocompatibility, this host-guest assembling design represents a paradigm for nanomedicine innovation, and our findings indicate a promising prospect of RG@M-γ-CD CNPs in exploration for clinical applications.

## Methods

### Synthesis of M-γ-CD

γ-CD (0.65 g, 0.50 mmol) and CDI (0.70 g, 4.30 mmol) were dissolved in DMSO (10.0 mL). The mixture was stirred at room temperature for 3 h and was then precipitated with cold diethyl ether. The obtained CDI-activated γ-CD was filtered, and stored at 4 °C for further use. Next, mannose (0.60 g, 3.30 mmol) was dissolved in 10.0 mL DMSO. The CDI-activated γ-CD in 5.0 mL DMSO and 0.3 mL triethylamine were added drop wise to the mannose solution over 2.5 h with continuous stirring, followed by reaction for 5 h. After reaction, the mixture was dialyzed in double distilled water for 24 h and freeze-dried to produce mannose-γ-CD (M-γ-CD).

### Preparation of RG@M-γ-CD NPs

Co-crystallization method was adapted to prepare the RG@M-γ-CD inclusion complex in ethyl alcohol-water mix solution. RG (0.50 g, 1.0 mmol) and M-γ-CD (1.50 g, 1.0 mmol) were dissolved in 30.0 mL alcohol solvent (70%, v/v) in a round bottom flask. The mixture solution was stirred at 75 °C with reflux until the solids dissolving completely. The solution was kept for 75 °C for 12 h with continuous stirring to allow the host-guest complexation. After the formation of RG@M-γ-CD inclusion complexes, the solution was cooled slowly to room temperature, leaving 4–6 h for nano-suspension of RG@M-γ-CD. Afterwards, the solution was ultrasonically stirred at low speed for 2–4 h, the temperature and speed were carefully controlled to allow multilevel assembly of RG@M-γ-CD and avoid flocculation. RG@M-γ-CD CNPs was collected by filtration.

### Characterization of RG@M-γ-CD

The NMR spectra including ^1^H, ^13^C, HSQC, HMBC, and NOESY were recorded on a Bruker Avance DMX-500 spectrometer (Billerica). M-γ-CD (15 mg), RG@γ-CD (18 mg), RG@M-γ-CD (20 mg), Rho@γ-CD (18 mg), and Rho@M-γ-CD (20 mg) were separately dissolved in 600 μL of DMSO-d6 and samples were examined in room temperature. The NMR spectra were analyzed with MestReNova 11.0. ESI-ToF-MS detection was conducted using AB Triple TOF 5600^plus^ MS system (AB SCIEX, Framingham) with syringe pump (flow rate, 20 L/min) in positive ion mode. Source voltage was +5.0 kV and source temperature was normal atmospheric temperature. Pressure of Gas 1 (air) and Gas 2 (air) were set to 25 psi, and the pressure of Curtain Gas (N_2_) was set to 25 psi. Declustering potential and collision energy (CE) was 60 and 10 V, respectively. Period Cycle Time was 275 ms and the scan range ranged from 200 *m/z* to 3000 *m/z*. Exact mass calibration was performed automatically before each analysis employing the Automated Calibration Delivery System. Data acquisition was performed by Peak View software 1.2.

RG, RG@γ-CD, RG@M-γ-CD (equivalent RG, 10 mg), and M-γ-CD were separately solubilized in 25 mL methanol. Then 1 mL of the prepared solutions was diluted to 25 mL with distilled water. After stand for 1 h, the solutions were added into the quartz cell for scanning. The path length of the quartz cell was 1 cm. The absorbance spectra of the samples were recorded by TU-1901 dual-beam UV-vis spectrophotometer (Jingpu) between 200 and 400 nm. X-Ray diffraction patterns for RG (5 mg), unordered M-γ-CD (10 mg), none channel-type RG@M-γ-CD (15 mg), and RG@M-γ-CD CNPs (15 mg) were separately measured on Rigaku D/Max-2550PC diffractometer using a rotating-anode Cu-target X-ray (*λ* = 1.5406 Å) generator operated at 40 kV and 250 mA. Range of scanning was from 3.0° to 40.0° (2*θ*) with an increasing step size of 0.02° and count time of 0.5–2 s. RG (2 mg), M-γ-CD (5 mg), RG@M-γ-CD CNPs (8 mg) were separately placed in aluminum pan, the TG-DSC analysis was conducted on a TA DSC Q100 differential scanning calorimeter (TA Instruments). The heating was carried out at rate of 10 °C/min under a N_2_ flow of 50 cm^3^/min, and the scanning was ranged from 30 to 380 °C.

RG@M-γ-CD-containing solutions were sampled at various time points and were diluted with water. Then the TEM samples (10 μL) were prepared by dropping diluted aqueous solutions onto 400-mesh carbon-coated copper grids with the excess solvent immediately evaporated. The morphologies of CNPs were observed using TEM 7066 system (Hitachi) operating at an accelerating voltage of 120 kV without any staining. A Veeco MultimodeV AFM (Veeco) was used to observe the 3-D morphology of CNPs. The aqueous solutions were sampled at various time points and were diluted with water. After dispersion by using ultrasonic, the solution (about 10 μL) was adsorbed onto a piece of freshly cleaved mica sheet and dried at 25 ^◦^C for 12 h before imaging. The imaging was conducted in a tapping mode with a scan rate of 0.5 Hz at room temperature. Data acquisition was performed by Veeco NanoScope 7.30. The DLS measurement was conducted on Zetasizer Nano ZS series (Malvern Instruments) at 25 ^◦^C. The measurements were carried out with scattering angle of 173^◦^, and apparent hydrodynamic diameter (D_h_) was presented as intensity. Data acquisition was performed by Zetasizer 7.0.

### High performance liquid chromatography (HPLC)

High performance liquid chromatography (HPLC) measurement of RG was performed on an HPLC system equipped with a 6200A Intelligent pump, auto-sampler, thermostat, and UV-Vis detector (Wanyi). Chromatographic separation was carried out on a Agilent ZORBAX-SB-C18 column (4.6 × 150 mm, 5 μm) maintained at 37 °C. The mobile phase consisted of acetonitrile and water (80:20, v/v) at flow rate of 0.5 mL min^−1^ over a 15 min run time. The injection volume was 40 μL, and the UV detection was selected at wavelength of 265 nm.

### Drug release

Individual 20 mg RG@M-γ-CD NPs were dispersed in PBS solutions (pH 7.0, pH 6.4, containing α-amylase or lipid) and then incubated in dark at 37 °C on a shaker plate at 250 rpm. At each time point, 200 μL of the release medium was replaced and diluted to a constant volume of 1 mL with acetonitrile. The released RG was measured by HPLC using a linear standard curve of RG (correlation coefficient > 99.9%). All measurements were carried out in triplicate.

### Cell cultures

CT26, HT29, SW480, and RKO cells were purchased from American Type Culture Collection. HUVECs were purchased from Thermo Fisher Scientific. The quality of these cells was verified by the conventional tests of cell line quality control methods (e.g., morphology, isoenzymes, and mycoplasma). CT26 cells were maintained in RPMI-1640 medium with 10% fetal bovine serum (FBS) and 2% penicillin-streptomycin. HT29 cells were maintained in McCoy’s 5a medium with 10% FBS and 2% penicillin-streptomycin. SW480 and RKO cells were maintained in Dulbecco’s modified Eagle’s medium with 10% FBS and 2% penicillin-streptomycin. HUVECs were maintained in vascular cell basal medium with 10% FBS and 2% penicillin-streptomycin. Cells were cultured and allowed to grow as a monolayer in 5% CO_2_ and 37 °C, then collected with trypsin solution (0.5% w/v in PBS). Early-passage cells were used for in vitro assays.

### Cytotoxicity evaluation

The cytotoxicities of free RG, M-γ-CD, Mix, RG@γ-CD, and RG@M-γ-CD against target cells were evaluated by MTT assay. Cells were seeded in 96-well plates with 100 μL medium (1 × 10^4^ cells/well) and incubated for 16 h for attachment. Afterwards, the cells were treated with the formulations at various concentrations. At pre-set time points, the treatments were removed and the cells were washed with PBS. Then 100 μL MTT solution (0.5 mg/mL) was added into each well and the cells were incubated in MTT solution for 4 h. Next, the MTT solution was removed and 100 μL DMSO was added to solubilize formazan crystals. The absorbance of formazan solution at 570 nm was measured with a micro-plate reader (Thermo Fisher Scientific) to determine the cell viability.

### Endothelial cell tube formation

In vitro HUVEC tube formation assay was conducted in a tumor cell environment by co-incubation and 3D Matrigel Matrix (Corning). The co-incubation was carried out in a transwell system (12-well plate). The CT26 cells were cultured on the upper insert, and the HUVEC were seeded in the plate with Matrigel Matrix (1%, w/v). Then the RPMI-1640 medium (FBS 10%) with free RG, M-γ-CD, Mix, RG@γ-CD, and RG@M-γ-CD were added, and the cells were co-incubated in 37 °C and 5% CO_2_ for 6 h. The endothelial cell tube formation was observed by fluorescence microscope (Carl Zeiss) in bright field. In addition, HUVEC were seeded with Matrigel Matrix (0.5%, w/v) in a six-well plate, then were treated as above. The treated HUVECs were washed and cultured in serum medium containing Matrigel Matrix for 2 h. Then the cells were collected and treated with RIPA lysate (Beyotime) for phosphorylation examination.

### Western blot analysis

Cells were washed and collected in PBS, lysed in RIPA buffer supplemented with 2% SDS, protease inhibitors and phosphatase inhibitors, followed by 5 min water sonication and 20,000 × *g* centrifugation for 20 min. The protein contents were analyzed using BCA protein assay kit (keygentec). Then equal amounts of protein were subjected to SDS-PAGE and transferred to PVDF membranes. Then the membranes were blocked in 5% (w/v) BSA in Tris-buffered saline with Tween-20, incubated overnight with primary antibody at 4 °C, followed by corresponding HRP-linked secondary antibody at 1:4000 dilution. Blots were exposed to autoradiographic films and scanned with Dorun scanner. The used primary antibodies and dilution rate were indicated in Supplementary Table 13.

### Quantification of inflammatory cytokines and M2-associated markers

C57BL/6 mice were treated with thioglycollate broth via intraperitoneal injection. After 4 days post treatment, PMs were surgically isolated from the treated mice. PMs were seeded into six-well plates, then were treated with free RG, M-γ-CD, Mix, RG@γ-CD, and RG@M-γ-CD for 24 h. Subsequently, the treated PMs were stimulated with LPS (10 ng/mL), IL-4 (40 ng/mL), or supernatent of tumor cells. Then the cells and culture media were collected for quantitative RT-PCR and ELISA assay, respectively. For culture media, the inflammatory cytokines (IL-6 and TNF-α) and M2-associated markers (VEGF-B and MMP-9) were quantified by mouse ELISA kit (Neo bioscience) according to the manufacturer’s instructions.

### RNA isolation and quantitative RT-PCR

Total RNA of the collected PMs was isolated with RNAiso Plus (Takara) and single-strand cDNA was synthesized by reverse transcription kit (Tyobo). Quantitative real-time PCR was performed on CFX-Touch PCR system (Bio-Rad) using SYBR Green reagent (Roche). The mRNA level for each target gene was normalized to the corresponding GAPDH level, which was obtained by 2^−ΔΔCT^ method. The primers were listed in Supplementary Table 12.

### Cell apoptosis detection

Cell apoptosis was detected by annexin V-FITC/PI double staining assay kit (keygentec). The colon tumor cells cultured in 12-well plates were treated with free RG, M-γ-CD, Mix, RG@γ-CD, and RG@M-γ-CD at 2.0 μM of equivalent RG for 6 h. Then treatments were removed and the treated cells were incubated for 8 h. Afterwards, the cells were harvested and washed with PBS buffer, then re-suspended in 500 μL of binding buffer and stained with 5 μL of annexin V-FITC and 5 μL of PI for 15 min in dark. The fluorescence intensity of annexin V-FITC was measured by NovoCyte flow cytometer (ACEA).

### Bromodeoxyuridine incorporation

The proliferation of the treated tumor cells was evaluated by BrdU incorporation assay. The colon tumor cells were seeded in 12-well plates and treated with free RG, M-γ-CD, Mix, RG@γ-CD, and RG@M-γ-CD at 2.0 μM of equivalent RG for 6 h. Then the treated cells were added with BrdU (Thermo Fisher Scientific) solution at a concentration of 10 μM for 24 h allowing the BrdU to incorporate into proliferating cells. Afterwards, the cells were fixed and incubated with anti-BrdU monoclonal detector antibody for 1 h, then the labeled cells were quantified by NovoCyte flow cytometer (ACEA).

### Animals

Balb/c mice (male, 6–8 weeks) and C57BL/6 mice (male, 6–8 weeks) were purchased from the Zhejiang Academy of Medical Sciences institution (Hangzhou, China). All mice were maintained in the SPF care facility with sterilized food pellets and distilled water under a 12 h light/dark cycle. The temperature range for the housing room was 22–26 °C (average, ~24 °C) and the humidity range was 30–50% (average, ~50%). Animal experiment procedures were conducted in accordance with the protocols approved by the Zhejiang University Institutional Animal Care and Use Committee (ZJU20190040).

### In vivo CT26 tumor model

Balb/c mice (~20 g body weight) were injected subcutaneously in the right groin region with 200 μL of cell suspension containing 2 × 10^6^ CT26 cells. After 7–10 days post injection, the tumors reached a volume of ~100 mm^3^. Then the tumor-bearing mice were randomly divided into six groups, intravenously injected with PBS, free RG (10 μg/g), M-γ-CD (20 μg/g), Mix (10 μg/g RG + 20 μg/g M-γ-CD), RG@γ-CD (27 μg/g), and RG@M-γ-CD (30 μg/g, equivalent RG of 10 μg/g), respectively. During treatment, tumor volume was measured every 2 days by using a caliper and calculated as [(tumor length) × (tumor width)^2^/2]. Body weight change and survival rates were also recorded. After 21-day treatment followed by 14-day symptom observation, the mice were sacrificed and the tumors were excised for further analysis.

### In vivo CAC mouse model

In vivo CAC mouse model was established on C57BL/6 mice according to the AOM and DSS method. Typically, the C57BL/6 mice (~20 g body weight) were intraperitoneally injected with AOM (10 μg/g, Sigma). After 7 days post injection, the mice were given with 2% (w/v) DSS in drinking water for 5 days, followed by treatment with ordinary water for 5 days. For the next 50 days, the model mice were fostered to allow the development of CAC. In the meantime, the body weight change, pathological phenomena and survival rate were recorded, the DAI was calculated to monitor the physical condition of the mice. At day 105 post-AOM injection, three mice were randomly selected and sacrificed. Their colons were excised and analyzed to confirm the establishment of tumor model. The model mice were randomly divided into six groups, orally administrated with PBS, free RG (10 μg/g), M-γ-CD (20 μg/g), Mix (10 μg/g RG + 20 μg/g M-γ-CD), RG@γ-CD (27 μg/g), and RG@M-γ-CD (30 μg/g, equivalent RG of 10 μg/g), respectively. During treatment, the changes of body weight, survival rate and DAI were recorded every 2 days. After 21-day treatment followed by 14-day symptom observation, the treated mice were sacrificed and the colons were surgically excised. After flushed with PBS, the CAC phenotypes of the colon tissues were analyzed, including colon length, tumor loading, and tumor volume. Then the colon tissues were stored in −80 °C for further analysis.

### Pharmacokinetics and biodistribution

The study of pharmacokinetics and biodistribution was performed in tumor-bearing Balb/c mice by intravenous injection. The tumor-bearing Balb/c mice received free RG, RG@γ-CD or RG@M-γ-CD at RG equivalent dose of 10 μg/g by tail vein injection. At the predetermined time points, the mice were anesthetized and orbit collected 0.3 mL blood for the quantification of plasma drug concentration. The plasma was separated from the cell fraction by centrifugation. Then the supernatant was diluted with acidified acetonitrile to constant volume and centrifugated. RG concentration in the supernatant was quantified by HPLC. Pharmacokinetic parameters, AUC_(0-24)_, C_max_ and T_1/2_, were calculated from plasma drug concentrations using a non-compartmental analysis. The tumors and main organs (heart, liver, lung, spleen, intestines and kidney) were excised and washed with PBS. Approximately 100 mg of tumors and organs were separated as samples for the assessment of biodistribution. The samples were weighed and cut into small pieces, added with acidified acetonitrile. After smashed using tissue grinder, the samples were homogenized and transferred to microtubes. The homogenates were then diluted with acidified acetonitrile to constant volume. The RG contents in tumors and organs were quantified by HPLC. All measurements were carried out in triplicate.

### In vivo imaging

The MSOT Imaging was conducted with an In Vision 256-TF small animal scanner (iThera Medical). The tumor-bearing mice were anesthetized with isoflurane (1.0–2.0%, v/v) and then were transferred to the animal holder. Ultrasound gel was applied at tumor region for signal coupling and MSOT imaging were performed around tumor region to acquire transaxial sections. Optical parametric oscillator with seven arms of a fiber bundle was used to generate ring-shaped illumination with 8.0 mm width (excitation pulse, 9 ns of duration, 680–980 nm of wavelength). Ultrasound transducers (center frequency, 5.0 MHz) at a concave array was used for ultrasound signal detection. Data collection, reconstruction, analysis, and visualization were conducted with View MSOT 4.0 (iThera Medical). The raw signals were reconstructed with the largest cross-section in the middle of tumor region using a model-based inversion algorithm. Micro-positron emission tomography/computed tomography (micro-PET/CT) imaging was conducted with a U-SPECT-II/CT scanner (MILabs) using ^18^F-FDG as indicator. Mice were kept under limosis at least 8 h, then injected intravenously with ^18^F-FDG diluted in 100 μL saline solution (37 MBq/kg). After 10 min post injection, the mice were anesthetized with isoflurane to reduce ^18^F-FDG uptake by skeletal muscles and adipose tissues. After 1 h post injection, the mice were placed in a holding device and PET/CT imaging was conducted using micro-PET/CT apparatus. PET scanning data were acquired for 15 min at normal count rate. CT scanning had the same localization as PET scanning for the correction of PET imaging. The raw data were reconstructed using a 3-D iterative algorithm, and the PET/CT images were analyzed with Xeleris 3.0.

### Ex vivo imaging

C57BL/6 mice were orally given with Rho, Rho@γ-CD, or Rho@M-γ-CD at Rho equivalent dose of 10 μg/g. At different time point post administration, the mice from treatment groups were sacrificed and the main tissues (heart, stomach, lung, spleen, kidney, colon and liver) were surgically isolated. Then the tissues were washed with PBS and placed on a clean dish. Fluorescence intensities were measured by IVIS Lumina XRMS in vivo imaging system (PerkinElmer). Data acquisition was performed by Living Image 4.5.

### Histology and immunohistochemistry

The tissues harvested from treatment groups were fixed in 4% paraformaldehyde neutral buffer and embedded in paraffin. Then the paraffin-embedded tissues were cut into slices (thickness, 6 μm) for H&E staining. For immunohistochemical studies, tumor tissues were harvested and fixed, then embedded in paraffin and prepared into serial sections. The sections were processed for immunohistochemical examination of tumor blood vessels (CD34 staining), apoptosis (TUNEL staining) and proliferation (Ki67 staining) according to the manufacturer’s instructions. The antibodies used and dilution rate were indicated in Supplementary Table 13.

### Flow cytometry

The colons were cut into pieces, followed by EDTA incubation. Then the incubation was digested by collagenase IV (300 U/mL, Worthington) in 5% FBS PBS solution at 37 °C for 1 h. After digestion, the cell suspension was filtered to get single-cell suspension containing lamina propria cells. Single-cell suspensions were then stained with antibodies and subsequently analyzed with NovoCyte flow cytometer (ACEA). The antibodies used and dilution rate were indicated in Supplementary Table 13. Data acquisition was performed by NovoExpress 1.4. Flow cytometry analysis was performed with FlowJo 10.0.

### Gene expression analysis

Total mRNAs of colon tissues with tumors were quantified by Nano Drop ND-2000 (Thermo Fisher Scientific) and the mRNA integrity was verified using Agilent Bioanalyzer 2100 (Agilent Technologies). Sample labeling, microarray hybridization and washing procedures were carried out according to the manufacturer’s protocols. The total mRNAs were transcribed into double strand cDNAs, then the cDNA was labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto Agilent Sure Print G3 Mouse GE V2.0 microarray (8 × 60 K, Design ID:074809). After washing, the microarray was scanned with Agilent Scanner G2505C (Agilent Technologies). Data acquisition and array image analysis were performed using Feature Extraction software (version 10.7.1.1, Agilent Technologies) and Gene spring (version 13.1, Agilent Technologies) to quantify the mRNA expression levels. Differentially expressed mRNAs were then identified through fold changes and the corresponding statistical significances were calculated using unpaired two-tailed *t*-test. Fold change ≥ 2.0 with *p* value ≤ 0.05 was used as threshold set to determine the up- and down-regulations. 

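On the values normalized here, the unpaired two-tailed t-test with equal variances counted 45 genes as labelled at these thresholds, 12 higher and 33 lower in RG@M-γ-CD, and 28 genes, 9 higher and 19 lower, at a fold change above 1.5 with p below 0.01. Among genes at an unadjusted limma p below 0.01 with all arrays of one group above all of the other, the largest fitted falls were those of Reg3b, Prss2, Reg3g, Sprr2h and Lrg1. Reg3b (probe A_51_P169671) fell by 5.05 on the log2 scale (standard error 1.37), and its 3 RG@M-γ-CD arrays had an SD of 2.89. Reg3g (A_51_P354126) fell by 3.46 (standard error 0.54), Sprr2h (A_66_P138462) fell by 2.38 (standard error 0.41) and Lrg1 (A_51_P346938) fell by 2.22 (standard error 0.59). Prss2 (A_51_P418901), not well above background on any RG@M-γ-CD array, was at least 3.43-fold lower there. It stood at −3.05, −0.28 and −4.34 on PBS replicates 1, 2 and 3, so this bound leans on PBS replicate 2. The largest fitted rises included those of Hand2os1 (A_55_P1984961), by 1.93 (standard error 0.41), ENSMUST00000200235 (A_51_P483576), by 1.58 (standard error 0.40), Gas1 (A_55_P2805510), by 1.46 (standard error 0.36), and Sfrp5 (A_55_P2020203), by 1.42 (standard error 0.38). 1700030C10Rik (A_55_P2046605), not well above background on any PBS array, was at least 2.24-fold higher in RG@M-γ-CD. The ranks of Prss2 and 1700030C10Rik rest on values at background, and by its bound each would come after the other 4 genes of its direction. All 10 genes kept their direction with each array left out in turn, and 0 of the 10 passed an adjusted p of 0.05 in limma.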

Afterwards, GO analysis and KEGG analysis were applied to analyze the roles of differential expression. Finally, Hierarchical Clustering was performed to display the distinguishable mRNA expression patterns.

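Clustering of the 6 arrays on all tested genes (distance 1 minus Pearson's r across genes, average linkage) set RG@M-γ-CD replicate 2, array 6, apart from the other 5 arrays. The same split appeared after quantile normalization, after another background correction and in the authors' value table. Across genes, which are not independent replicates, r between arrays ranged from 0.941 for RG@M-γ-CD replicates 1 and 2 to 0.992 for PBS replicates 2 and 3. The mean distance was 0.0254 within the labelled groups and 0.0232 between them. With the arrays grouped as in Supplementary Fig. 40, it was 0.0184 within and 0.0279 between the groups. The clustering is descriptive and was not tested.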

### Statistical analysis

Data are presented as mean values ± SD (standard deviation), calculated using GraphPad Prism 8 version 8.4.2. *p* value < 0.05 was considered the threshold for statistical significance. *p* value significance intervals (*) are provided within each figure legend. Unpaired two-tailed *t*-test statistical test is performed for the comparison of two groups and one-way (or two-way) ANOVA followed by multiple comparison test is performed for the comparison of multiple groups. N values are indicated within figure legends and refer to biological replicates. Derived statistics correspond to analysis of averaged values across biological replicates.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The mRNA microarray data generated in this study have been deposited in the NCBI database under accession code GSE157993. The source data underlying Figs. 2–7 and Supplementary Figs. 17, 18, 31–46 are provided as a Source Data file. Exact *p* values are also included within the Source Data file. The remaining data are available within the Article, Supplementary Information or available from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cyclodextrin-based host-guest complexes loaded with regorafenib for colorectal cancer treatment
**Source:** Nat Commun. 2021 Feb 3;12:759. doi: 10.1038/s41467-021-21071-0
**Supplement:** Supplementary file 1 — Supplementary Information

# **Cyclodextrin-based host-guest complexes loaded with regorafenib for colorectal cancer treatment**

## ***Supplementary Information***

Hongzhen Bai<sup>1</sup>, Jianwei Wang<sup>1</sup>, Chi Uyen Phan<sup>1</sup>, Qi Chen<sup>1</sup>, Xiurong Hu<sup>1</sup>, Guoqiang Shao<sup>2</sup>, Jun Zhou<sup>1</sup>, Lihua Lai<sup>3\*</sup>, Guping Tang<sup>1\*</sup>

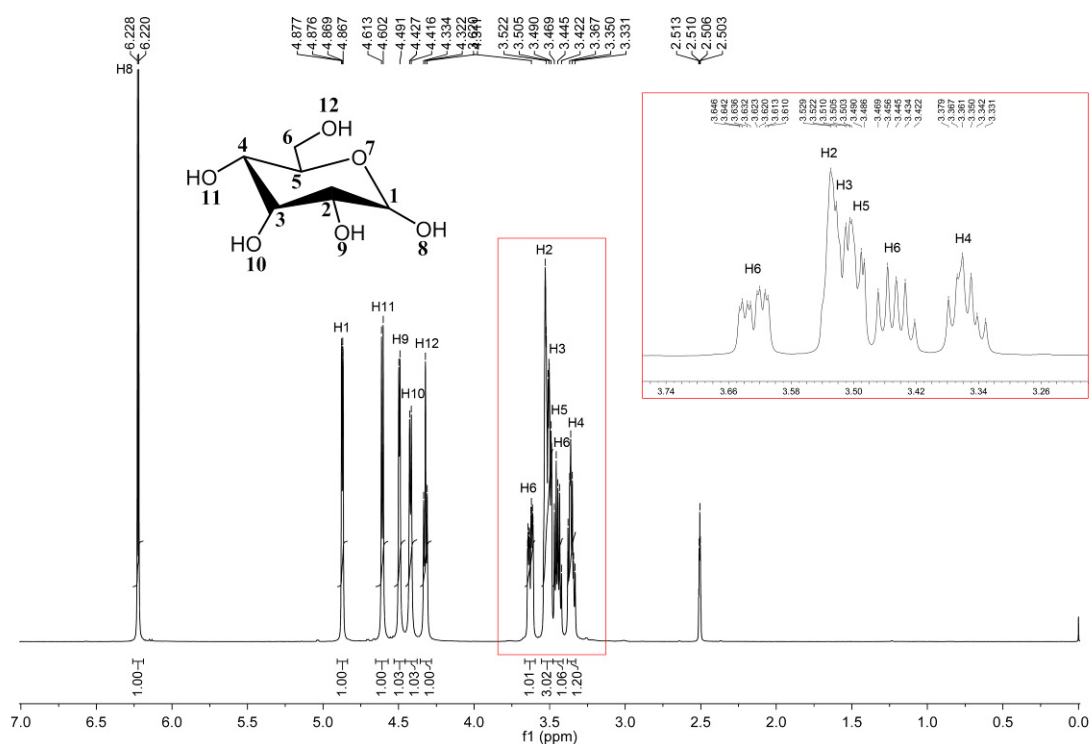

**Supplementary Figure 1.** <sup>1</sup>H NMR spectrum of Mannose (500 MHz, DMSO-D<sub>6</sub>, room temperature). The NMR assay was conducted for the used compounds using DMSO-D<sub>6</sub> as solvent.

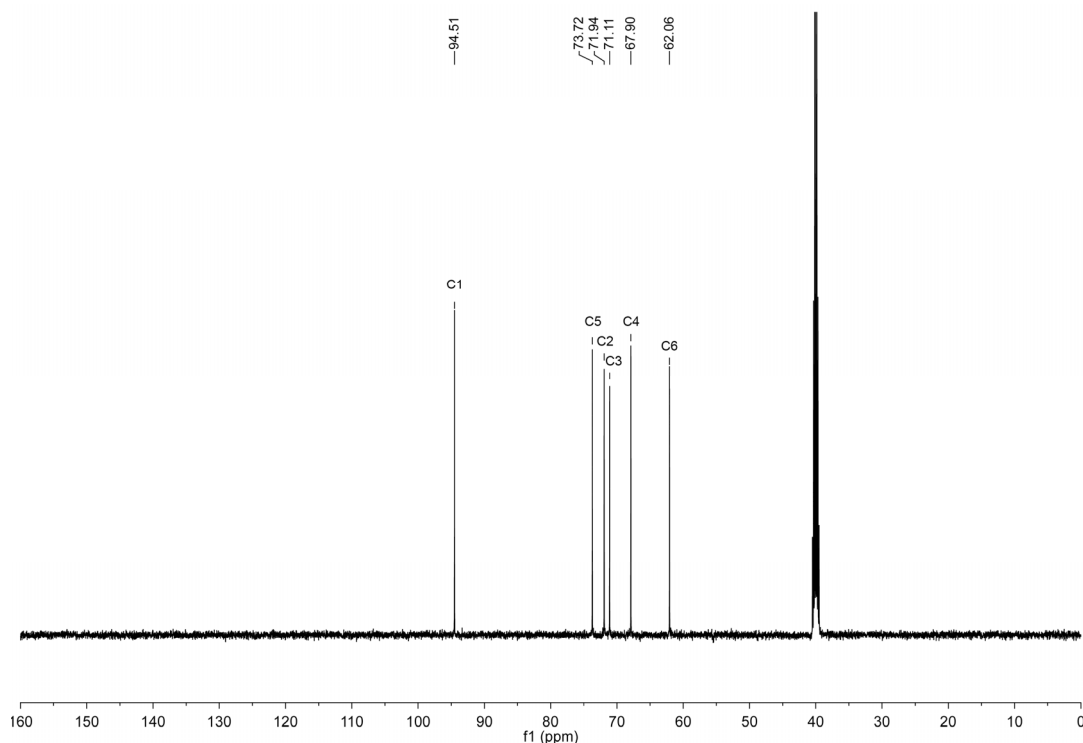

**Supplementary Figure 2.** <sup>13</sup>C NMR spectrum of Mannose (500 MHz, DMSO-D<sub>6</sub>, room temperature).

<sup>1</sup>H NMR (500 MHz, DMSO-D<sub>6</sub>) δ 6.224 (d, *J* = 4.4 Hz, 1H), 4.872 (dd, *J* = 4.3 Hz,

0.8 Hz, 1H), 4.607 (d,  $J = 5.5$  Hz, 1H), 4.495 (d,  $J = 4.1$  Hz, 1H), 4.421 (d,  $J = 5.7$  Hz, 1H), 4.316 (d,  $J = 5.7$  Hz, 1H), 3.628 (ddd,  $J = 11.1$  Hz, 5.1 Hz, 1.7 Hz, 1H), 3.526 (d,  $J = 3.6$  Hz, 1H), 3.517 (dd,  $J = 9.3$  Hz, 3.1 Hz, 1H), 3.510-3.486 (m, 1H), 3.456-3.422 (m, 1H), 3.355 (td,  $J = 9.1$  Hz, 5.5 Hz, 1H).  $^{13}\text{C}$  NMR (126 MHz, DMSO- $\text{D}_6$ )  $\delta$  94.51, 73.72, 71.94, 71.12, 67.90, 62.06.

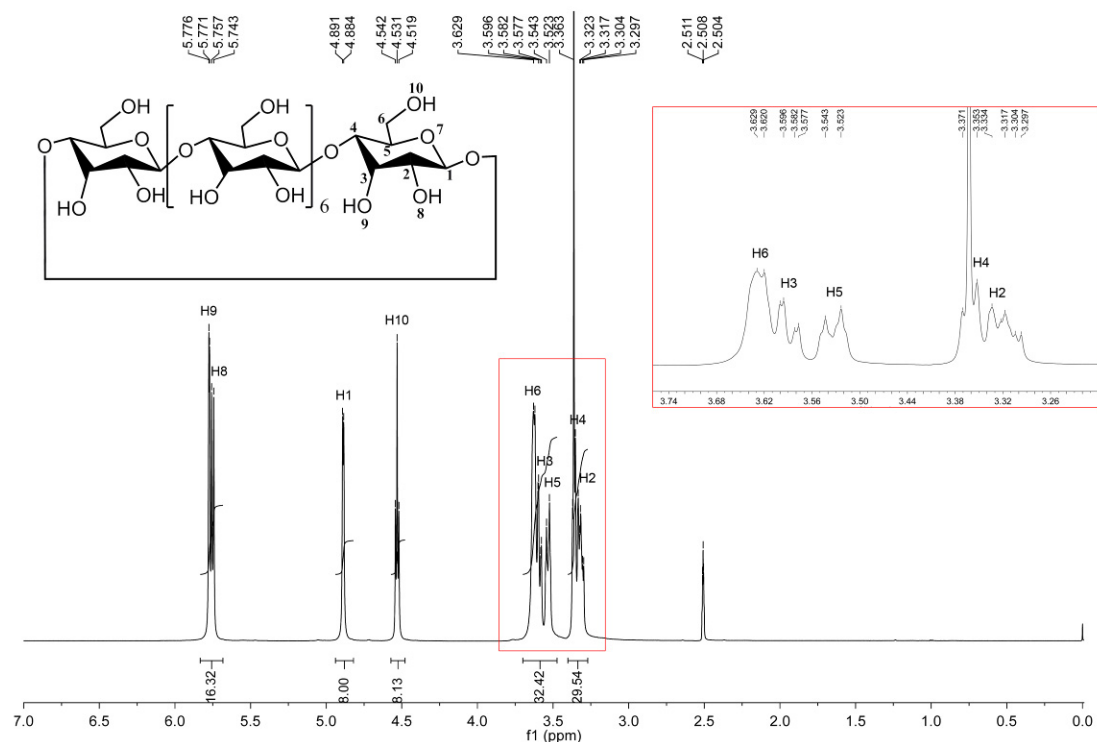

**Supplementary Figure 3.**  $^1\text{H}$  NMR spectrum of  $\gamma$ -CD (500 MHz, DMSO- $\text{D}_6$ , room temperature).

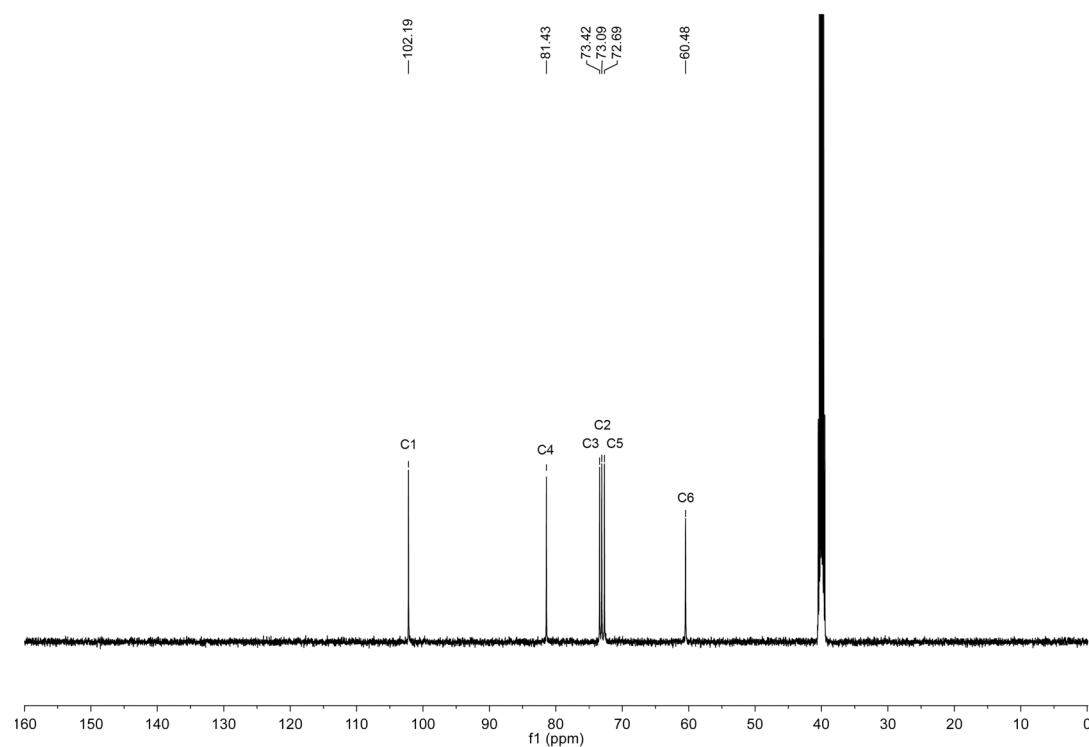

**Supplementary Figure 4.**  $^{13}\text{C}$  NMR spectrum of  $\gamma$ -CD (500 MHz, DMSO- $\text{D}_6$ , room temperature).

$^1\text{H}$  NMR (500 MHz, DMSO- $\text{D}_6$ )  $\delta$  5.773 (d,  $J = 2.5$  Hz, 1H), 5.750 (d,  $J = 7.0$  Hz,

1H), 4.888 (d,  $J = 3.5$  Hz, 1H), 4.531 (t,  $J = 5.6$  Hz, 1H), 3.625 (d,  $J = 4.6$  Hz, 2H), 3.589 (dd,  $J = 9.3$  Hz, 2.2 Hz, 1H), 3.533 (d,  $J = 9.8$  Hz, 1H), 3.371-3.353 (m, 1H), 3.334-3.297 (m, 1H).  $^{13}\text{C}$  NMR (126 MHz, DMSO- $\text{D}_6$ )  $\delta$  102.19, 81.43, 73.42, 73.09, 72.69, 60.48.

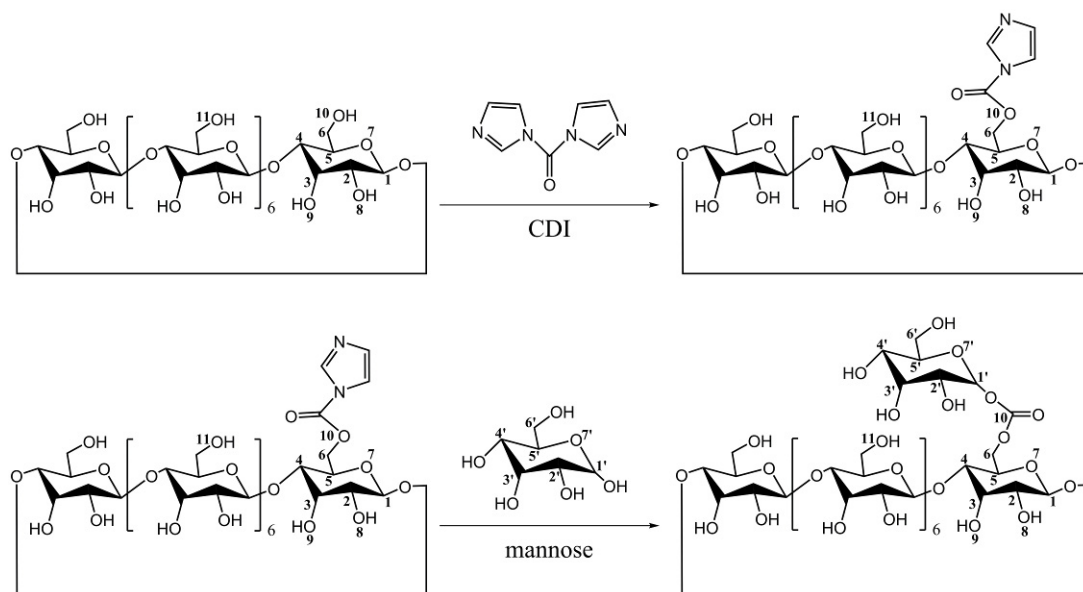

**Supplementary Figure 5.** Schematic diagram of synthetic route of M- $\gamma$ -CD.

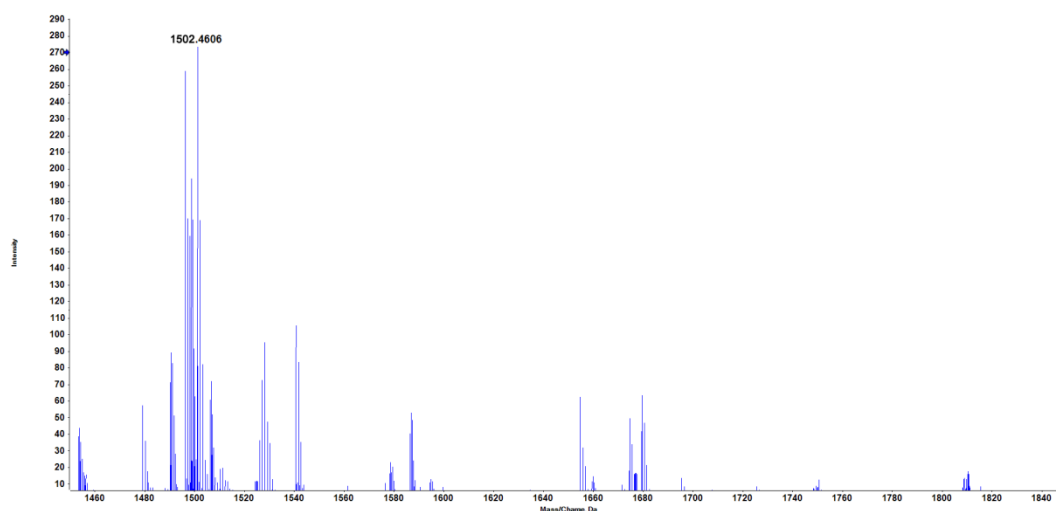

**Supplementary Figure 6.** ESI-TOF-MS spectrum of M- $\gamma$ -CD.

ESI-ToF-MS: calculated for M- $\gamma$ -CD requires  $m/z$  1502.4623. M- $\gamma$ -CD,  $C_{55}H_{90}O_{47}$ :  
 $12.0000 \times 55 + 1.0078 \times 90 + 15.9949 \times 47 = 1502.4623$ , found  $m/z$  1502.4606.

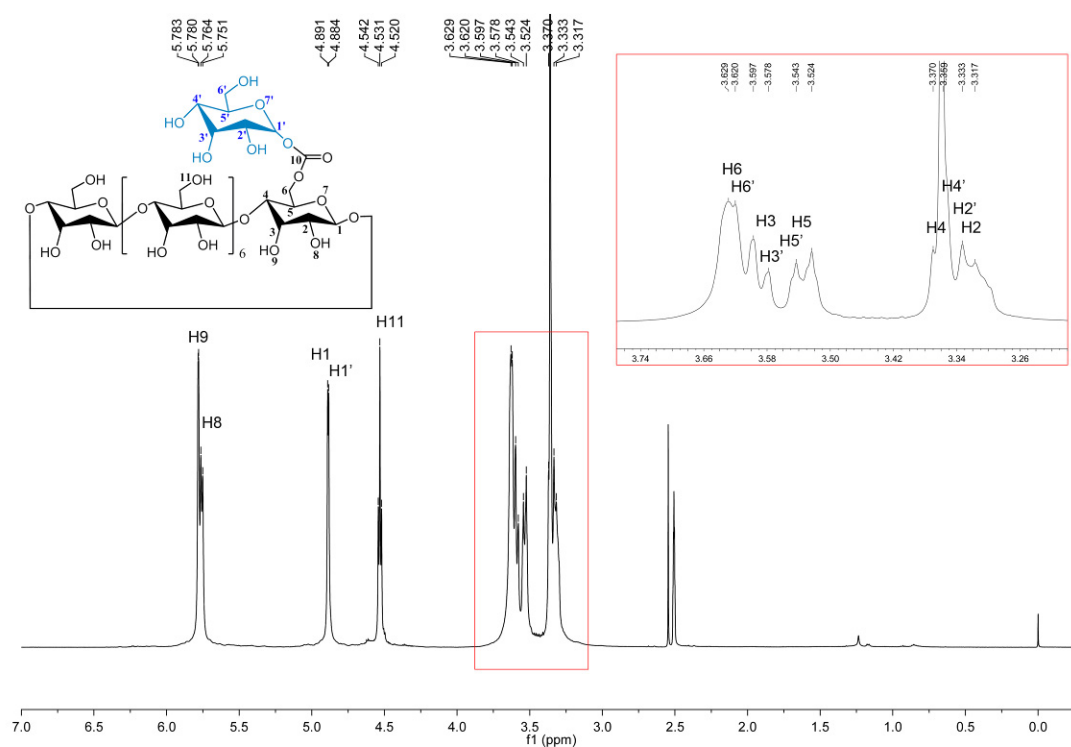

**Supplementary Figure 7.**  $^1\text{H}$  NMR spectrum of M- $\gamma$ -CD (500 MHz, DMSO- $\text{D}_6$ , room temperature).

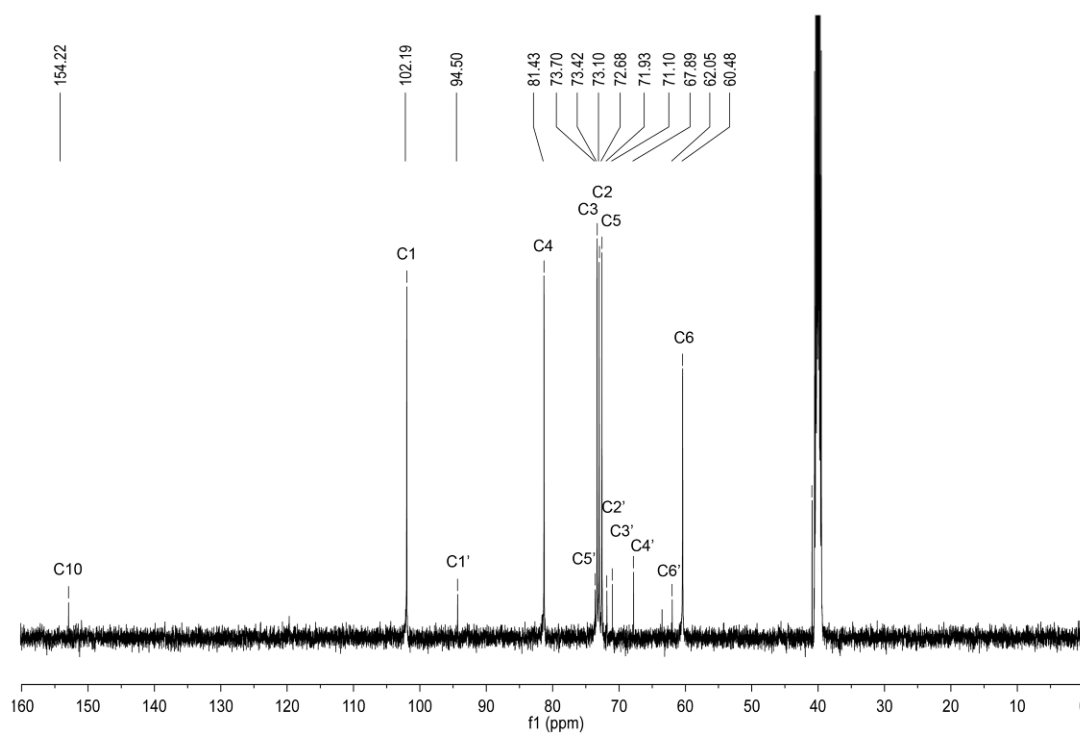

**Supplementary Figure 8.**  $^{13}\text{C}$  NMR spectrum of M- $\gamma$ -CD (500 MHz, DMSO- $\text{D}_6$ , room temperature).

$^1\text{H}$  NMR (500 MHz, DMSO)  $\delta$  5.781 (d,  $J = 1.7$  Hz, 1H), 5.758 (d,  $J = 6.4$  Hz, 1H),

4.887 (d,  $J = 3.5$  Hz, 1H), 4.884 (s, 1H), 4.531 (t,  $J = 5.6$  Hz, 1H), 3.625 (d,  $J = 4.3$  Hz, 2H), 3.620 (s, 2H), 3.588 (d,  $J = 9.6$  Hz, 1H), 3.578 (s, 1H), 3.543 (s, 1H), 3.533 (d,  $J = 9.8$  Hz, 1H), 3.370-3.333 (m, 1H), 3.370-3.359 (m, 1H), 3.333 (s, 1H), 3.325 (d,  $J = 8.1$  Hz, 1H).  $^{13}\text{C}$  NMR (126 MHz, DMSO)  $\delta$  154.22, 102.19, 94.50, 81.43, 73.70, 73.42, 73.10, 72.68, 71.93, 71.10, 67.89, 62.05, 60.48.

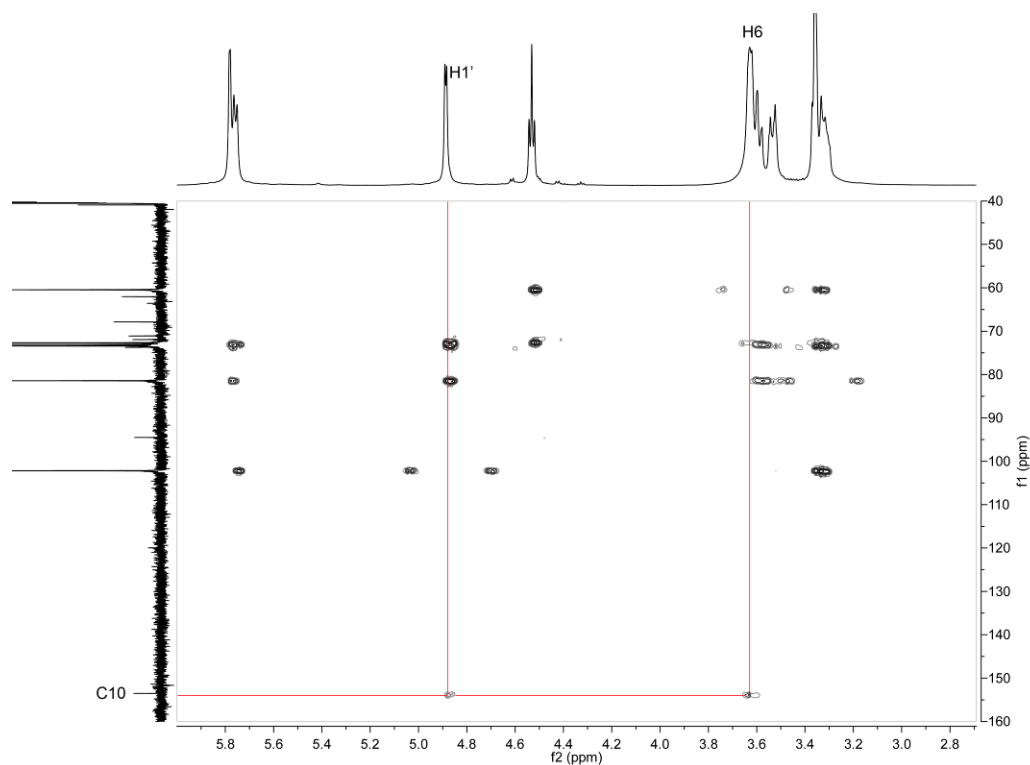

**Supplementary Figure 9.** HMBC spectrum of M- $\gamma$ -CD (500 MHz, DMSO-D<sub>6</sub>, room temperature).

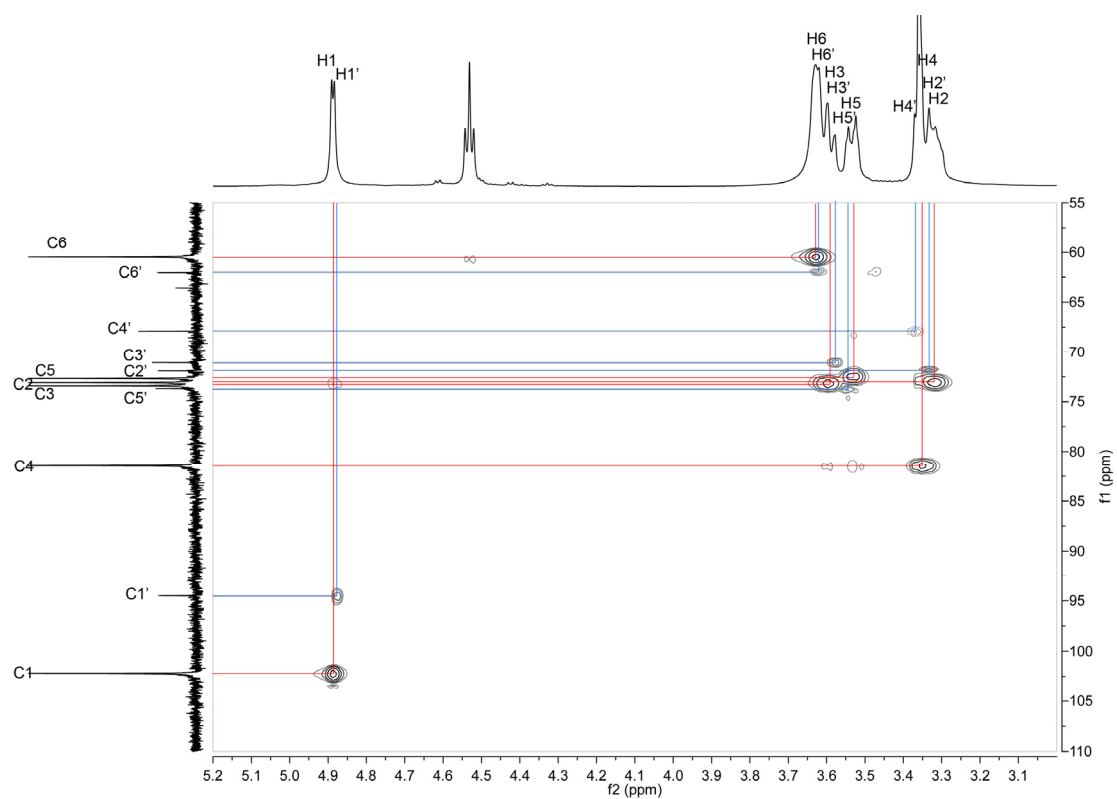

**Supplementary Figure 10.** HSQC spectrum of M- $\gamma$ -CD (500 MHz, DMSO- $\text{D}_6$ , room temperature).

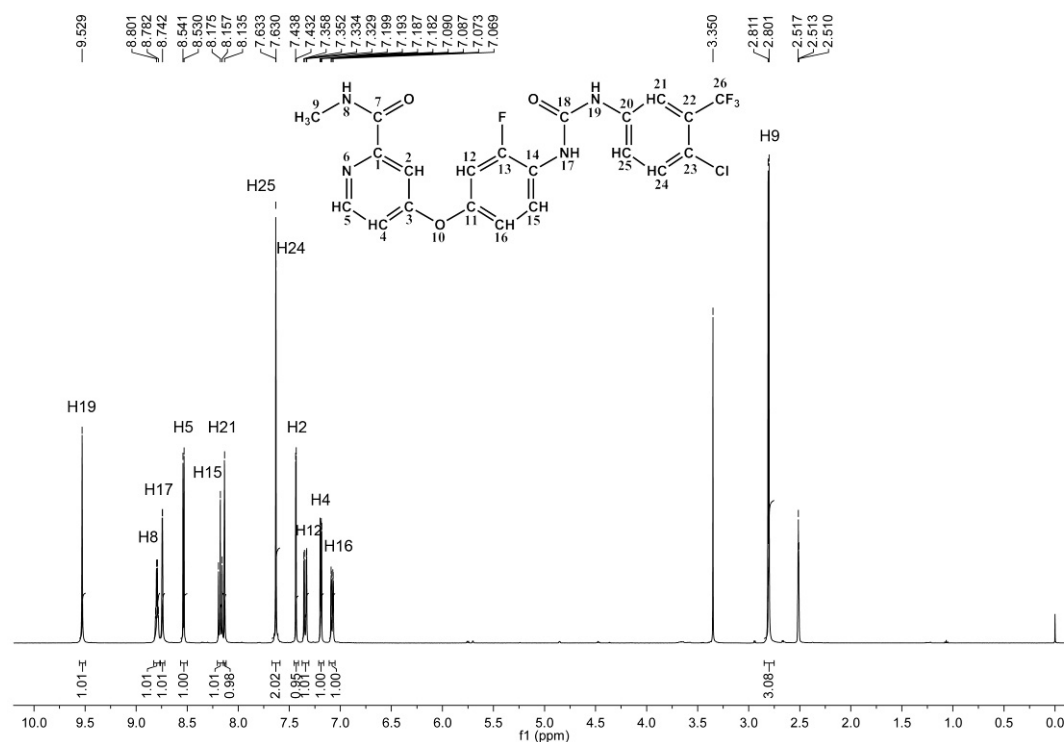

**Supplementary Figure 11.** <sup>1</sup>H NMR spectrum of RG (500 MHz, DMSO-D6, room temperature).

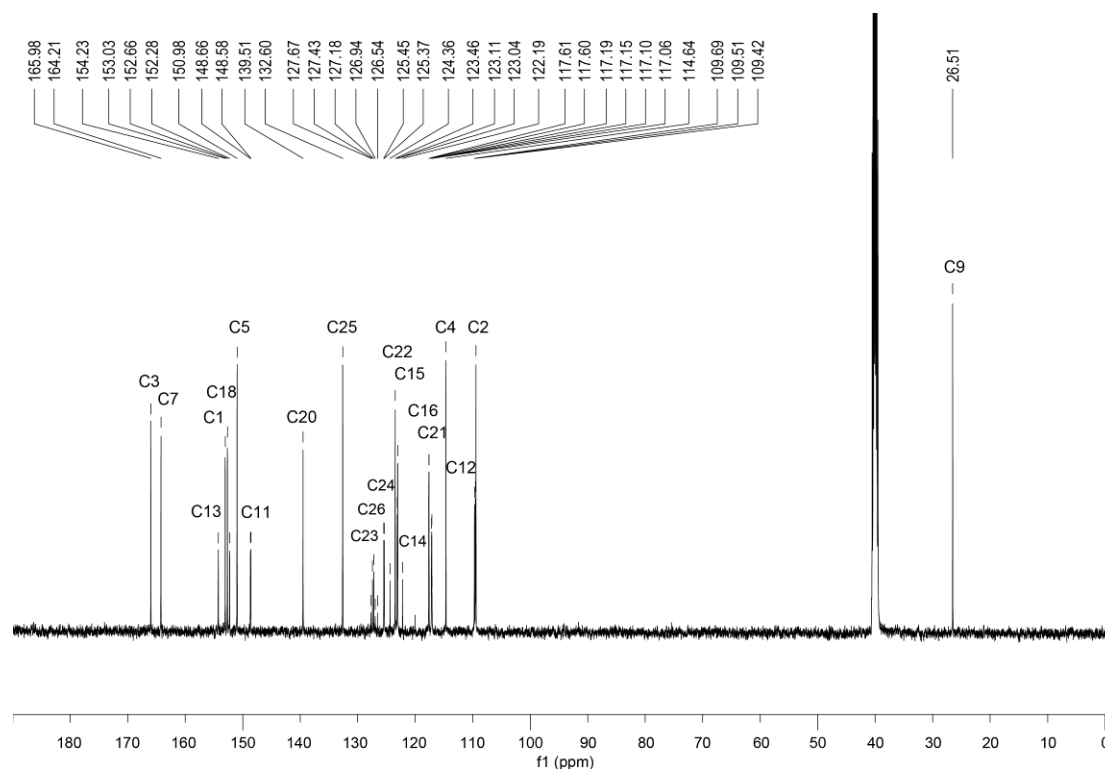

**Supplementary Figure 12.** <sup>13</sup>C NMR spectrum of RG (500 MHz, DMSO-D6, room temperature).

<sup>1</sup>H NMR (500 MHz, DMSO)  $\delta$  9.529 (s, 1H), 8.796 (q,  $J$  = 4.6 Hz, 1H), 8.743 (d,  $J$  = 1.6 Hz, 1H), 8.536 (d,  $J$  = 5.6 Hz, 1H), 8.175 (t,  $J$  = 9.1 Hz, 1H), 8.135 (s, 1H), 7.633

(s, 1H), 7.630 (s, 1H), 7.435 (d,  $J = 2.6$  Hz, 1H), 7.343 (dd,  $J = 11.6, 2.7$  Hz, 1H), 7.190 (dd,  $J = 5.6$  Hz, 2.6 Hz, 1H), 7.080 (dd,  $J = 8.9$  Hz, 1.7 Hz, 1H), 2.806 (d,  $J = 4.9$  Hz, 3H).  $^{13}\text{C}$  NMR (126 MHz, DMSO)  $\delta$  165.98, 164.21, 154.23, 153.03, 152.66-152.28, 150.98, 148.66-148.58, 139.51, 132.60, 127.66-126.93, 126.54, 125.45-125.37, 124.36-123.46, 123.11, 123.04-122.19, 117.61-117.60, 117.19-117.06, 114.64, 109.69, 109.51-109.42, 26.51.

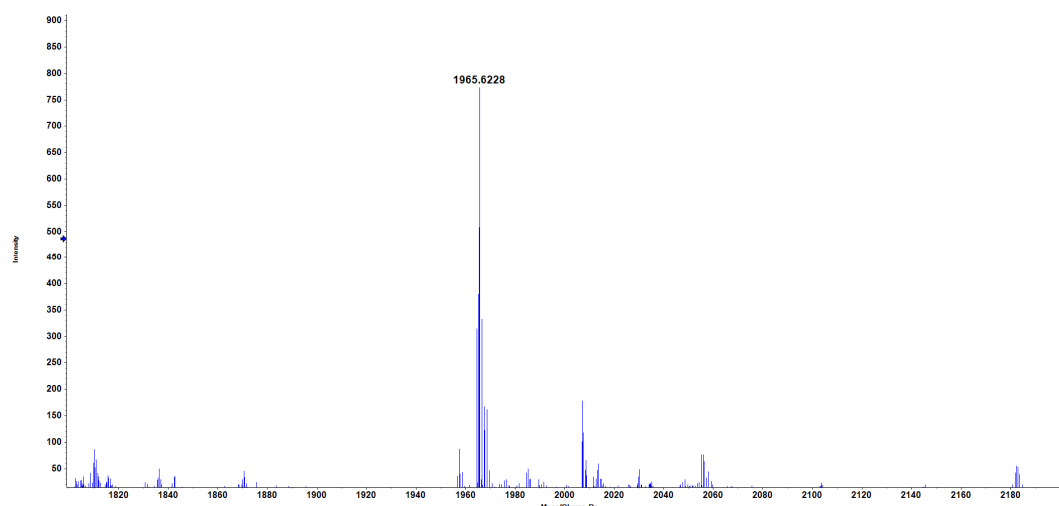

**Supplementary Figure 13.** ESI-TOF-MS spectrum of RG@M- $\gamma$ -CD. Since inclusion complexes were non-covalent molecular systems, syringe pump with flow rate of 20 L/min was applied in MS analysis to avoid damage to inclusion complexes.

ESI-ToF-MS: calculated for RG@M- $\gamma$ -CD requires  $m/z$  1984.5384. RG@M- $\gamma$ -CD,  $C_{76}H_{105}ClF_4N_4O_{50}$  [M]:  $12.0000 \times 76 + 1.0078 \times 105 + 34.9688 + 18.9984 \times 4 + 14.0030 \times 4 + 15.9949 \times 50 = 1984.5384$ . Calculated for  $[M-H_2O-H]^-$  requires  $m/z$  1965.5201, found  $m/z$  1965.6228.

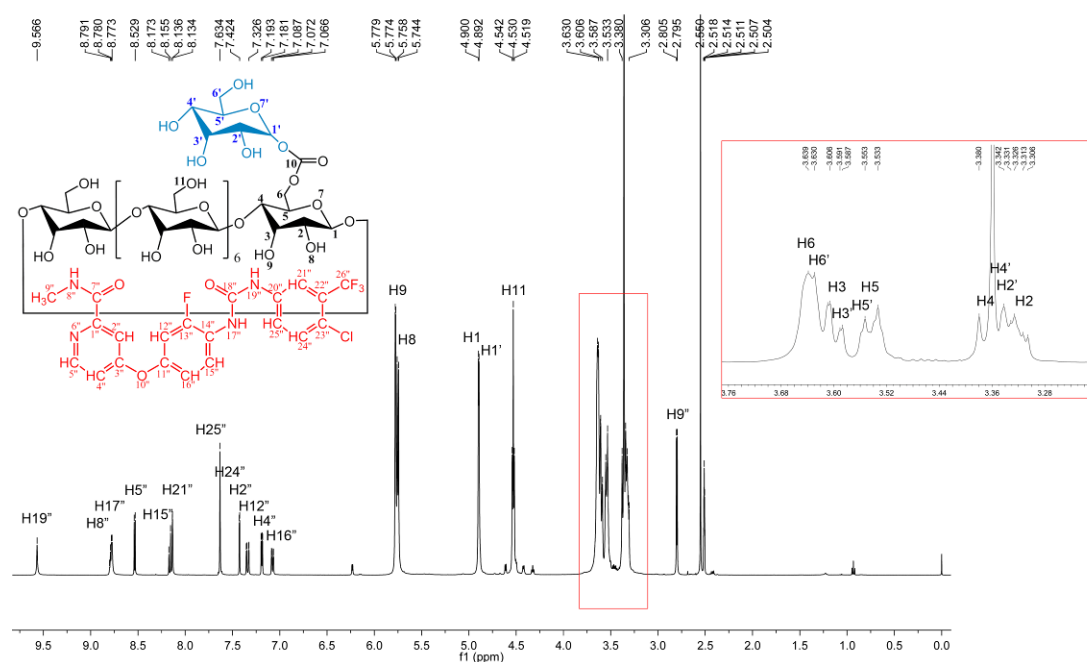

**Supplementary Figure 14.**  $^1H$  NMR spectrum of RG@M- $\gamma$ -CD (500 MHz, DMSO- $D_6$ , room temperature).

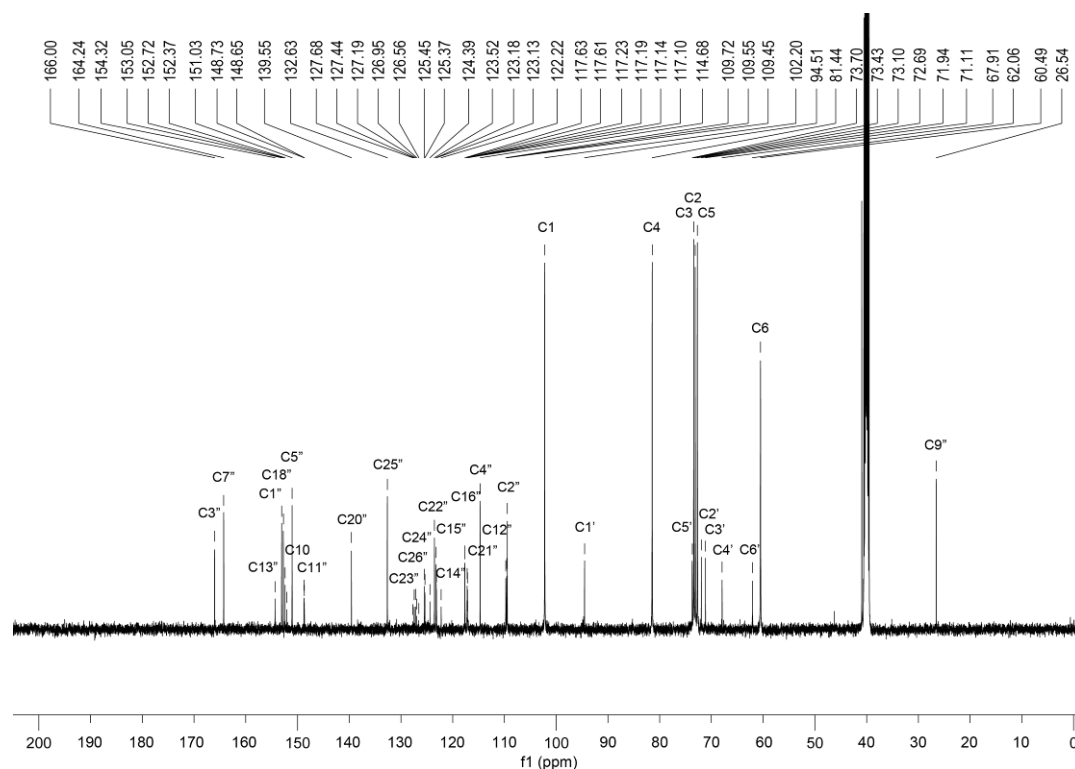

**Supplementary Figure 15.**  $^{13}\text{C}$  NMR spectrum of RG@M- $\gamma$ -CD (500 MHz, DMSO-D<sub>6</sub>, room temperature).

$^1\text{H}$  NMR (500 MHz, DMSO-D<sub>6</sub>)  $\delta$  9.566 (s), 8.795 (d,  $J$  = 4.6 Hz), 8.777 (d,  $J$  = 3.6 Hz), 8.534 (d,  $J$  = 5.6 Hz), 8.164 (d,  $J$  = 9.0 Hz), 8.135 (d,  $J$  = 1.1 Hz), 7.634 (s), 7.426 (d,  $J$  = 2.6 Hz), 7.340 (dd,  $J$  = 11.6 Hz, 2.7 Hz), 7.190 (dd,  $J$  = 5.6 Hz, 2.6 Hz), 7.089-7.066 (m), 5.776 (d,  $J$  = 2.3 Hz), 5.751 (d,  $J$  = 7.0 Hz), 4.896 (d,  $J$  = 3.6 Hz), 4.892 (s), 4.530 (t,  $J$  = 5.6 Hz), 3.634 (d,  $J$  = 4.6 Hz), 3.630 (s), 3.598 (dd,  $J$  = 9.4 Hz, 1.8 Hz), 3.589 (d,  $J$  = 1.9 Hz), 3.553 (s), 3.543 (d,  $J$  = 9.8 Hz), 3.533 (s), 3.369 (d,  $J$  = 10.3 Hz), 3.380-3.342 (m), 3.342-3.306 (m), 3.319 (dd,  $J$  = 9.6 Hz, 3.2 Hz), 2.800 (d,  $J$  = 4.8 Hz).  $^{13}\text{C}$  NMR (126 MHz, DMSO-D<sub>6</sub>)  $\delta$  166.00, 164.24, 154.32, 153.05, 152.72, 152.37, 151.03, 148.73-148.65, 139.55, 132.63, 127.68-126.95, 126.56, 125.45-125.37, 123.52, 123.18-123.13, 122.22, 117.63-117.61, 117.19-117.14, 114.68, 109.72-109.55, 109.45, 102.20, 94.51, 81.44, 73.70, 73.43, 73.10, 72.69, 71.94, 71.11, 67.91, 62.06, 60.49, 26.54.

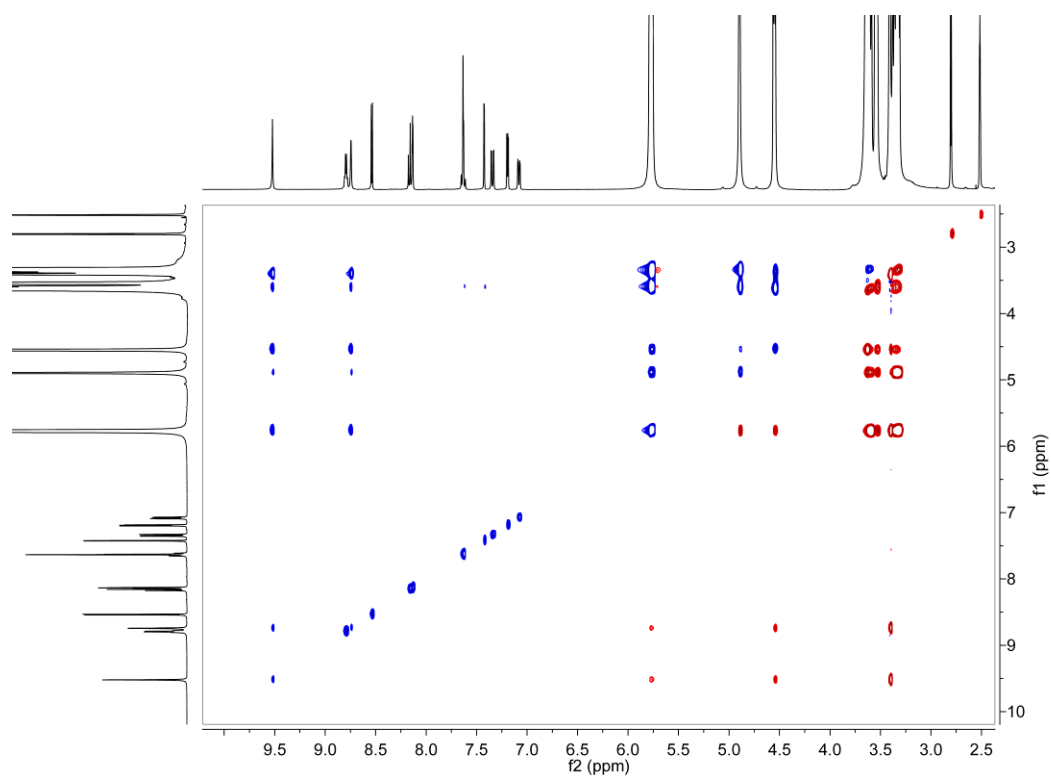

**Supplementary Figure 16.** 2D-NOESY spectrum (500 MHz, DMSO-D<sub>6</sub>, room temperature) of RG@M- $\gamma$ -CD. Supplementary Figure 16 refers to Figure 1d.

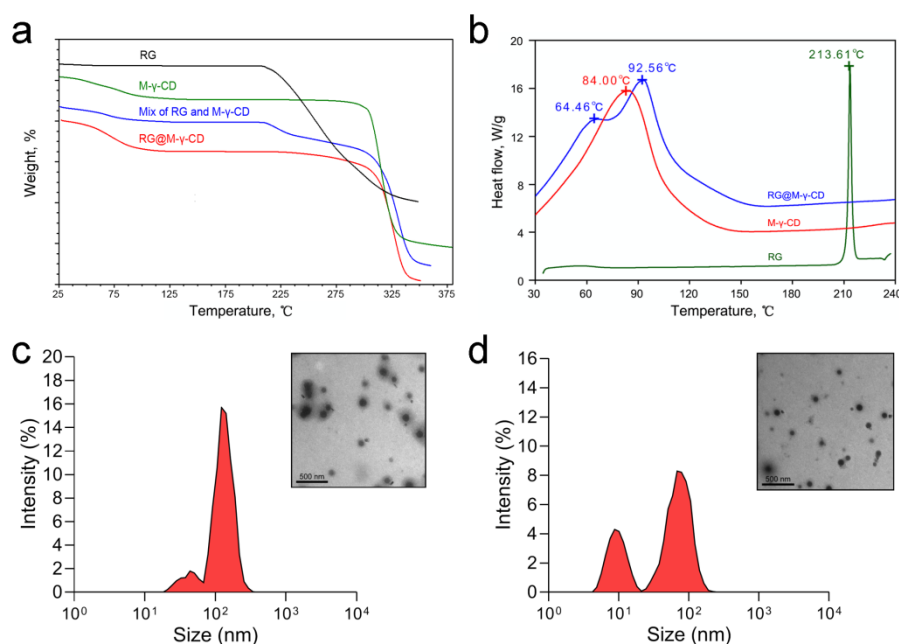

**Supplementary Figure 17.** After assembly into CNPs, RG@M- $\gamma$ -CD nano-system was characterized with XRD and TG-DSC. The stability of RG@M- $\gamma$ -CD CNPs was assessed by DLS, TEM in multiple conditions (PBS with 10% serum or simulated digestive juice). (a, b) TG and DSC analysis of RG@M- $\gamma$ -CD. (c) DLS measurement and TEM observation of RG@M- $\gamma$ -CD CNPs after 24 h of incubation in serum-contained PBS. (d) DLS measurement and TEM observation of RG@M- $\gamma$ -CD CNPs after 24 h of incubation in simulated digestive juice.

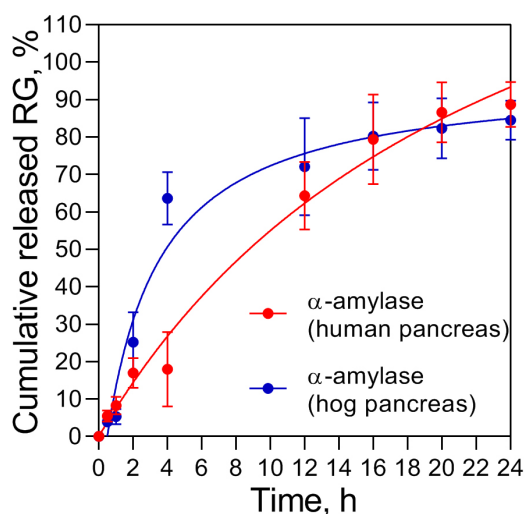

**Supplementary Figure 18.** Cumulative drug release profile of RG@M- $\gamma$ -CD CNPs in the presence of  $\alpha$ -amylase (100 U/mL). N = 3 biological replicates in each group. Data were expressed as means  $\pm$  SD. Supplementary Figure 18 refers to Figure 1k.

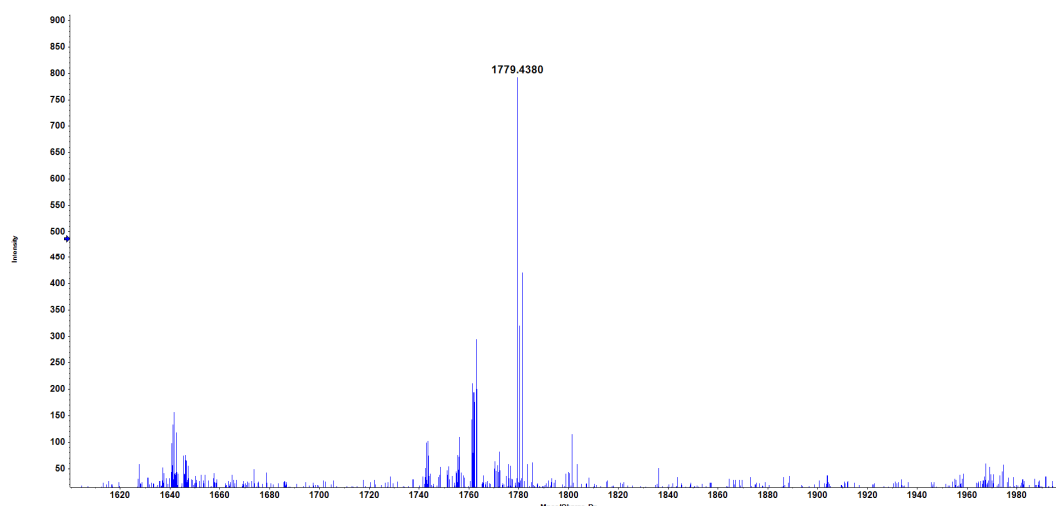

**Supplementary Figure 19.** ESI-TOF-MS spectrum of RG@ $\gamma$ -CD. In this study, other inclusion complexes and their CNPs were also prepared as controls, including RG@ $\gamma$ -CD, Rhodamine@ $\gamma$ -CD (Rho@ $\gamma$ -CD) and Rho@M- $\gamma$ -CD. Since inclusion complexes were non-covalent molecular systems, syringe pump with flow rate of 20 L/min was applied in MS analysis to avoid damage to inclusion complexes.

ESI-ToF-MS: calculated for RG@ $\gamma$ -CD requires  $m/z$  1778.4943. RG@ $\gamma$ -CD,  $C_{69}H_{95}ClF_4N_4O_{43}$  [M]:  $12.0000 \times 69 + 1.0078 \times 95 + 34.9688 + 18.9984 \times 4 + 14.0031 \times 4 + 15.9949 \times 43 = 1778.4947$ . Calculated for  $[M+H]^+$  requires  $m/z$  1779.5025, found  $m/z$  1779.4380.

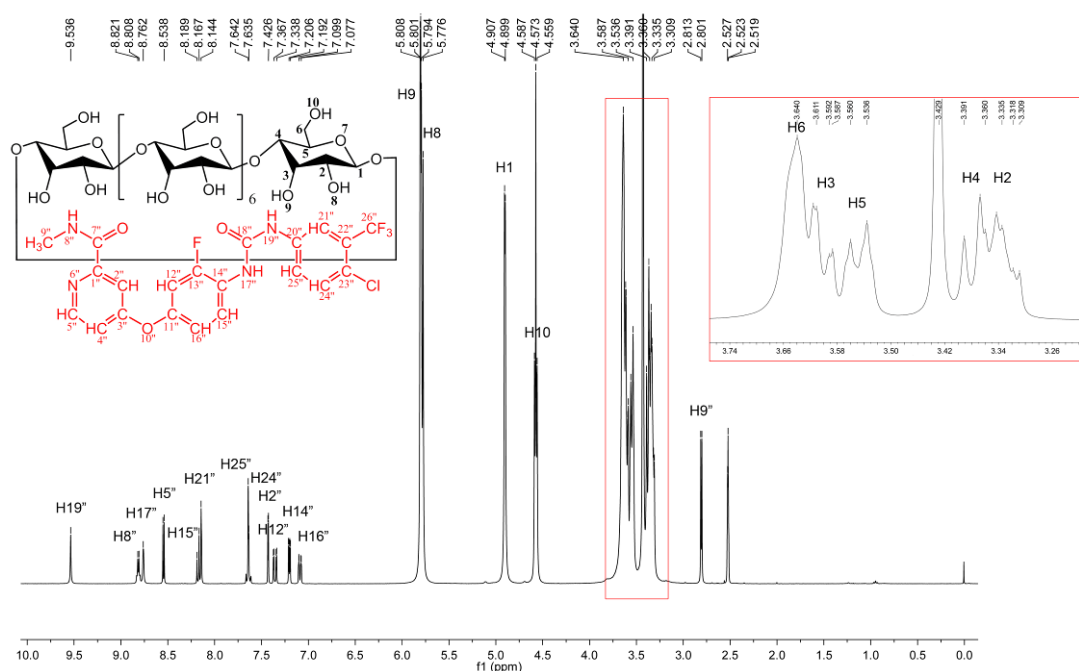

**Supplementary Figure 20.**  $^1H$  NMR spectrum of RG@ $\gamma$ -CD (500 MHz, DMSO- $D_6$ , room temperature).

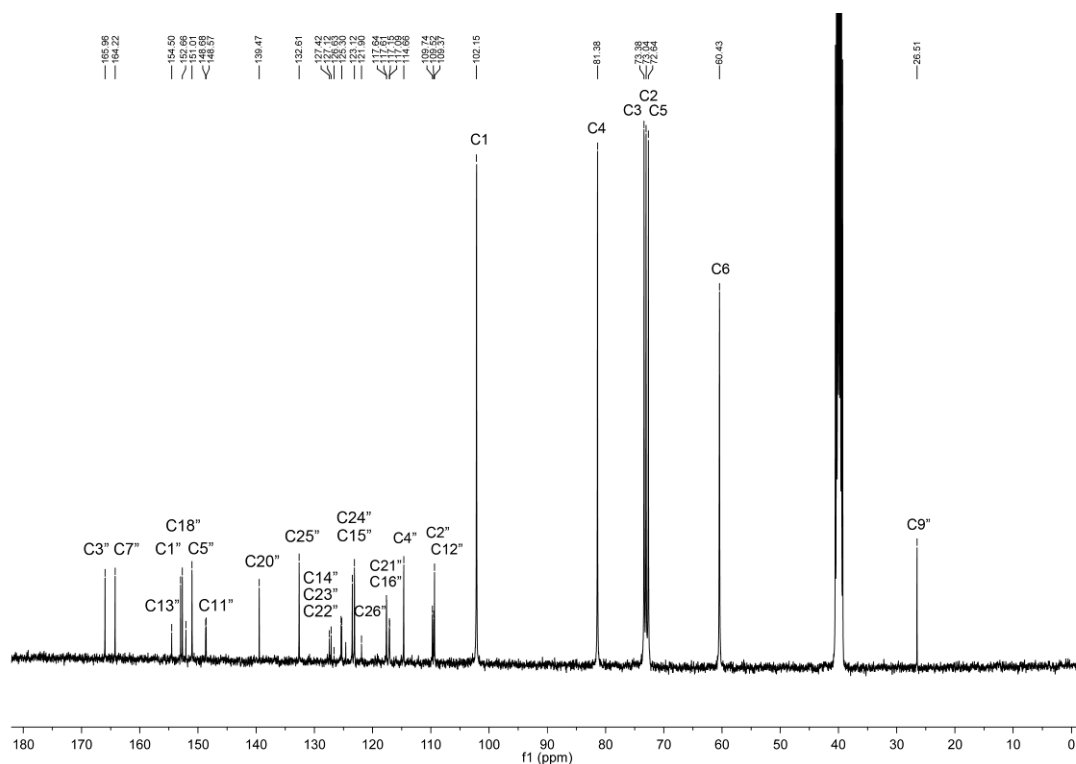

**Supplementary Figure 21.**  $^{13}\text{C}$  NMR spectrum of RG@ $\gamma$ -CD (500 MHz, DMSO- $\text{D}_6$ , room temperature).

$^1\text{H}$  NMR (500 MHz, DMSO)  $\delta$  9.536 (s), 8.814 (q,  $J = 4.6$  Hz), 8.762 (s), 8.545 (d,  $J = 5.6$  Hz), 8.178 (d,  $J = 9.1$  Hz), 8.144 (s), 7.635 (s), 7.642 (s), 7.429 (d,  $J = 2.6$  Hz), 7.356 (dd,  $J = 11.6$  Hz, 2.6 Hz), 7.202 (dd,  $J = 5.6$  Hz, 2.6 Hz), 7.090 (dd,  $J = 8.9$  Hz, 1.5 Hz), 5.805 (d,  $J = 2.4$  Hz), 5.785 (d,  $J = 7.1$  Hz), 4.903 (d,  $J = 3.4$  Hz), 4.573 (t,  $J = 5.6$  Hz), 3.640 (s), 3.611-3.587 (m), 3.548 (d,  $J = 9.8$  Hz), 3.391-3.360 (m), 3.326 (dd,  $J = 10.1$  Hz, 3.6 Hz), 2.807 (d,  $J = 4.9$  Hz).  $^{13}\text{C}$  NMR (126 MHz, DMSO)  $\delta$  165.96, 164.22, 154.50, 152.97, 152.66-152.06, 151.01, 148.68-148.57, 139.47, 132.61, 127.42-127.12, 126.63, 125.41-125.30, 123.49, 123.12, 121.90, 117.64-117.61, 117.15-117.09, 114.66, 109.74-109.37, 109.52, 102.15, 81.38, 73.38, 73.04, 72.64, 60.43, 26.51.

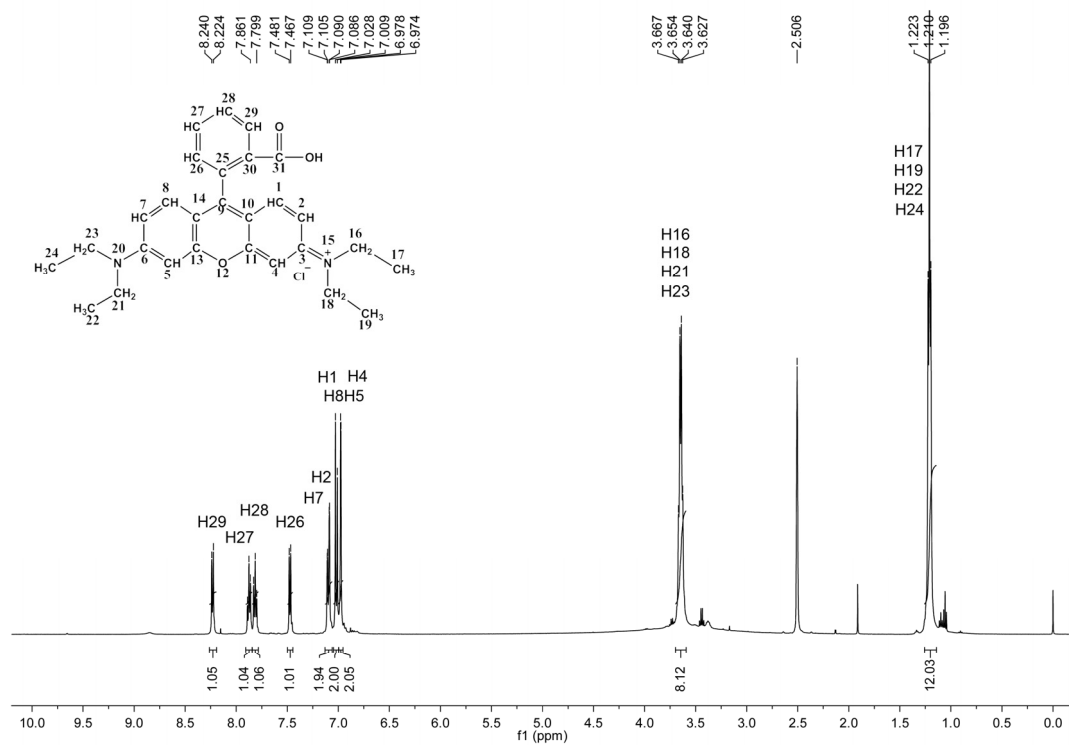

**Supplementary Figure 22.** <sup>1</sup>H NMR spectrum of Rho (500 MHz, DMSO-D<sub>6</sub>, room temperature).

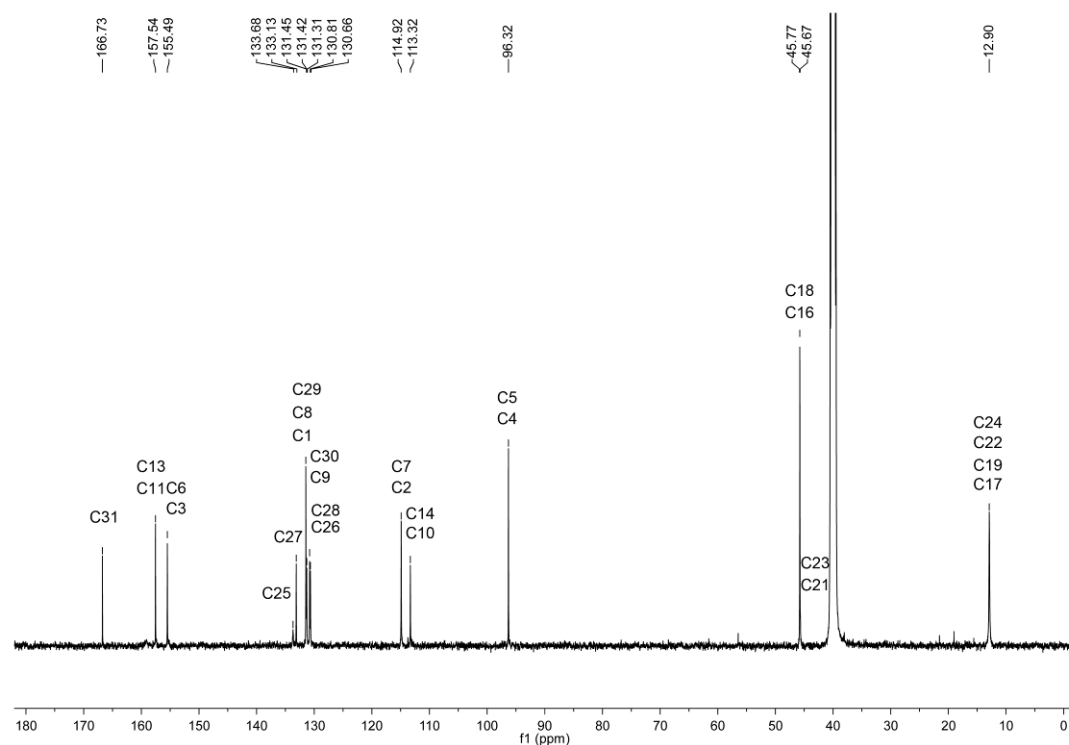

**Supplementary Figure 23.** <sup>13</sup>C NMR spectrum of Rho (500 MHz, DMSO-D<sub>6</sub>, room temperature).

<sup>1</sup>H NMR (500 MHz, DMSO)  $\delta$  8.232 (d,  $J = 7.6$  Hz, 1H), 7.875 (t,  $J = 7.2$  Hz, 1H),

7.814 (t,  $J = 7.4$  Hz, 1H), 7.474 (d,  $J = 7.3$  Hz, 1H), 7.097 (dd,  $J = 9.5$  Hz, 1.7 Hz, 2H), 7.019 (d,  $J = 9.5$  Hz, 2H), 6.976 (d,  $J = 1.8$  Hz, 2H), 3.647 (dd,  $J = 13.6$  Hz, 6.6 Hz, 8H), 1.210 (t,  $J = 6.8$  Hz, 12H).  $^{13}\text{C}$  NMR (126 MHz, DMSO)  $\delta$  166.73, 157.54, 155.49, 133.68, 133.13, 131.45, 131.42, 131.31, 130.81, 130.72, 130.66, 114.92, 113.32, 96.32, 45.77, 45.67, 12.90.

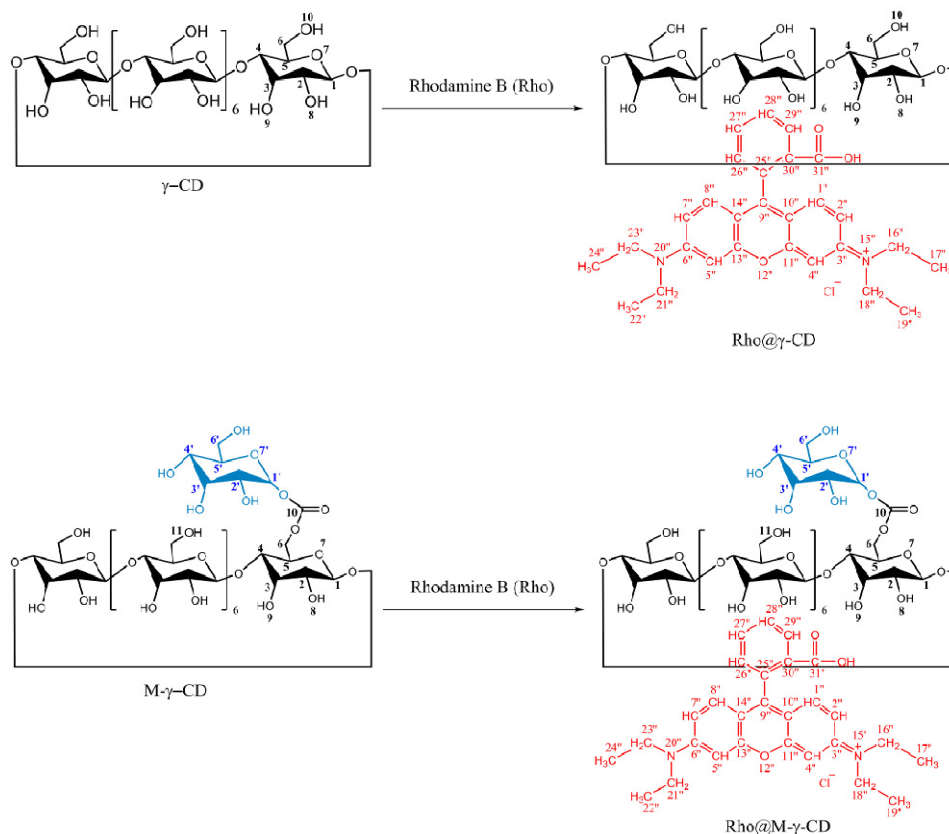

**Supplementary Figure 24.** Schematic diagram of synthetic route of Rho@ $\gamma$ -CD and Rho@M- $\gamma$ -CD.

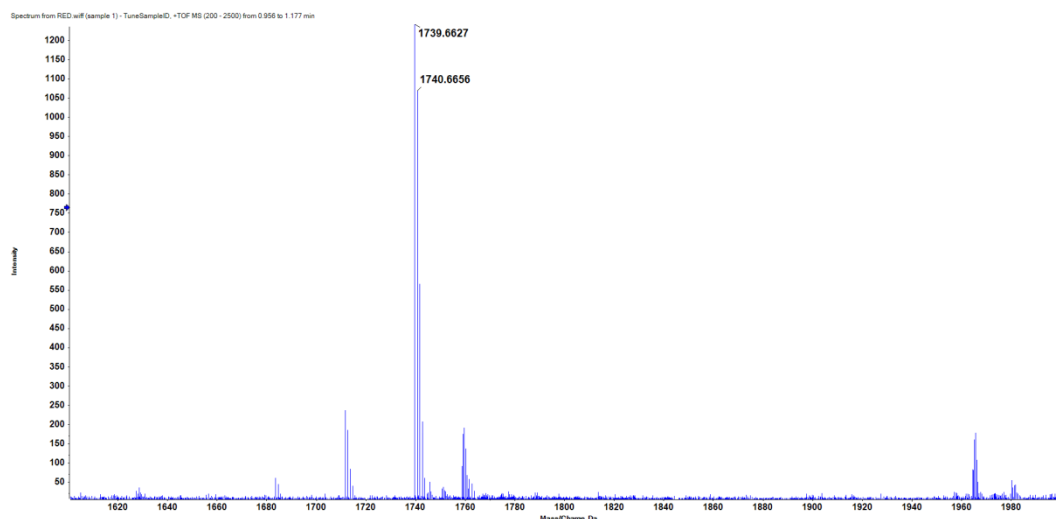

**Supplementary Figure 25.** ESI-TOF-MS spectrum of Rho@ $\gamma$ -CD. Since inclusion complexes were non-covalent molecular systems, syringe pump with flow rate of 20 L/min was applied in MS analysis to avoid damage to inclusion complexes.

ESI-ToF-MS: calculated for Rho@ $\gamma$ -CD requires  $m/z$  1775.6291. Rho@ $\gamma$ -CD,  $C_{76}H_{111}ClN_2O_{43}$  [M-Cl]:  $12.0000 \times 76 + 1.0078 \times 111 + 14.0031 \times 2 + 15.9949 \times 43 = 1740.6605$ , found  $m/z$  1740.6656.

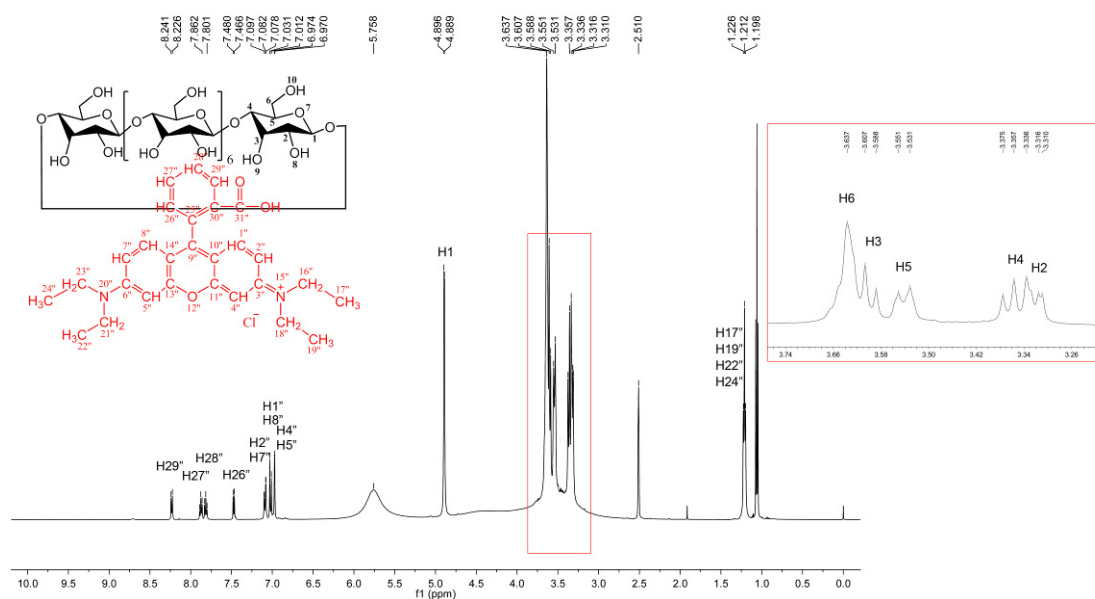

**Supplementary Figure 26.**  $^1H$  NMR spectrum of Rho@ $\gamma$ -CD (500 MHz, DMSO- $D_6$ , room temperature).

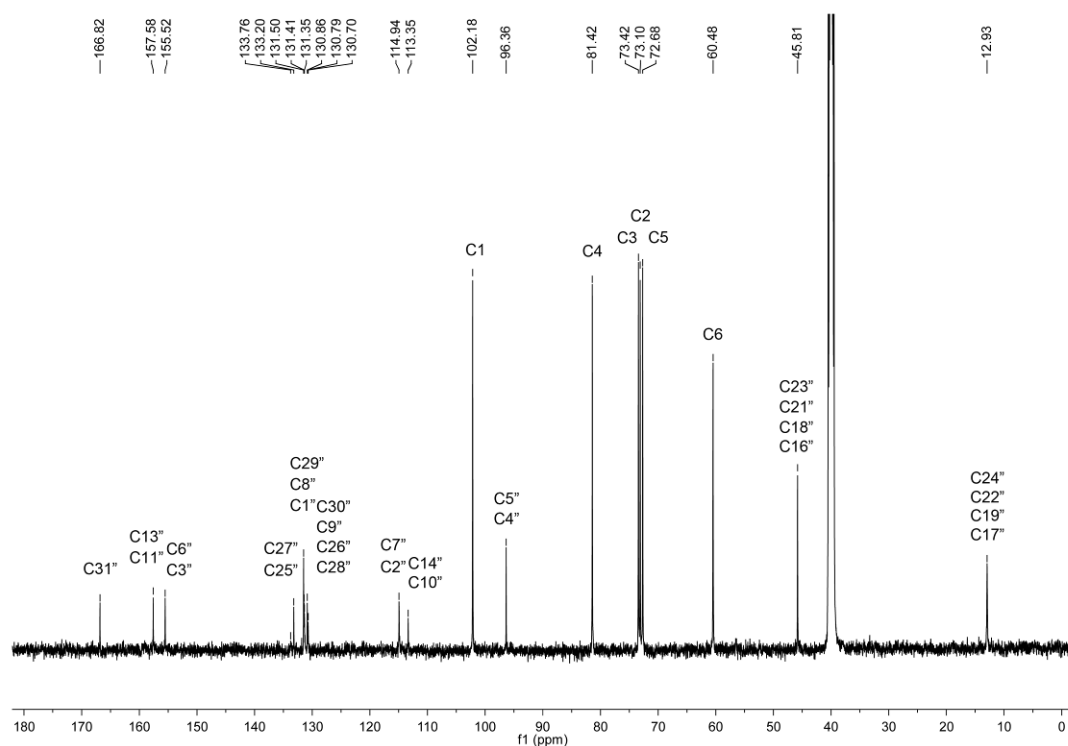

**Supplementary Figure 27.**  $^{13}\text{C}$  NMR spectrum of Rho@ $\gamma$ -CD (500 MHz, DMSO-D<sub>6</sub>, room temperature).

$^1\text{H}$  NMR (500 MHz, DMSO-D<sub>6</sub>)  $\delta$  8.234 (d,  $J = 7.6$  Hz), 7.877 (t,  $J = 7.3$  Hz), 7.815 (t,  $J = 7.3$  Hz), 7.473 (d,  $J = 7.3$  Hz), 7.090 (dd,  $J = 9.5$  Hz, 1.6 Hz), 7.021 (d,  $J = 9.5$  Hz), 6.972 (d,  $J = 1.8$  Hz), 4.893 (d,  $J = 3.1$  Hz), 3.637 (s), 3.622 (d,  $J = 15.0$  Hz), 3.597 (d,  $J = 9.3$  Hz), 3.541 (d,  $J = 9.8$  Hz), 3.375-3.336 (m), 3.336-3.310 (m), 1.212 (t,  $J = 6.9$  Hz).  $^{13}\text{C}$  NMR (126 MHz, DMSO-D<sub>6</sub>)  $\delta$  166.82, 157.58, 155.52, 133.76, 133.20, 131.50, 131.41, 131.35, 130.86, 130.79, 130.70, 114.94, 113.35, 102.18, 96.36, 81.42, 73.42, 73.10, 72.68, 60.48, 45.81, 12.93.

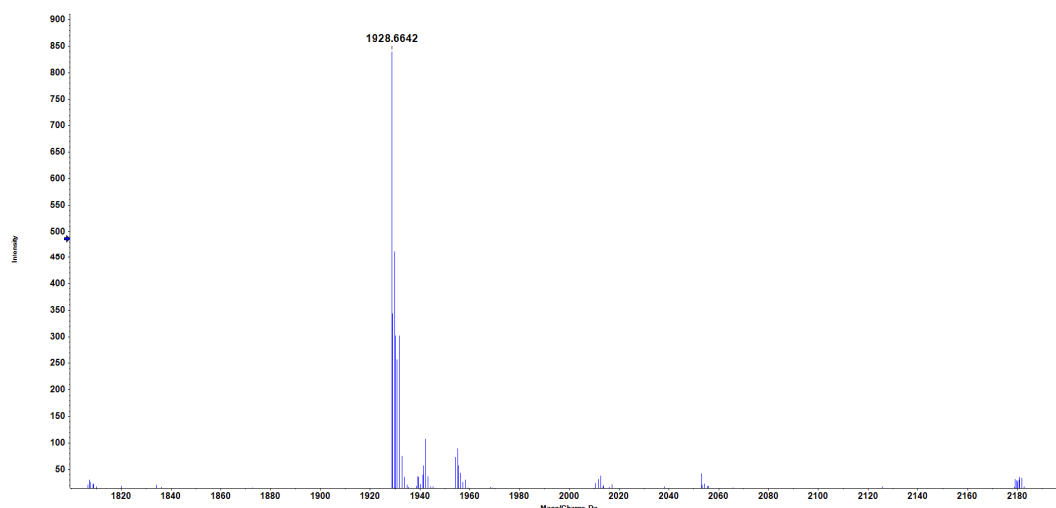

**Supplementary Figure 28.** ESI-TOF-MS spectrum of Rho@M- $\gamma$ -CD. Since inclusion complexes were non-covalent molecular systems, syringe pump with flow rate of 20 L/min was applied in MS analysis to avoid damage to inclusion complexes. ESI-ToF-MS: calculated for Rho@M- $\gamma$ -CD requires  $m/z$  1980.6636. Rho@M- $\gamma$ -CD,  $C_{83}H_{121}ClN_2O_{50}$  [M]:  $12.0000 \times 83 + 1.0078 \times 121 + 34.9688 + 14.0030 \times 2 + 15.9949 \times 50 = 1980.6636$ , [M-Cl]:  $1980.6636 - 34.9688 = 1945.6948$ . Calculated for [M-Cl-OH] $^+$  requires  $m/z$  1928.6921, found  $m/z$  1928.6642.

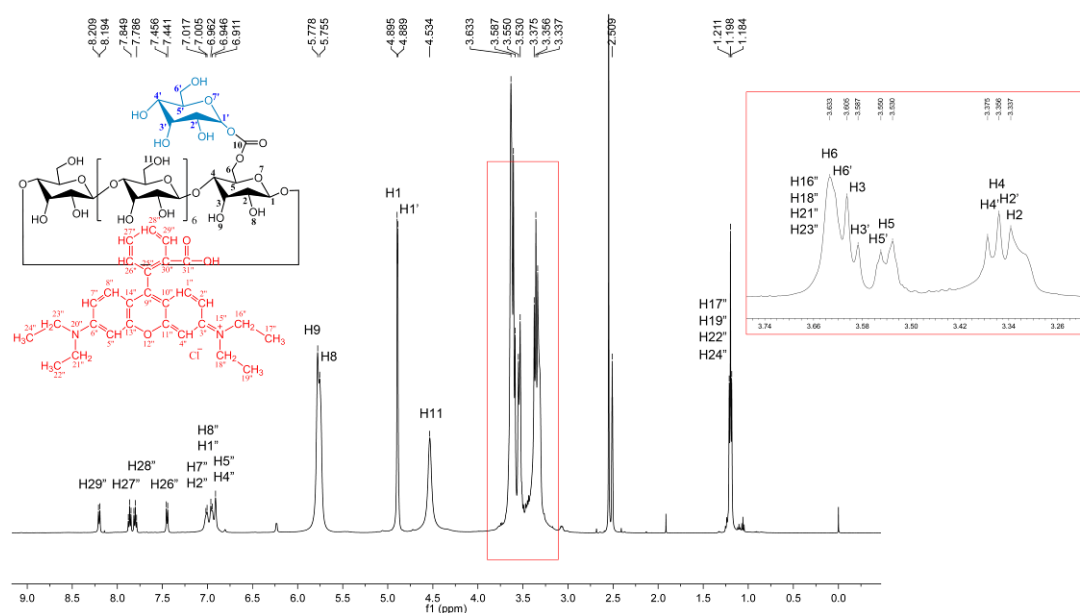

**Supplementary Figure 29.**  $^{13}H$  NMR spectrum of Rho@M- $\gamma$ -CD (500 MHz, DMSO-D $_6$ , room temperature).

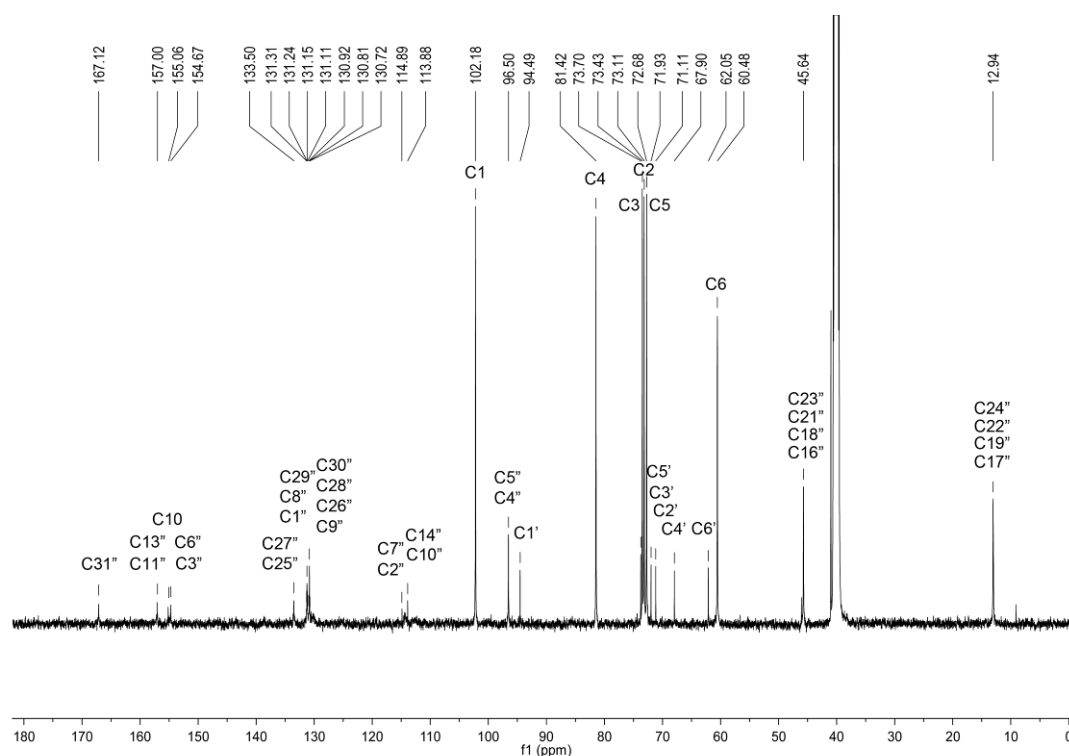

**Supplementary Figure 30.**  $^{13}\text{C}$  NMR spectrum of Rho@M- $\gamma$ -CD (500 MHz, DMSO- $\text{D}_6$ , room temperature).

$^1\text{H}$  NMR (500 MHz, DMSO)  $\delta$  8.202 (d,  $J = 7.7$  Hz), 7.864 (t,  $J = 7.4$  Hz), 7.801 (t,  $J = 7.3$  Hz), 7.448 (d,  $J = 7.4$  Hz), 7.011 (d,  $J = 6.2$  Hz), 6.954 (d,  $J = 8.2$  Hz), 6.911 (s), 5.778 (s), 5.755 (s), 4.892 (d,  $J = 3.3$  Hz), 4.889 (s), 4.534 (s), 3.633-3.587 (m) 3.633 (s), 3.619 (d,  $J = 13.9$  Hz), 3.596 (d,  $J = 9.1$  Hz), 3.587 (s), 3.550 (s), 3.540 (d,  $J = 9.6$  Hz), 3.375-3.337 (m), 3.337 (s), 3.365 (d,  $J = 9.3$  Hz), 3.346 (d,  $J = 9.7$  Hz), 3.337 (s), 1.198 (t,  $J = 6.9$  Hz).  $^{13}\text{C}$  NMR (126 MHz, DMSO)  $\delta$  167.12, 157.00, 155.06, 154.67, 133.50, 131.31, 131.24, 131.15, 131.11, 130.92, 130.81, 130.72, 114.89, 113.88, 102.18, 96.50, 94.49, 81.42, 73.70, 73.43, 73.11, 72.68, 71.93, 71.11, 67.90, 62.05, 60.48, 45.64, 12.94.

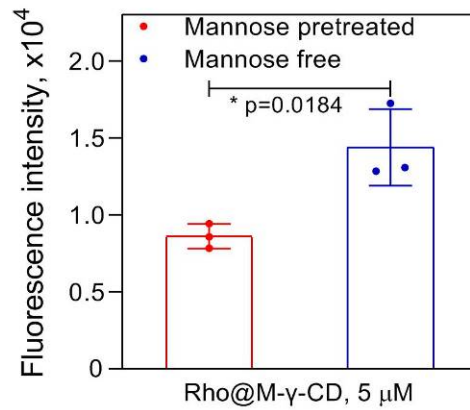

**Supplementary Figure 31.** The CT26 cells were pre-treated with free mannose for 8 h (0.5 μM) and then co-incubated with Rho@M-γ-CD for 2 h to test whether the high internalization of RG@M-γ-CD toward CRC cells was mediated by the mannose receptor binding. FACS analysis displayed that Rho fluorescence intensity of cells with pre-treatment significantly decreased compared with the cells without pre-treatment. Fluorescence intensity of Rho@M-γ-CD in CT26 cells without or with mannose pre-treatment. N = 3 biological replicates in each group. Data were presented as means ± SD and statistical significance was calculated using two-tailed, unpaired t-test. The exact p values were indicated in the figures.

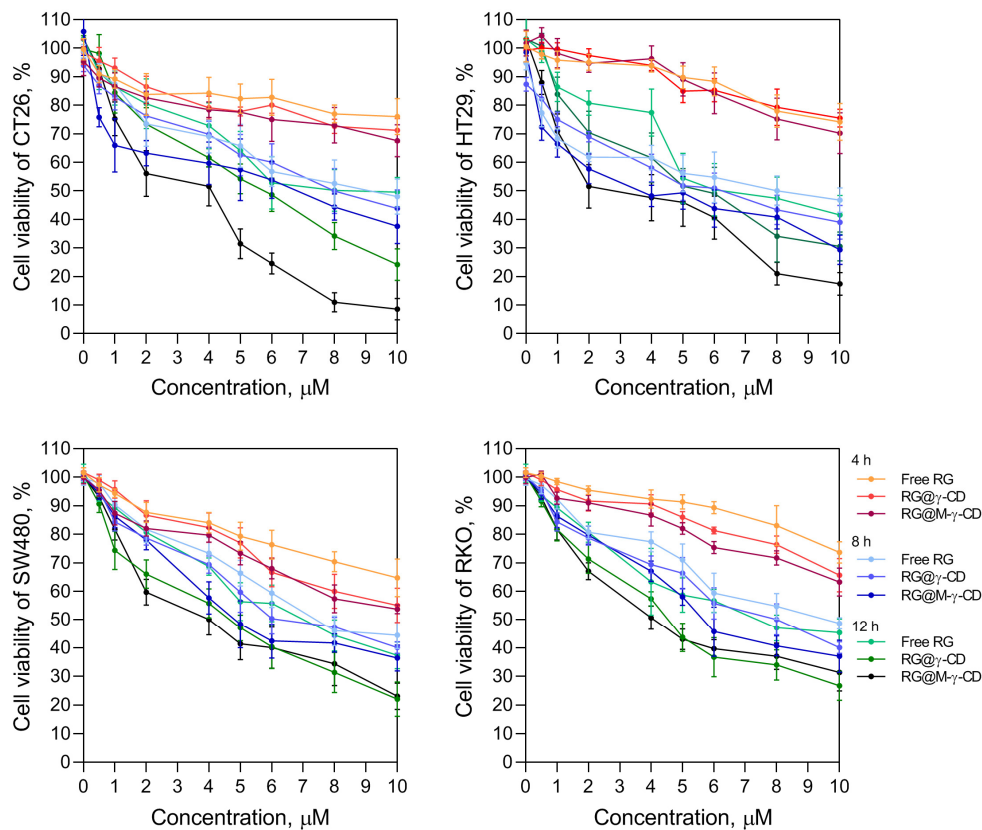

**Supplementary Figure 32.** Cytotoxicity test in CT26, HT29, SW480 and RKO cells

treated with RG, RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD for 4 h, 8 h and 12 h. Concentrations of equivalent RG ranged from 0.5  $\mu$ M to 10  $\mu$ M. RG, RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD showed weak cytotoxicity on CRC cells within 4 h. As a multi-kinase inhibitor, RG primarily targeted the protein kinases involved in the signaling of tyrosine kinases, oncogenesis and tumor microenvironment, rather than inducing direct cytotoxicity. The treatment was thus prolonged to 8 h or 12 h, and the inhibitory effects gradually increased. N = 5 biological replicates in each group. Data were expressed as means  $\pm$  SD.

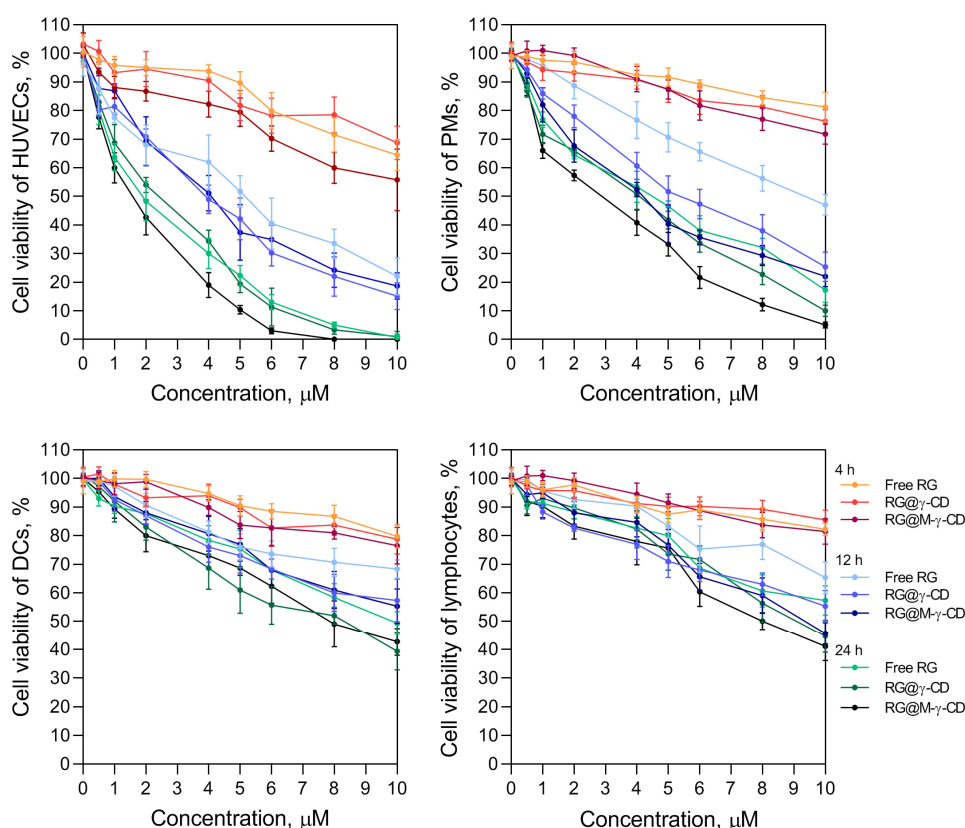

**Supplementary Figure 33.** Cytotoxicity test in HUVECs, peritoneal macrophages (PMs), dendritic cells (DCs) and splenocytes treated with RG, RG@M- $\gamma$ -CD and RG@M- $\gamma$ -CD for 4 h, 12 h and 24 h. Concentrations of equivalent RG ranged from 0.5  $\mu$ M to 10  $\mu$ M. Within 4 h, RG, RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD induced negligible cell death, which was consistent with the MTT result of CRC cells. When the treatment prolonging to 12 h or 24 h, cell viability dropped in a dosage-dependent manner. N = 3 biological replicates in each group. Data were expressed as means  $\pm$  SD.

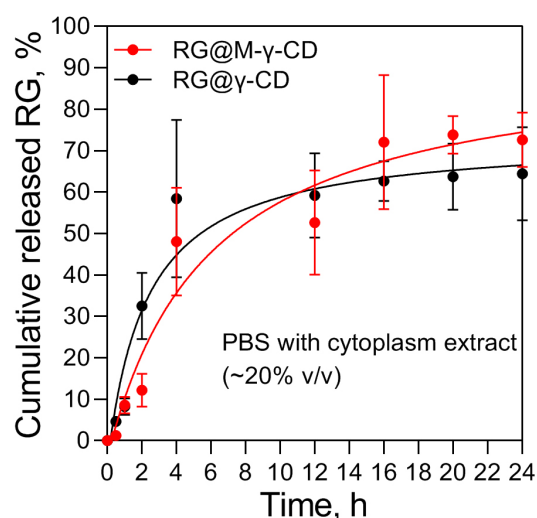

**Supplementary Figure 34.** Drug release kinetics of RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD CNPs in PBS with cytoplasm extract (~20% v/v in PBS). N = 3 independent samples in each group and data were expressed as means  $\pm$  SD. Cytoplasm was separated using Nuclear/Cytosol Fractionation Kit (Biovision) according to the manufacturer's instructions. Briefly, the cells in culture dish were placed on ice and were washed with cold PBS. PBS-EDTA solution (1.0 mL) was added into the culture dish. After co-incubation with PBS-EDTA for 10 min, cells were harvested and centrifuged at 3,000 rpm for 5 min at 4 °C. Then the cells were resuspend with H buffer and incubated on ice. The supernatant was centrifuged at 14,000 rpm for 10 min, and the obtained supernatant contained cytoplasmic contents. RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD CNPs were incubated with cytoplasm extract (~20% v/v in PBS) and the released RG was monitored by HPLC. Within co-incubation with cytoplasm extract for 24 h,  $63.5 \pm 13.2\%$  and  $76.4 \pm 6.7\%$  of RG was released from RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD, respectively. The sustained release property was attributed to the stepwise dissociation of CNPs driven by the cytoplasm extract.

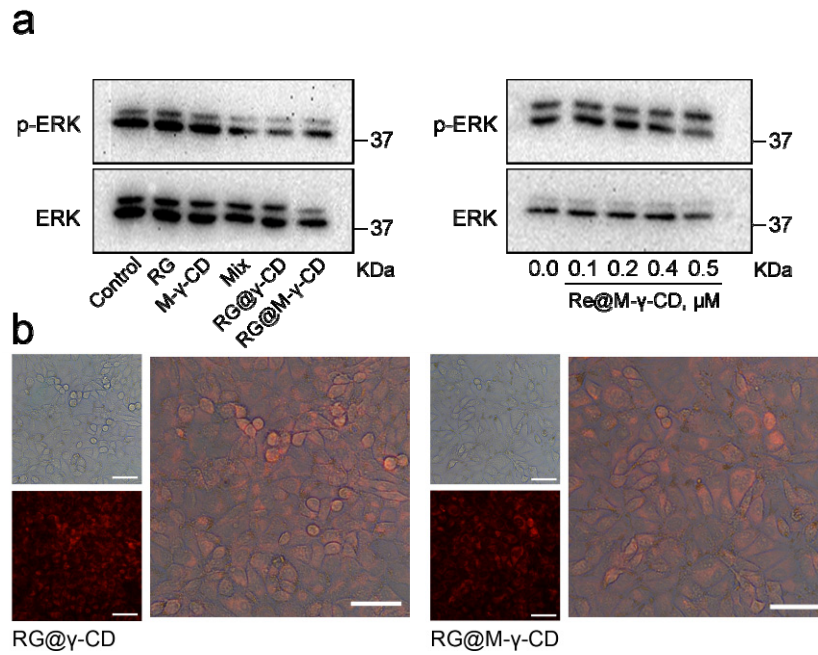

**Supplementary Figure 35. (a)** Phosphorylation of ERK in HT29 cells treated with RG, M-γ-CD, Mix, RG@γ-CD and RG@M-γ-CD (equivalent RG, 0.5 μM). HT29 cells were treated with RG, M-γ-CD, Mix, RG@γ-CD and RG@M-γ-CD for 6 h. Then the stimuli were removed and the cells were cultured in serum media for 6 h. Afterwards, the inhibitory effect of RG@M-γ-CD CNPs on phosphorylation of ERK was evaluated by western blot. Dose-dependent inhibition of phosphorylation of ERK in HT29 cells treated with RG@M-γ-CD at various concentrations (0.1-0.5 μM). N = 3 biological replicates in each group. **(b)** The internalization of Rho@γ-CD and Rho@M-γ-CD upon HUVECs with 2 h treatment (equivalent Rho, 5.0 μM). The cell internalization was observed using inverted fluorescence microscopy. Scale bar, 50 μm. N = 3 biological replicates in each group. Both CNPs exhibited similar internalization efficiency within 2 h of incubation, implying that the CNPs could be taken up by HUVECs and confirming that the M-γ-CD was specific strategy for targeting CRC cells and colonic macrophages.

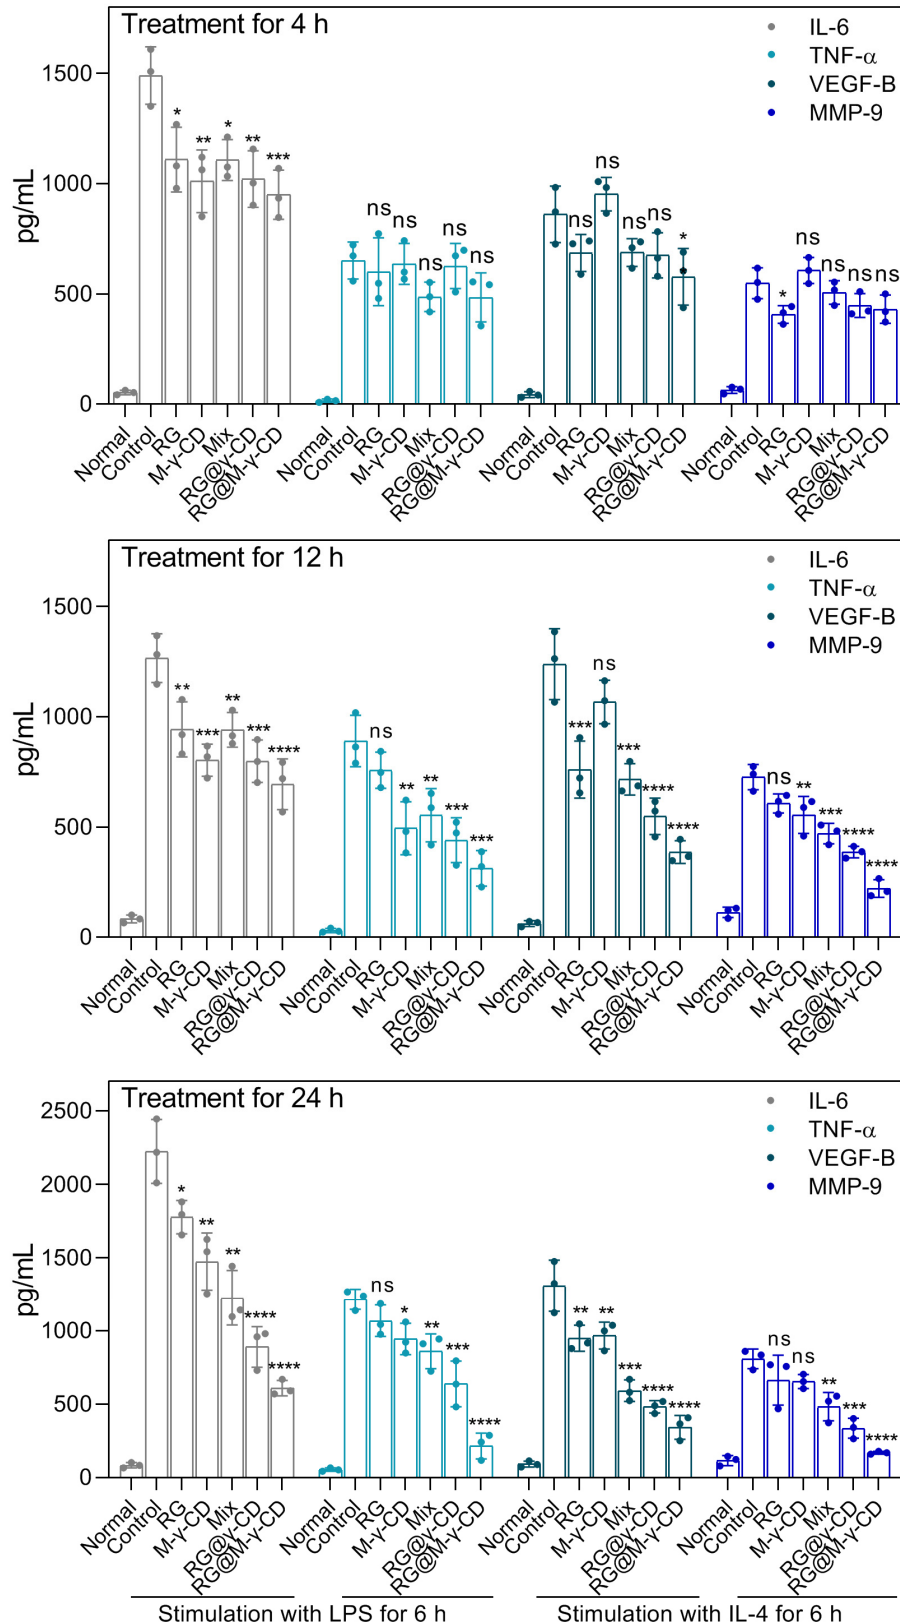

**Supplementary Figure 36.** The regulatory effect of RG@M- $\gamma$ -CD on the polarization of peritoneal macrophages. PMs were subjected to the treatments for 4 h, 12 h and 24 h (equivalent RG, 0.5  $\mu$ M), then were incubated with LPS or IL-4 for 6 h to induce polarization. The protein expression levels of phenotype-related cytokines were

determined by mouse ELISA kit (Neo bioscience) according to the manufacturer's instructions, including pro-inflammation cytokines (IL-6 and TNF- $\alpha$ ) and M2-related factors (VEGF-B and MMP-9). N = 3 biological replicates in each group. Data were presented as means  $\pm$  SD. Statistical significance was calculated using one-way ANOVA followed by Dunnett's multiple comparison test (\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ , treatment group vs. control, the exact p values were indicated in Source Date).

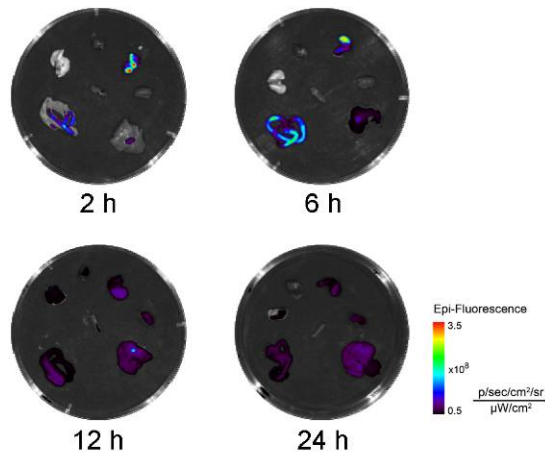

**Supplementary Figure 37.** Representative ex vivo fluorescence imaging of main organs at 2 h, 6 h, 12 h and 24 h post administration of Rho (10 µg/g). N = 3 biological replicates in each group. Supplementary Figure 37 refers to Figure 5b.

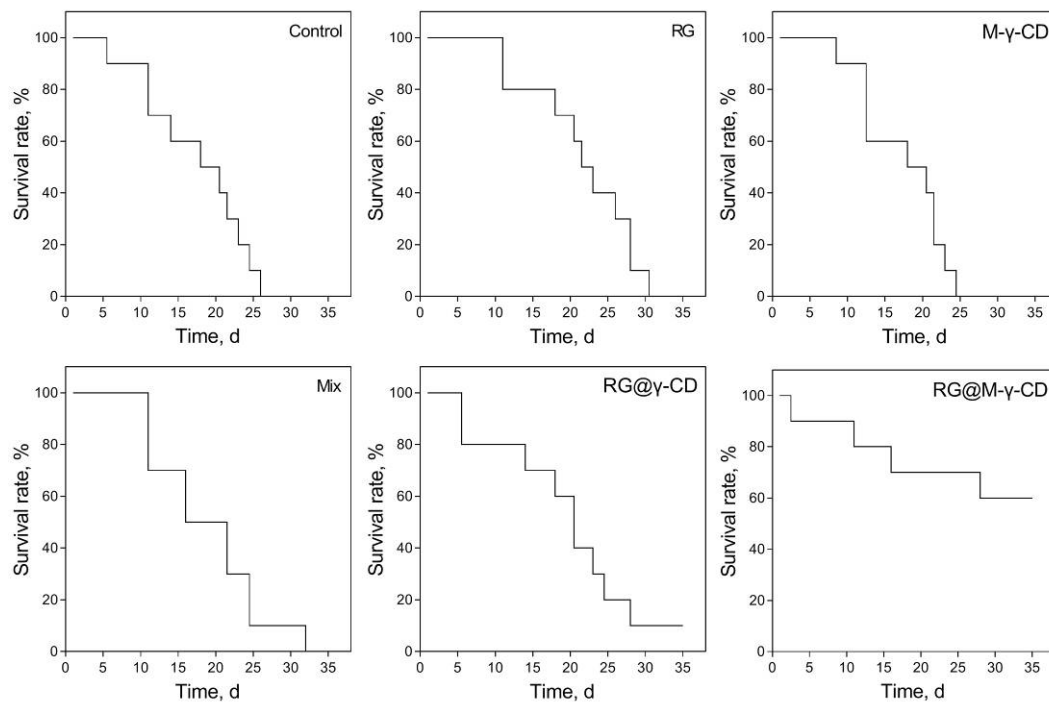

**Supplementary Figure 38.** Kaplan-Meier survival analysis for CAC mice under different treatments (n=10). Supplementary Figure 38 refers to Figure 5g-5j.

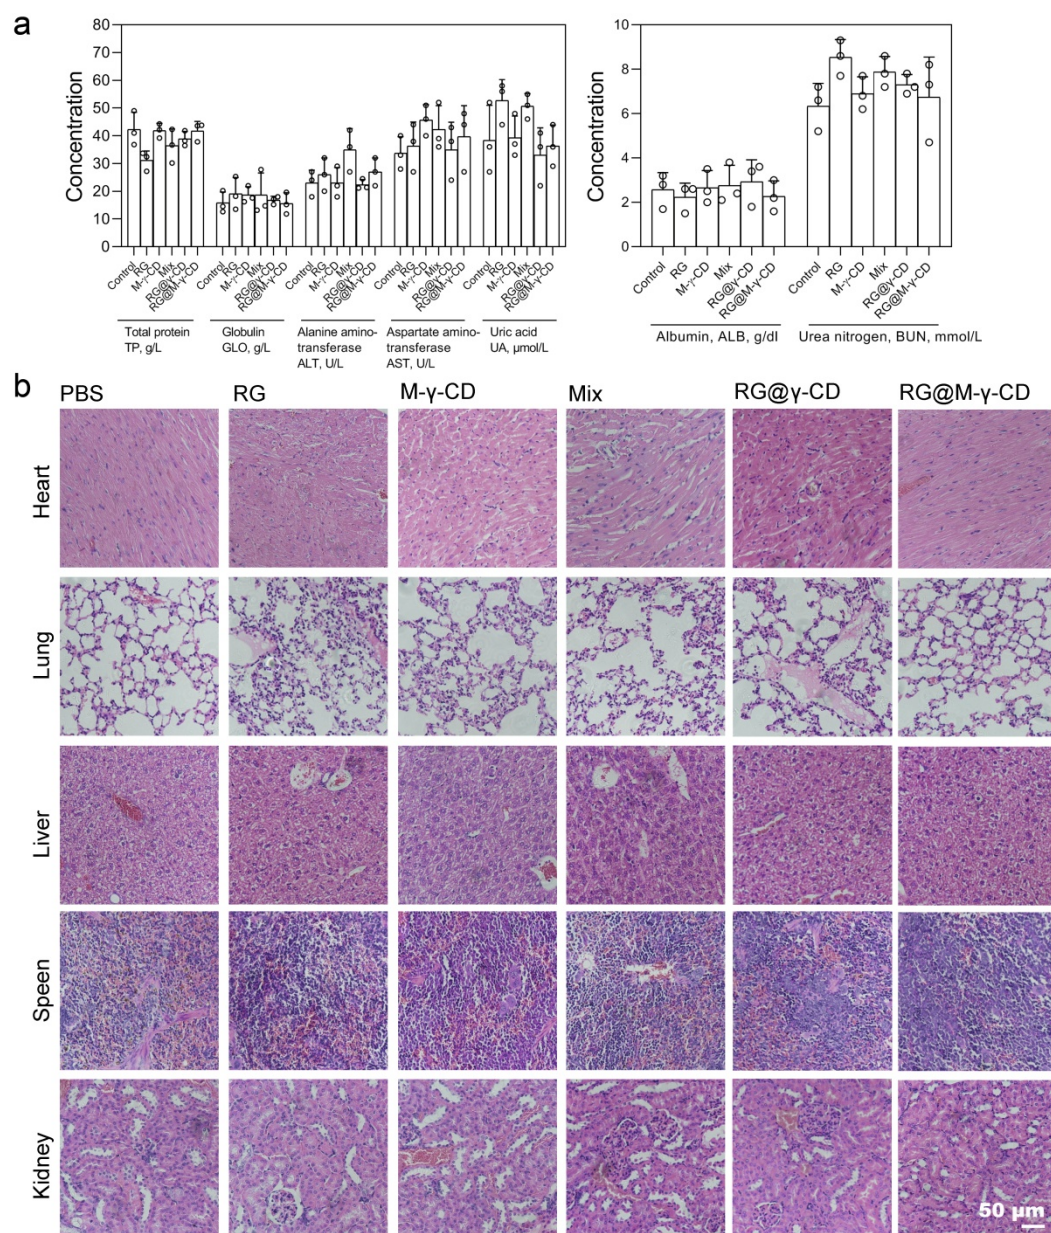

**Supplementary Figure 39.** In vivo safety test. **(a)** The healthy mice were orally administrated with different formulations at drug dosage of 10 μg/g for three times. At day 21 after administration, blood biochemistry measurement was conducted. The RG@M-γ-CD CNPs-treated mice showed similar parameters of biochemical markers associated to liver and kidney functions, as compared to the control mice. While, administration with RG or mix resulted in dysregulations in some parameters, including alanine aminotransferase and aspartate aminotransferase. N = 3 biological replicates in each group. Data were presented as means ± SD. **(b)** Representative images of H&E staining of heart, liver, spleen, lung and kidney from each treatment group. Scale bar, 50 μm. Images were representative of 3 biologically independent mice in each group.

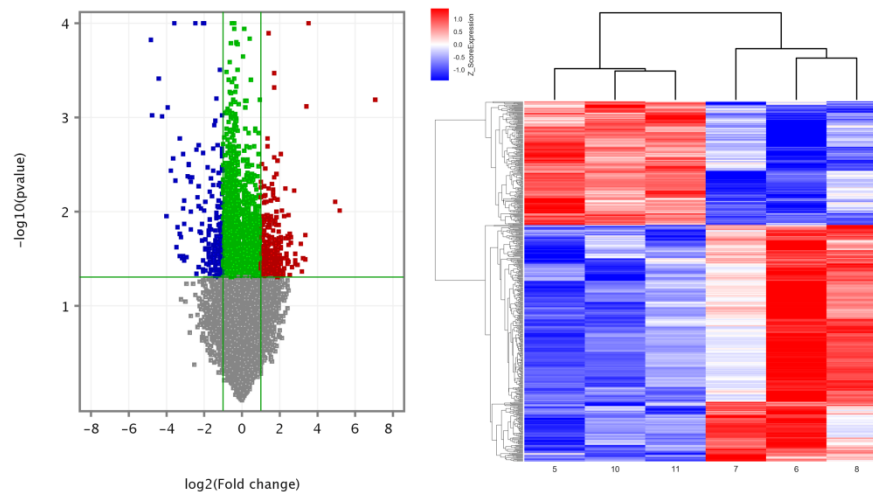

**Supplementary Figure 40.** The mRNA analysis was performed on Control group and RG@M- $\gamma$ -CD group to investigate the molecular mechanism that RG@M- $\gamma$ -CD exerted mediations on colon tumor and tumor microenvironment. Total mRNAs of colon tissues with tumors were quantified by Nano Drop ND-2000 (Thermo Fisher Scientific) and the mRNA integrity was verified using Agilent Bioanalyzer 2100 (Agilent Technologies). The total mRNAs were transcribed into double strand cDNAs, then the cDNA was labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto Agilent Sure Print G3 Mouse GE V2.0 microarray (8\*60K, Design ID:074809). After washing, the microarray was scanned with Agilent Scanner G2505C (Agilent Technologies). Data acquisition and array image analysis were performed using Feature Extraction software (version10.7.1.1, Agilent Technologies) and Gene spring (version13.1, Agilent Technologies) to quantify the mRNA expression levels. Differentially expressed mRNAs were then identified through fold changes and the corresponding statistical significances were calculated using unpaired two-tailed t-test. Fold change  $\geq 2.0$  with p value  $\leq 0.05$  was used as threshold set to determine the up- and down-regulations. n = 3 biologically independent mice in each group. Volcano plot of the filtered differential data based on fold-change and p value. Heatmap of differential expression genes clustered by distance-marking method. Color bar indicated Z Scores.

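The volcano plot sets the log2 fold change of each probe against the negative log10 of its p, and the heat map shows each selected gene as a Z score, its distance from the gene's mean over the arrays in units of its SD. With the authors' value table, each probe counted and the methods' t-test at the methods' thresholds, a choice made after seeing the data, 60 probes were counted as labelled, 24 higher and 36 lower in RG@M-γ-CD. With the arrays grouped as in the heat map, 586 probes were counted, 385 higher in arrays 6, 7 and 8 and 201 higher in arrays 5, 10 and 11. The probes farthest to either side under that grouping were those of Hoxd12, Hoxd13 and Hoxd10, higher in arrays 6, 7 and 8, and of Mup1, Mup18 and Mup21, higher in arrays 5, 10 and 11. Hoxd13 (A_52_P591310) differed by 5.20 on the log2 scale of that table, Hoxd10 was well above background on 1 of arrays 5, 10 and 11, and Mup18 (A_55_P1987403) was at least 8.55-fold higher in arrays 5, 10 and 11, since it was not well above background on the other 3 arrays. These probes were named after their values were seen. Among the genes of all probes counted under that grouping were 59 of the symbols legible in Fig. 6a, of which 33 have the direction shown there when taken as arrays 6, 7 and 8 minus the others and 26 when taken in the opposite direction.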

### Counting analysis of M2 TAMs

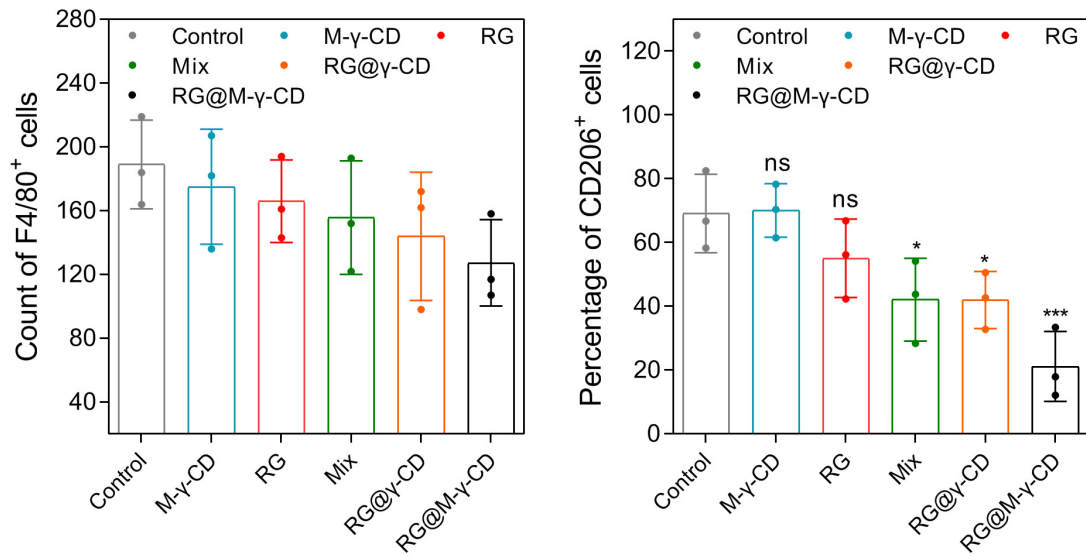

### Counting analysis of M1 TAMs

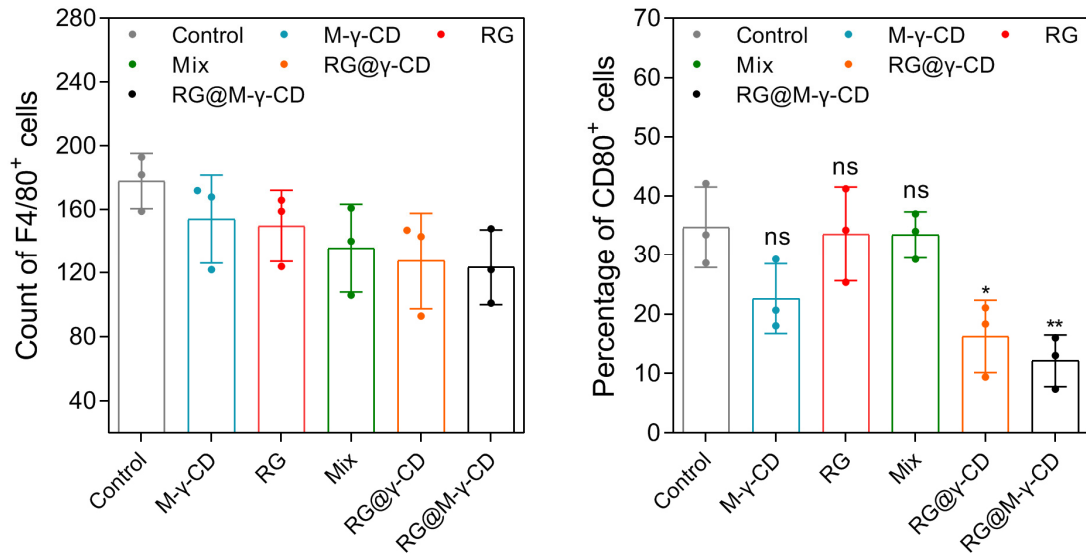

**Supplementary Figure 41.** Immunofluorescence analysis was performed to demonstrate the TAM deactivation effect of RG@M-γ-CD CNPs. The colon tumor tissues from treatment groups were sectioned and stained with F4/80, CD206 and CD80 antibodies. The F4/80<sup>+</sup> cells were counted for the treatment groups and the percentage of CD206<sup>+</sup> (or CD80<sup>+</sup>) cells in F4/80<sup>+</sup> cells was calculated to demonstrate the intratumoral TAM infiltration. Counting analysis of intratumoral TAMs based on immunofluorescence data. Above: Cell count of F4/80<sup>+</sup> cells in 150 μm × 150 μm regions of immunofluorescence images from the treatment groups, and the percentage of CD206<sup>+</sup> cells in F4/80<sup>+</sup> cells (M2). Below: Cell count of F4/80<sup>+</sup> cells in 150 μm × 150 μm regions of immunofluorescence images from the treatment groups, and the percentage of CD80<sup>+</sup> cells in F4/80<sup>+</sup> cells (M1). N = 3 biological replicates in each

group. Data were presented as means  $\pm$  SD. Statistical significance was calculated using one-way ANOVA followed by Dunnett's multiple comparison test (\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ , treatment group vs. control, the exact  $p$  values were indicated in Source Date). Supplementary Figure 41 refers to Figure 6f.

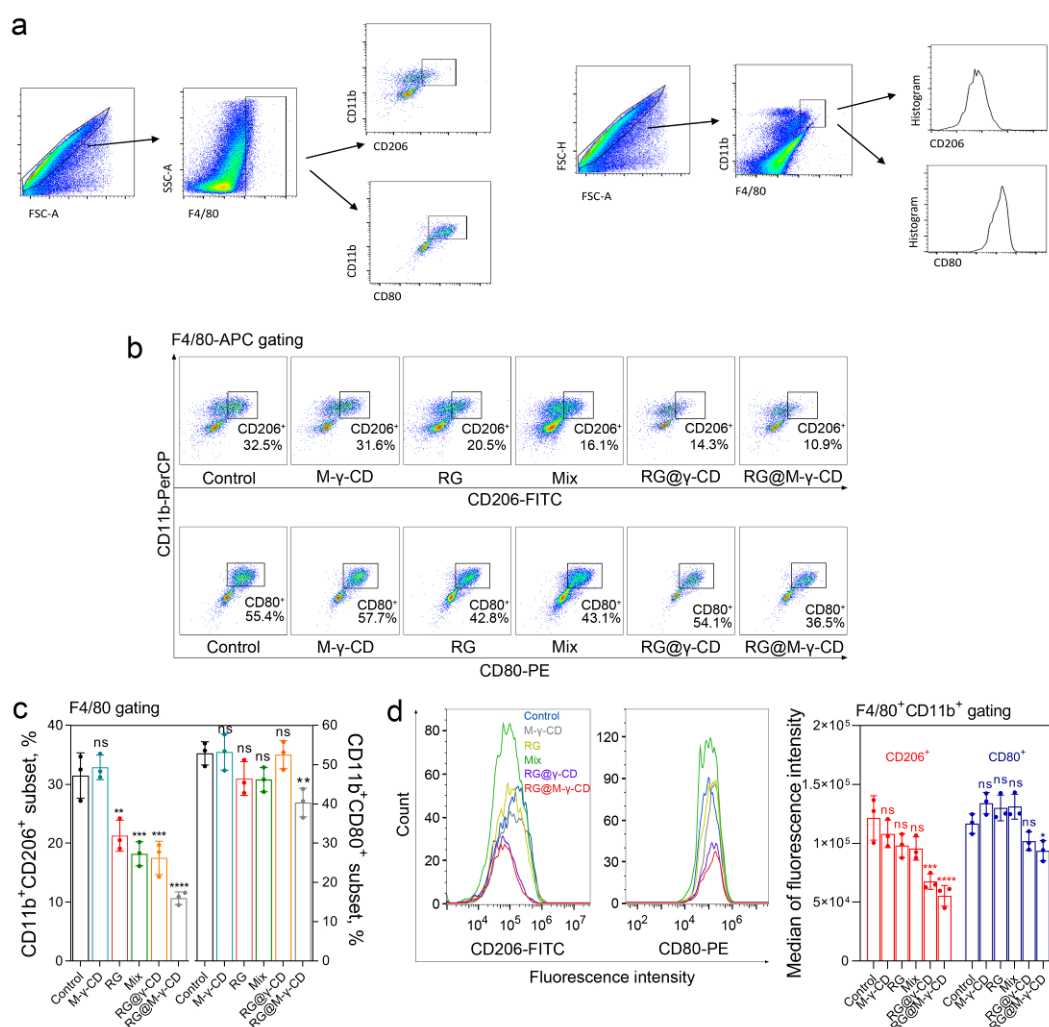

**Supplementary Figure 42.** FACS analysis using colon lamina propria cells of tumor regions for CAC mouse model. The colon lamina propria cells were separated from tumor regions and FACS analysis was performed to quantify the subsets of CD206<sup>+</sup> and CD80<sup>+</sup> macrophages in F4/80<sup>+</sup> CD11b<sup>+</sup> population. **(a)** FACS sequential gating strategy. **(b)** Representative contour plots of CD11b<sup>+</sup> CD206<sup>+</sup> and CD11b<sup>+</sup> CD80<sup>+</sup> subsets gated on the F4/80<sup>+</sup> cell set for different treatment groups. **(c)** Statistical analysis of TAM (M1, M2) polarization. N = 3 biological replicates in each group. Data were presented as means  $\pm$  SD. **(d)** Representative fluorescence intensities and statistical analysis of CD206<sup>+</sup> and CD80<sup>+</sup> subsets in macrophage subset for different

treatment groups. N = 3 biological replicates in each group. Data were presented as means  $\pm$  SD. Statistical significance for **c** and **d** was calculated using one-way ANOVA followed by Dunnett's multiple comparison test (\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ , treatment group vs. control, the exact p values were indicated in Source Date).

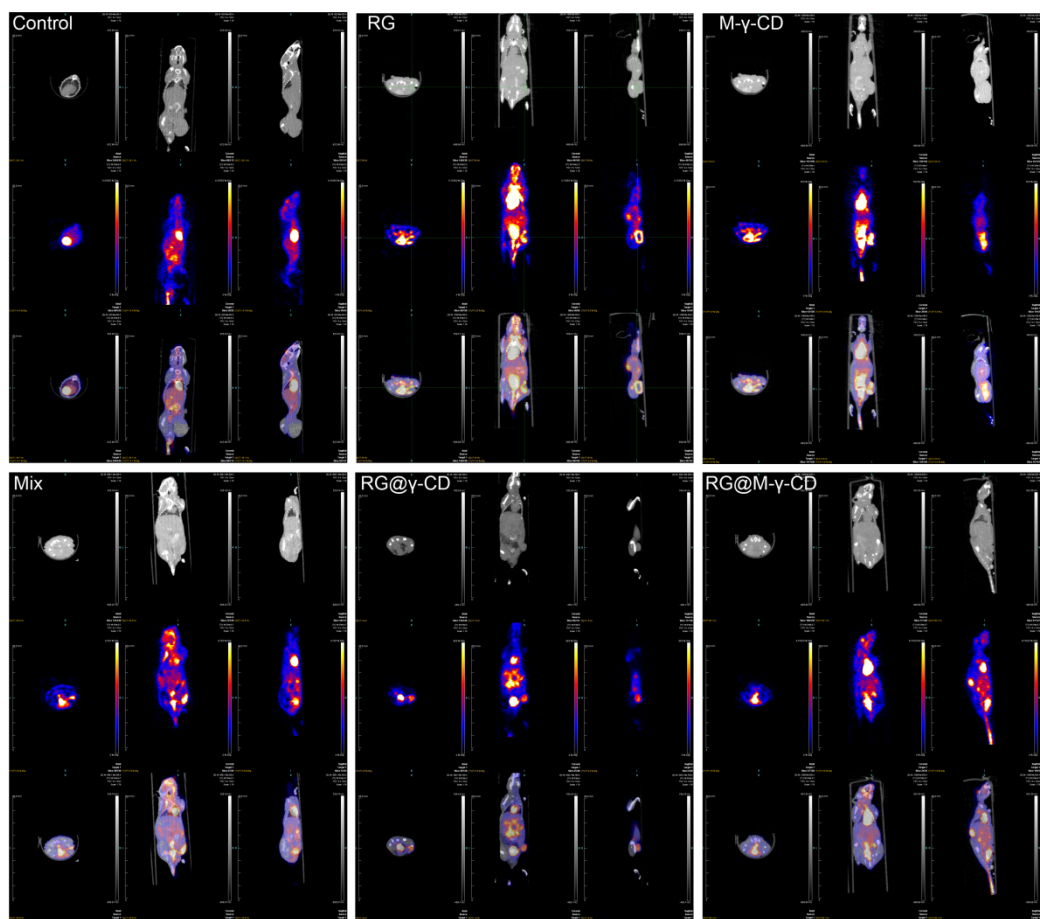

**Supplementary Figure 43.** Micro-PET/CT image of the CT26 tumor-bearing mice from different treatment groups (PBS, M- $\gamma$ -CD, RG, Mix, RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD CNPs). Images were representative of 3 biologically independent mice in each group. Supplementary Figure 43 refers to Figure 7d.

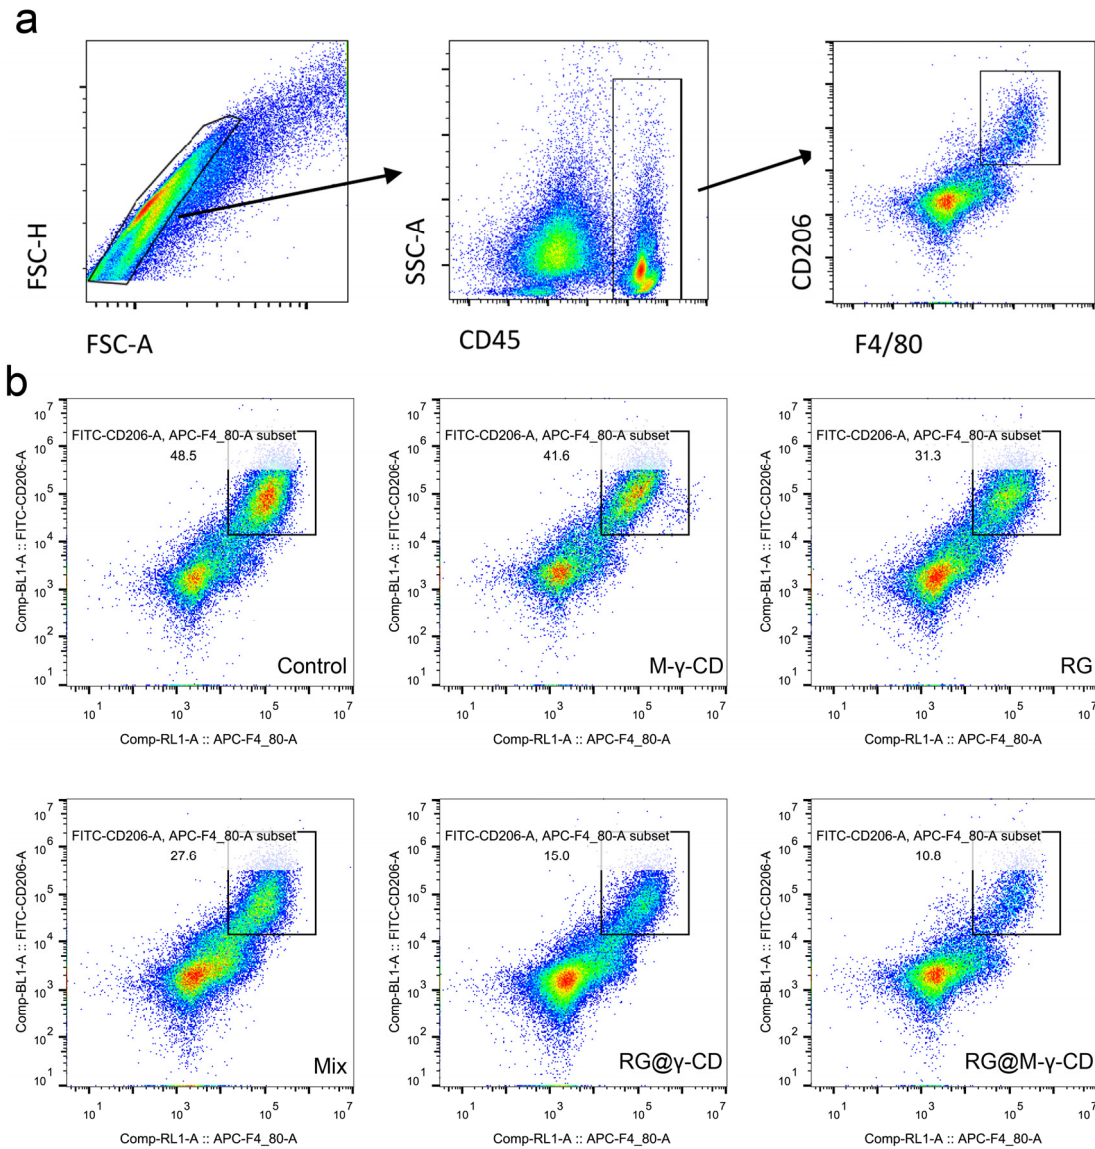

**Supplementary Figure 44.** FACS analysis of TAMs within tumor tissues from different treatment groups for CT26 model. (a) FACS sequential gating strategy. (b) Representative contour plots of CD206<sup>+</sup> F4/80<sup>+</sup> subsets gated on CD45<sup>+</sup> cell set in CT26 tumor tissues after different treatments. N = 3 biological replicates in each group. FACS analysis showed a distinct reduction of TAM infiltration in the RG@M- $\gamma$ -CD group as compared to that in control group. Supplementary Figure 44 refers to Figure 7i.

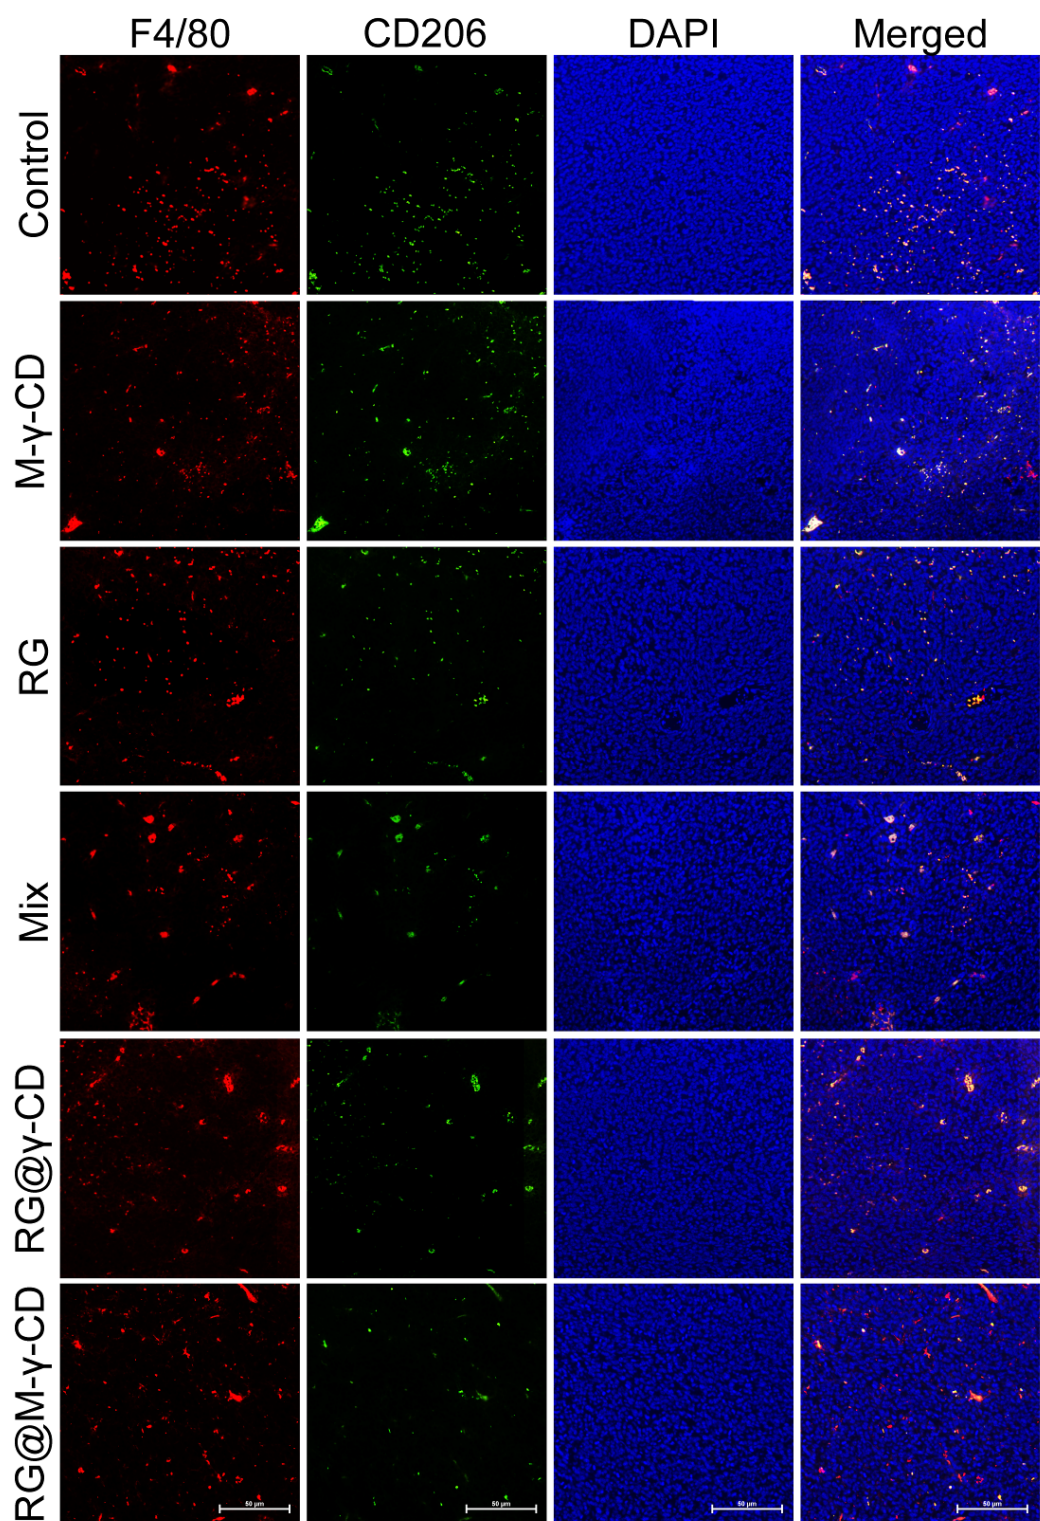

**Supplementary Figure 45.** Immunofluorescence analysis on CT26 tumor sections by F4/80 and CD206 staining to detect the intratumoral TAMs. Representative images of tumor areas from treatment groups were captured using inverted fluorescence microscopy. Scale bar, 50  $\mu$ m. Images were representative of 3 biologically independent mice in each group.

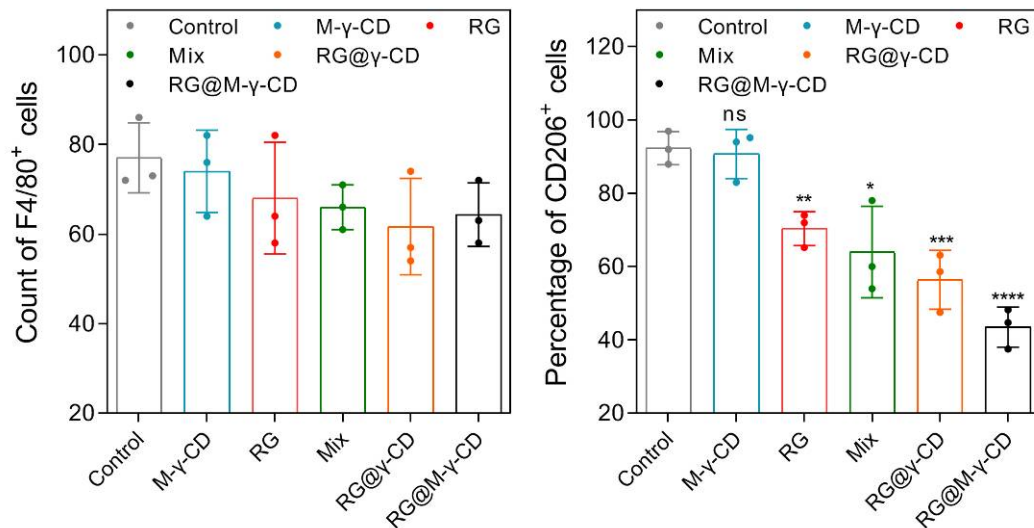

**Supplementary Figure 46.** Counting analysis of intratumoral TAMs based on immunofluorescence data. Cell count of F4/80<sup>+</sup> cells in 150 μm × 150 μm regions of immunofluorescence images from the treatment groups, and the percentage of CD206<sup>+</sup> cells in F4/80<sup>+</sup> cells. N = 3 biological replicates in each group. Data were presented as means ± SD. Statistical significance was calculated using one-way ANOVA followed by Dunnett's multiple comparison test (\*p ≤ 0.05, \*\*p ≤ 0.01, \*\*\*p ≤ 0.001, \*\*\*\*p ≤ 0.0001, treatment group vs. control, the exact p values were indicated in Source Date). RG@M-γ-CD treatment resulted in the decreased F4/80<sup>+</sup> CD206<sup>+</sup> cells compared with other groups, indicating the effective TAM deactivation. Supplementary Figure 46 refers to Supplementary Figure 45.

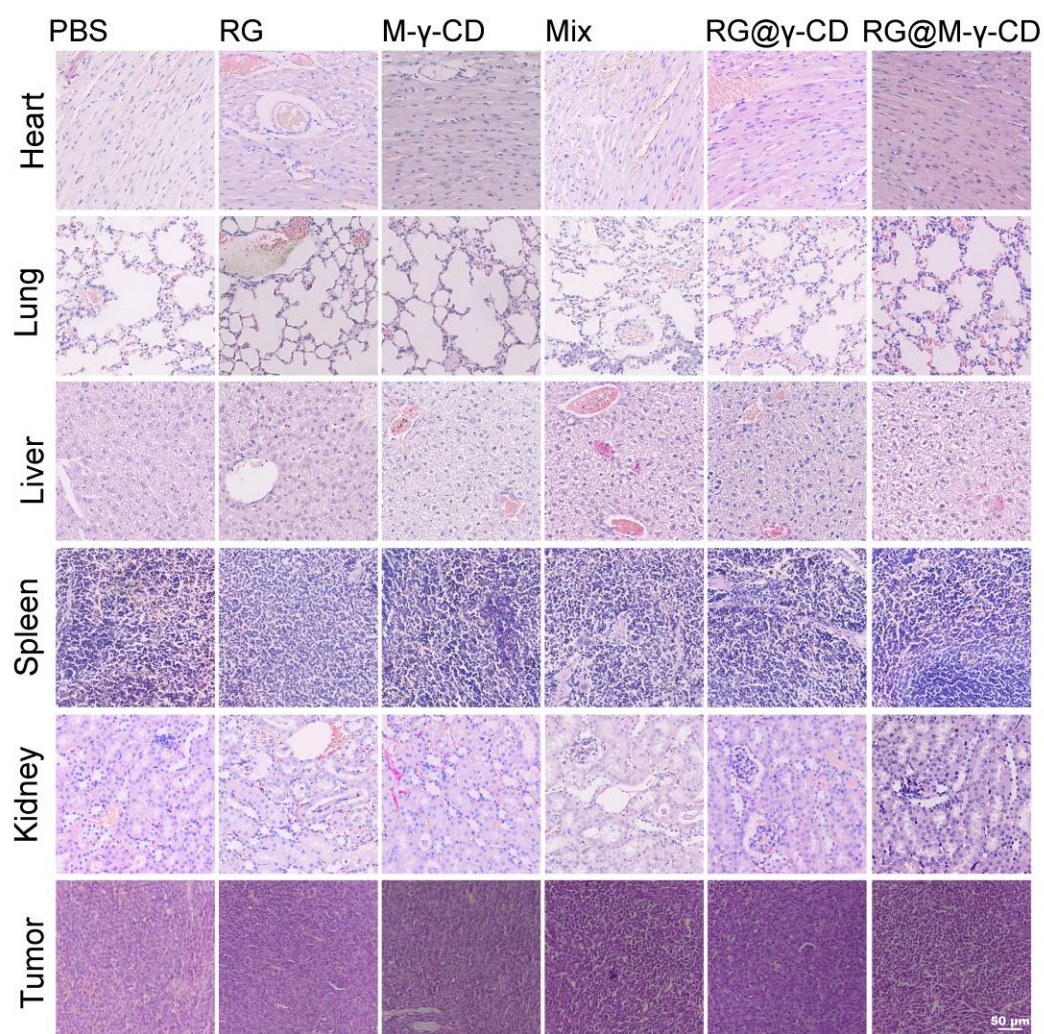

**Supplementary Figure 47.** Representative images of H&E staining of heart, liver, spleen, lung, kidney and tumor from CT26 tumor-bearing mice in each treatment group. Scale bar, 50  $\mu$ m. Images were representative of 3 biologically independent mice in each group.

**Supplementary Table 1.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of Mannose in DMSO-D6. Supplementary Table 1 refers to Supplementary Figure 1, 2.

| Carbon No. | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value                               |
|------------|--------------------------------|----------------------------------|-----------------------------------------|
| C1         | 94.51                          | 4.872 (H1)                       | dd, $J = 4.3$ Hz, 0.8 Hz                |
| C2         | 71.94                          | 3.526 (H2)                       | d, $J = 3.6$ Hz                         |
| C3         | 71.12                          | 3.517 (H3)                       | dd, $J = 9.3$ Hz, 3.1 Hz                |
| C4         | 67.90                          | 3.355 (H4)                       | td, $J = 9.1$ Hz, 5.5 Hz                |
| C5         | 73.72                          | 3.510-3.486 (H5)                 | m                                       |
| C6         | 62.06                          | 3.628 (H6)<br>3.456-3.422 (H6)   | ddd, $J = 11.1$ Hz, 5.1 Hz, 1.7 Hz<br>m |
| Oxygen No. |                                | $^1\text{H}$ $\delta$ (ppm)      | $J$ value                               |
| O8         | /                              | 6.224 (H8)                       | d, $J = 4.4$ Hz                         |
| O9         | /                              | 4.495 (H9)                       | d, $J = 4.1$ Hz                         |
| O10        | /                              | 4.421 (H10)                      | d, $J = 5.7$ Hz                         |
| O11        | /                              | 4.607 (H11)                      | d, $J = 5.5$ Hz                         |
| O12        | /                              | 4.316 (H12)                      | d, $J = 5.7$ Hz                         |

**Supplementary Table 2.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of  $\gamma$ -CD in DMSO-D6. Supplementary Table 2 refers to Supplementary Figure 3, 4.

| Carbon No. | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value                |
|------------|--------------------------------|----------------------------------|--------------------------|
| C1         | 102.19                         | 4.888 (H1)                       | d, $J = 3.5$ Hz          |
| C2         | 73.09                          | 3.334-3.297 (H2)                 | m                        |
| C3         | 73.42                          | 3.589 (H3)                       | dd, $J = 9.3$ Hz, 2.2 Hz |
| C4         | 81.43                          | 3.371-3.353 (H4)                 | m                        |
| C5         | 72.69                          | 3.533 (H5)                       | d, $J = 9.8$ Hz          |
| C6         | 60.48                          | 3.625 (H6)                       | d, $J = 4.6$ Hz          |
| Oxygen No. |                                | $^1\text{H}$ $\delta$ (ppm)      | $J$ value                |
| O8         | /                              | 5.750 (H8)                       | d, $J = 7.0$ Hz          |
| O9         | /                              | 5.773 (H9)                       | d, $J = 2.5$ Hz          |
| O10        | /                              | 4.531 (H10)                      | t, $J = 5.6$ Hz          |

**Supplementary Table 3.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of M- $\gamma$ -CD in DMSO-D6 and the chemical shift comparison between  $\alpha$ -/ $\beta$ -anomers of mannose and M- $\gamma$ -CD in  $\text{D}_2\text{O}$ . Supplementary Table 3 refers to Supplementary Figure 7-10.

| Carbon No.                                                                                                                              | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value       |
|-----------------------------------------------------------------------------------------------------------------------------------------|--------------------------------|----------------------------------|-----------------|
| C1                                                                                                                                      | 102.19                         | 4.887 (H1)                       | d, $J = 3.5$ Hz |
| C2                                                                                                                                      | 73.10                          | 3.325 (H2)                       | d, $J = 8.1$ Hz |
| C3                                                                                                                                      | 73.42                          | 3.588 (H3)                       | d, $J = 9.6$ Hz |
| C4                                                                                                                                      | 81.43                          | 3.370-3.333 (H4)                 | m               |
| C5                                                                                                                                      | 72.68                          | 3.533 (H5)                       | d, $J = 9.8$ Hz |
| C6                                                                                                                                      | 60.48                          | 3.625 (H6)                       | d, $J = 4.3$ Hz |
| C10                                                                                                                                     | 154.22                         | /                                | /               |
| C1'                                                                                                                                     | 94.50                          | 4.884 (H1')                      | s               |
| C2'                                                                                                                                     | 71.93                          | 3.333 (H2')                      | s               |
| C3'                                                                                                                                     | 71.10                          | 3.578 (H3')                      | s               |
| C4'                                                                                                                                     | 67.89                          | 3.370-3.359 (H4')                | m               |
| C5'                                                                                                                                     | 73.70                          | 3.543 (H5')                      | s               |
| C6'                                                                                                                                     | 62.05                          | 3.620 (H6')                      | s               |
| Oxygen No.                                                                                                                              |                                | $^1\text{H}$ $\delta$ (ppm)      | $J$ value       |
| O8                                                                                                                                      | /                              | 5.758 (H8)                       | d, $J = 6.4$ Hz |
| O9                                                                                                                                      | /                              | 5.781 (H9)                       | d, $J = 1.7$ Hz |
| O11                                                                                                                                     | /                              | 4.531 (H11)                      | t, $J = 5.6$ Hz |
| $^1\text{H}$ NMR chemical shifts comparison between $\alpha$ -/ $\beta$ -anomers of mannose and M- $\gamma$ -CD in $\text{D}_2\text{O}$ |                                |                                  |                 |
|                                                                                                                                         | $\alpha$ -anomer               | $\beta$ -anomer                  | M- $\gamma$ -CD |
| H1                                                                                                                                      | 5.05                           | 4.77                             | 5.06            |
| H4                                                                                                                                      | 3.52                           | 3.45                             | 3.55            |

**Supplementary Table 4.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of RG in DMSO-D<sub>6</sub>.

Supplementary Table 4 refers to Supplementary Figure 11, 12.

| Carbon No.   | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value                |
|--------------|--------------------------------|----------------------------------|--------------------------|
| C1           | 153.03                         | /                                | /                        |
| C2           | 109.51-109.42                  | 7.435 (H2)                       | d, $J$ = 2.6 Hz          |
| C3           | 165.98                         | /                                | /                        |
| C4           | 114.64                         | 7.190 (H4)                       | dd, $J$ = 5.6 Hz, 2.6 Hz |
| C5           | 150.98                         | 8.536 (H5)                       | d, $J$ = 5.6 Hz          |
| C7           | 164.21                         | /                                | /                        |
| C9           | 26.51                          | 2.806 (H9)                       | d, $J$ = 4.9 Hz          |
| C11          | 148.66-148.58                  | /                                | /                        |
| C12          | 109.69                         | 7.343 (H12)                      | dd, $J$ = 11.6Hz, 2.7 Hz |
| C13          | 154.23                         | /                                | /                        |
| C14          | 125.45-125.37                  | /                                | /                        |
| C15          | 123.11                         | 8.175 (H15)                      | t, $J$ = 9.1 Hz          |
| C16          | 117.61-117.60                  | 7.080 (H16)                      | dd, $J$ = 8.9 Hz, 1.7 Hz |
| C18          | 152.66-152.28                  | /                                | /                        |
| C20          | 139.51                         | /                                | /                        |
| C21          | 117.19-117.06                  | 8.135 (H21)                      | s                        |
| C22          | 127.67-126.94                  | /                                | /                        |
| C23          | 126.54                         | /                                | /                        |
| C24          | 124.36-123.46                  | 7.630 (H24)                      | s                        |
| C25          | 132.60                         | 7.633 (H25)                      | s                        |
| C26          | 123.04-122.19                  | /                                | /                        |
| Nitrogen No. |                                | $^1\text{H}$ $\delta$ (ppm)      | $J$ value                |
| N8           | /                              | 8.796 (H8)                       | q, $J$ = 4.6 Hz          |
| N17          | /                              | 8.743 (H17)                      | d, $J$ = 1.6 Hz          |
| N19          | /                              | 9.529 (H19)                      | s                        |

**Supplementary Table 5.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of RG@M- $\gamma$ -CD in DMSO- $d_6$ . Supplementary Table 5 refers to Supplementary Figure 14, 15.

| Carbon No.   | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value                 |
|--------------|--------------------------------|----------------------------------|---------------------------|
| C1           | 102.20                         | 4.896 (H1)                       | d, $J$ = 3.6 Hz           |
| C2           | 73.10                          | 3.319 (H2)                       | dd, $J$ = 9.6 Hz, 3.2 Hz  |
| C3           | 73.43                          | 3.598 (H3)                       | dd, $J$ = 9.4 Hz, 1.8 Hz  |
| C4           | 81.44                          | 3.380-3.342 (H4)                 | m                         |
| C5           | 72.69                          | 3.543 (H5)                       | d, $J$ = 9.8 Hz           |
| C6           | 60.49                          | 3.634 (H6)                       | d, $J$ = 4.6 Hz           |
| C10          | 152.37                         | /                                | /                         |
| C1'          | 94.51                          | 4.892 (H1')                      | s                         |
| C2'          | 71.94                          | 3.342-3.326 (H2')                | m                         |
| C3'          | 71.11                          | 3.589 (H3')                      | d, $J$ = 1.9 Hz           |
| C4'          | 67.91                          | 3.369 (H4')                      | d, $J$ = 10.3 Hz          |
| C5'          | 73.70                          | 3.553 (H5')                      | s                         |
| C6'          | 62.06                          | 3.630 (H6')                      | s                         |
| C1''         | 153.05                         | /                                | /                         |
| C2''         | 109.45                         | 7.426 (H2'')                     | d, $J$ = 2.6 Hz           |
| C3''         | 166.00                         | /                                | /                         |
| C4''         | 114.68                         | 7.190 (H4'')                     | dd, $J$ = 5.6 Hz, 2.6 Hz  |
| C5''         | 151.03                         | 8.534 (H5'')                     | d, $J$ = 5.6 Hz           |
| C7''         | 164.24                         | /                                | /                         |
| C9''         | 26.54                          | 2.800 (H9'')                     | d, $J$ = 4.8 Hz           |
| C11''        | 148.73-148.65                  | /                                | /                         |
| C12''        | 109.72-109.55                  | 7.340 (H12'')                    | dd, $J$ = 11.6 Hz, 2.7 Hz |
| C13''        | 154.32                         | /                                | /                         |
| C14''        | 125.45-125.37                  | /                                | /                         |
| C15''        | 123.18-123.13                  | 8.164 (H15'')                    | d, $J$ = 9.0 Hz           |
| C16''        | 117.63-117.61                  | 7.089-7.066 (H16'')              | m                         |
| C18''        | 152.72                         | /                                | /                         |
| C20''        | 139.55                         | /                                | /                         |
| C21''        | 117.19-117.14                  | 8.135 (H21'')                    | d, $J$ = 1.1 Hz           |
| C22''        | 127.68-126.95                  | /                                | /                         |
| C23''        | 126.56                         | /                                | /                         |
| C24''        | 123.52                         | 7.634 (H24'')                    | s                         |
| C25''        | 132.63                         | 7.634 (H25'')                    | s                         |
| C26''        | 122.22                         | /                                | /                         |
| Oxygen No.   | $\delta$ (ppm)                 | $^1\text{H}$ $\delta$ (ppm)      | $J$ Vaule                 |
| O8           | /                              | 5.751 (H8)                       | d, $J$ = 7.0 Hz           |
| O9           | /                              | 5.776 (H9)                       | d, $J$ = 2.3 Hz,          |
| O11          | /                              | 4.530 (H11)                      | t, $J$ = 5.6 Hz           |
| Nitrogen No. | $\delta$ (ppm)                 | $^1\text{H}$ $\delta$ (ppm)      | $J$ Vaule                 |
| N8''         | /                              | 8.795 (H8'')                     | d, $J$ = 4.6 Hz           |
| N17''        | /                              | 8.777 (H17'')                    | d, $J$ = 3.6 Hz           |
| N19''        | /                              | 9.566 (H19'')                    | s                         |

**Supplementary Table 6.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of RG@ $\gamma$ -CD in DMSO-D6. Supplementary Table 6 refers to Supplementary Figure 20, 21.

| Carbon No.   | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value                 |
|--------------|--------------------------------|----------------------------------|---------------------------|
| C1           | 102.15                         | 4.903 (H1)                       | d, $J$ = 3.4 Hz           |
| C2           | 73.04                          | 3.326 (H2)                       | dd, $J$ = 10.1 Hz, 3.6 Hz |
| C3           | 73.38                          | 3.611-3.587 (H3)                 | m                         |
| C4           | 81.38                          | 3.391-3.360 (H4)                 | m                         |
| C5           | 72.64                          | 3.548 (H5)                       | d, $J$ = 9.8 Hz           |
| C6           | 60.43                          | 3.640 (H6)                       | s                         |
| C1''         | 152.97                         | /                                | /                         |
| C2''         | 109.52                         | 7.429 (H2'')                     | d, $J$ = 2.6 Hz           |
| C3''         | 165.96                         | /                                | /                         |
| C4''         | 114.66                         | 7.202 (H4'')                     | dd, $J$ = 5.6 Hz, 2.6 Hz  |
| C5''         | 151.01                         | 8.545 (H5'')                     | d, $J$ = 5.6 Hz           |
| C7''         | 164.22                         | /                                | /                         |
| C9''         | 26.51                          | 2.807 (H9'')                     | d, $J$ = 4.9 Hz           |
| C11''        | 148.68-148.57                  | /                                | /                         |
| C12''        | 109.74-109.37                  | 7.356 (H12'')                    | dd, $J$ = 11.6 Hz, 2.6 Hz |
| C13''        | 154.50                         | /                                | /                         |
| C14''        | 125.41-125.30                  | /                                | /                         |
| C15''        | 123.12                         | 8.178 (H15'')                    | d, $J$ = 9.1 Hz           |
| C16''        | 117.64-117.61                  | 7.090 (H16'')                    | dd, $J$ = 8.9 Hz, 1.5 Hz  |
| C18''        | 152.66-152.06                  | /                                | /                         |
| C20''        | 139.47                         | /                                | /                         |
| C21''        | 117.15-117.09                  | 8.144 (H21'')                    | s                         |
| C22''        | 127.42-127.12                  | /                                | /                         |
| C23''        | 126.63                         | /                                | /                         |
| C24''        | 123.49                         | 7.635 (H24'')                    | s                         |
| C25''        | 132.61                         | 7.642 (H25'')                    | s                         |
| C26''        | 121.90                         | /                                | /                         |
| Oxygen No.   | $\delta$ (ppm)                 | $^1\text{H}$ $\delta$ (ppm)      | $J$ Vaule                 |
| O8           | /                              | 5.785 (H8)                       | d, $J$ = 7.1 Hz           |
| O9           | /                              | 5.805 (H9)                       | d, $J$ = 2.4 Hz,          |
| O11          | /                              | 4.573 (H10)                      | t, $J$ = 5.6 Hz           |
| Nitrogen No. | $\delta$ (ppm)                 | $^1\text{H}$ $\delta$ (ppm)      | $J$ Vaule                 |
| N8''         | /                              | 8.814 (H8'')                     | q, $J$ = 4.6 Hz           |
| N17''        | /                              | 8.762 (H17'')                    | s                         |
| N19''        | /                              | 9.536 (H19'')                    | s                         |

**Supplementary Table 7.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of Rho in DMSO-D6. Supplementary Table 7 refers to Supplementary Figure 22, 23.

| Carbon No. | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value                 |
|------------|--------------------------------|----------------------------------|---------------------------|
| C1         | 131.45                         | 7.019 (H1)                       | d, $J = 9.5$ Hz           |
| C2         | 114.92                         | 7.097 (H2)                       | dd, $J = 9.5$ Hz, 1.7 Hz  |
| C3         | 155.49                         | /                                | /                         |
| C4         | 96.32                          | 6.976 (H4)                       | d, $J = 1.8$ Hz           |
| C5         | 96.32                          | 6.976 (H5)                       | d, $J = 1.8$ Hz           |
| C6         | 155.49                         | /                                | /                         |
| C7         | 114.92                         | 7.097 (H7)                       | dd, $J = 9.5$ Hz, 1.7 Hz  |
| C8         | 131.45                         | 7.019 (H8)                       | d, $J = 9.5$ Hz           |
| C9         | 131.31                         | /                                | /                         |
| C10        | 113.32                         | /                                | /                         |
| C11        | 157.54                         | /                                | /                         |
| C13        | 157.54                         | /                                | /                         |
| C14        | 113.32                         | /                                | /                         |
| C16        | 45.77                          | 3.647 (H16)                      | dd, $J = 13.6$ Hz, 6.6 Hz |
| C17        | 12.90                          | 1.210 (H17)                      | t, $J = 6.8$ Hz,          |
| C18        | 45.77                          | 3.647 (H18)                      | dd, $J = 13.6$ Hz, 6.6 Hz |
| C19        | 12.90                          | 1.210 (H19)                      | t, $J = 6.8$ Hz,          |
| C21        | 45.67                          | 3.647 (H21)                      | dd, $J = 13.6$ Hz, 6.6 Hz |
| C22        | 12.90                          | 1.210 (H22)                      | t, $J = 6.8$ Hz,          |
| C23        | 45.67                          | 3.647 (H23)                      | dd, $J = 13.6$ Hz, 6.6 Hz |
| C24        | 12.90                          | 1.210 (H24)                      | t, $J = 6.8$ Hz,          |
| C25        | 133.68                         | /                                | /                         |
| C26        | 130.72                         | 7.474 (H26)                      | d, $J = 7.3$ Hz           |
| C27        | 133.13                         | 7.875 (H27)                      | t, $J = 7.2$ Hz           |
| C28        | 130.81                         | 7.814 (H28)                      | t, $J = 7.4$ Hz           |
| C29        | 131.42                         | 8.232 (H29)                      | d, $J = 7.6$ Hz           |
| C30        | 130.66                         | /                                | /                         |
| C31        | 166.73                         | /                                | /                         |

**Supplementary Table 8.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of Rho@ $\gamma$ -CD in DMSO-D6. Supplementary Table 8 refers to Supplementary Figure 26, 27.

| Carbon No. | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value                |
|------------|--------------------------------|----------------------------------|--------------------------|
| C1         | 102.18                         | 4.893 (H1)                       | d, $J = 3.1$ Hz          |
| C2         | 73.10                          | 3.336-3.310 (H2)                 | m                        |
| C3         | 73.42                          | 3.597 (H3)                       | d, $J = 9.3$ Hz          |
| C4         | 81.42                          | 3.375-3.336 (H4)                 | m                        |
| C5         | 72.68                          | 3.541 (H5)                       | d, $J = 9.8$ Hz          |
| C6         | 60.48                          | 3.622 (H6)                       | d, $J = 15.0$ Hz         |
| C1''       | 131.50                         | 7.021 (H1'')                     | d, $J = 9.5$ Hz          |
| C2''       | 114.94                         | 7.090 (H2'')                     | dd, $J = 9.5$ Hz, 1.6 Hz |
| C3''       | 155.52                         | /                                | /                        |
| C4''       | 96.36                          | 6.972 (H4'')                     | d, $J = 1.8$ Hz          |
| C5''       | 96.36                          | 6.972 (H5'')                     | d, $J = 1.8$ Hz          |
| C6''       | 155.52                         | /                                | /                        |
| C7''       | 114.94                         | 7.090 (H7'')                     | dd, $J = 9.5$ Hz, 1.6 Hz |
| C8''       | 131.50                         | 7.021 (H8'')                     | d, $J = 9.5$ Hz          |
| C9''       | 131.35                         | /                                | /                        |
| C10''      | 113.35                         | /                                | /                        |
| C11''      | 157.58                         | /                                | /                        |
| C13''      | 157.58                         | /                                | /                        |
| C14''      | 113.35                         | /                                | /                        |
| C16''      | 45.81                          | 3.637 (H16'')                    | s                        |
| C17''      | 12.93                          | 1.212 (H17'')                    | t, $J = 6.9$ Hz          |
| C18''      | 45.81                          | 3.637 (H18'')                    | s                        |
| C19''      | 12.93                          | 1.212 (H19'')                    | t, $J = 6.9$ Hz          |
| C21''      | 45.81                          | 3.637 (H21'')                    | s                        |
| C22''      | 12.93                          | 1.212 (H22'')                    | t, $J = 6.9$ Hz          |
| C23''      | 45.81                          | 3.637 (H23'')                    | s                        |
| C24''      | 12.93                          | 1.212 (H24'')                    | t, $J = 6.9$ Hz          |
| C25''      | 133.76                         | /                                | /                        |
| C26''      | 130.79                         | 7.473 (H26'')                    | d, $J = 7.3$ Hz          |
| C27''      | 133.20                         | 7.877 (H27'')                    | t, $J = 7.3$ Hz          |
| C28''      | 130.86                         | 7.815 (H28'')                    | t, $J = 7.3$ Hz,         |
| C29''      | 131.41                         | 8.234 (H29'')                    | d, $J = 7.6$ Hz,         |
| C30''      | 130.70                         | /                                | /                        |
| C31''      | 166.82                         | /                                | /                        |

**Supplementary Table 9.**  $^{13}\text{C}$  NMR and  $^1\text{H}$  NMR chemical shifts of Rho@M- $\gamma$ -CD in DMSO-D<sub>6</sub>. Supplementary Table 9 refers to Supplementary Figure 29, 30.

| Carbon No. | $^{13}\text{C}$ $\delta$ (ppm) | HSQC $^1\text{H}$ $\delta$ (ppm) | $J$ value        |
|------------|--------------------------------|----------------------------------|------------------|
| C1         | 102.18                         | 4.892 (H1)                       | d, $J$ = 3.3 Hz  |
| C2         | 73.11                          | 3.337 (H2)                       | s                |
| C3         | 73.43                          | 3.596 (H3)                       | d, $J$ = 9.1 Hz  |
| C4         | 81.42                          | 3.375-3.337 (H4)                 | m                |
| C5         | 72.68                          | 3.540 (H5)                       | d, $J$ = 9.6 Hz  |
| C6         | 60.48                          | 3.633 (H6)                       | s                |
| C10        | 155.06                         | /                                | /                |
| C1'        | 94.49                          | 4.889 (H1')                      | s                |
| C2'        | 71.93                          | 3.346 (H2')                      | d, $J$ = 9.7 Hz  |
| C3'        | 71.11                          | 3.587 (H3')                      | s                |
| C4'        | 67.90                          | 3.365 (H4')                      | d, $J$ = 9.3 Hz  |
| C5'        | 73.70                          | 3.550 (H5')                      | s                |
| C6'        | 62.05                          | 3.619 (H6')                      | d, $J$ = 13.9 Hz |
| C1''       | 131.24                         | 6.954 (H1'')                     | d, $J$ = 8.2 Hz  |
| C2''       | 114.89                         | 7.011 (H2'')                     | d, $J$ = 6.2 Hz  |
| C3''       | 154.67                         | /                                | /                |
| C4''       | 96.50                          | 6.911 (H4'')                     | s                |
| C5''       | 96.50                          | 6.911 (H5'')                     | s                |
| C6''       | 154.67                         | /                                | /                |
| C7''       | 114.89                         | 7.011 (H7'')                     | d, $J$ = 6.2 Hz  |
| C8''       | 131.15                         | 6.954 (H8'')                     | d, $J$ = 8.2 Hz  |
| C9''       | 131.11                         | /                                | /                |
| C10''      | 113.88                         | /                                | /                |
| C11''      | 157.00                         | /                                | /                |
| C13''      | 157.00                         | /                                | /                |
| C14''      | 113.88                         | /                                | /                |
| C16''      | 45.64                          | 3.633-3.587 (H16'')              | m                |
| C17''      | 12.94                          | 1.198 (H17'')                    | t, $J$ = 6.9 Hz  |
| C18''      | 45.64                          | 3.633-3.587 (H18'')              | m                |
| C19''      | 12.94                          | 1.198 (H19'')                    | t, $J$ = 6.9 Hz  |
| C21''      | 45.64                          | 3.633-3.587 (H21'')              | m                |
| C22''      | 12.94                          | 1.198 (H22'')                    | t, $J$ = 6.9 Hz  |
| C23''      | 45.64                          | 3.633-3.587 (H23'')              | m                |
| C24''      | 12.94                          | 1.198 (H24'')                    | t, $J$ = 6.9 Hz  |
| C25''      | 133.50                         | /                                | /                |
| C26''      | 130.81                         | 7.448 (H26'')                    | d, $J$ = 7.4 Hz, |
| C27''      | 133.50                         | 7.864 (H27'')                    | t, $J$ = 7.4 Hz  |
| C28''      | 130.92                         | 7.801 (H28'')                    | t, $J$ = 7.3 Hz  |
| C29''      | 131.31                         | 8.202 (H29'')                    | d, $J$ = 7.7 Hz  |
| C30''      | 130.72                         | /                                | /                |
| C31''      | 167.12                         | /                                | /                |
| Oxygen No. | $\delta$ (ppm)                 | $^1\text{H}$ $\delta$ (ppm)      | $J$ Vaule        |
| O8         | /                              | 5.755 (H8)                       | s                |

|     |   |             |   |
|-----|---|-------------|---|
| O9  | / | 5.778 (H9)  | s |
| O11 | / | 4.534 (H10) | s |

**Supplementary Table 10.** Half maximal inhibitory concentration (IC<sub>50</sub>) values for RG, RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD in CRC cells. Supplementary Table 10 refers to Supplementary Figure 32.

| IC <sub>50</sub> , $\mu$ M | CT26 |      | HT29 |      | SW480 |      | RKO  |      |
|----------------------------|------|------|------|------|-------|------|------|------|
| RG                         | 8 h  | 12 h | 8 h  | 12 h | 8 h   | 12 h | 8 h  | 12 h |
|                            | 9.52 | 8.20 | 7.65 | 6.84 | 8.44  | 8.08 | 8.42 | 7.28 |
| RG@ $\gamma$ -CD           | 8 h  | 12 h | 8 h  | 12 h | 8 h   | 12 h | 8 h  | 12 h |
|                            | 6.65 | 5.76 | 5.66 | 4.58 | 7.20  | 5.74 | 7.35 | 5.05 |
| RG@M- $\gamma$ -CD         | 8 h  | 12 h | 8 h  | 12 h | 8 h   | 12 h | 8 h  | 12 h |
|                            | 5.86 | 3.04 | 4.43 | 2.63 | 5.15  | 4.20 | 5.82 | 4.45 |

**Supplementary Table 11.** IC<sub>50</sub> values for RG, RG@ $\gamma$ -CD and RG@M- $\gamma$ -CD in target cells. Supplementary Table 11 refers to Supplementary Figure 33.

| IC <sub>50</sub> , $\mu$ M | HUVECs |      | PMs  |      | DCs  |      | splenocytes |      |
|----------------------------|--------|------|------|------|------|------|-------------|------|
| RG                         | 12 h   | 24 h | 12 h | 24 h | 12 h | 24 h | 12 h        | 24 h |
|                            | 4.66   | 2.54 | 9.22 | 4.68 | /    | 9.24 | /           | /    |
| RG@ $\gamma$ -CD           | 12 h   | 24 h | 12 h | 24 h | 12 h | 24 h | 12 h        | 24 h |
|                            | 3.75   | 2.62 | 5.08 | 4.20 | /    | 8.14 | /           | 9.65 |
| RG@M- $\gamma$ -CD         | 12 h   | 24 h | 12 h | 24 h | 12 h | 24 h | 12 h        | 24 h |
|                            | 3.48   | 1.76 | 4.34 | 4.06 | /    | 7.60 | 9.34        | 8.50 |

**Supplementary Table 12.** Sequence of primers used for quantitative real-time PCR. PMs seeded in 6-well plates ( $1 \times 10^6$  cells/well) were treated with different formulations for 24 h, then incubated with LPS (10 ng/mL) or IL-4 (40 ng/mL) for 2 h. Quantitative real-time PCR was performed with the treated PMs using primers below to determine the mRNA expression level of phenotype-related cytokines.

| mRNA           | Primers (5'-3')            |
|----------------|----------------------------|
| IL-1 $\beta$   | F: TGTGAAATTGCCACCTTTTGA   |
|                | R: TGTCCTCATCCTGGAAGGTC    |
| IL-6           | F: CTGCAAGAGACTTCCATCCAG   |
|                | R: AGTGGTATAGACAGGTCTGTTGG |
| TNF- $\alpha$  | F: GAACTGGCAGAAGAGGCACT    |
|                | R: AGGGTCTGGGCCATAGAACT    |
| TGF- $\beta$ 1 | F: GGAGAGCCCTGGATACCAAC    |
|                | R: CAACCCAGGTCCTTCCTAAA    |
| Arg-1          | F: AGAGCTGACAGCAACCCTGT    |
|                | R: GGATCCAGAAGGTGATGGAA    |
| IL-10          | F: GCTGGACAACATACTGCTAACC  |
|                | R: ATTTCCGATAAGGCTTGGCAA   |
| CD206          | F: CTCTGTTTCAGCTATTGGACGC  |
|                | R: TGGCACTCCCAAACATAATTTGA |
| VEGF-B         | F: GCCAGACAGGGTTGCCATAC    |
|                | R: GGAGTGGGATGGATGATGTCAG  |
| PDGF- $\alpha$ | F: TGGCTCGAAGTCAGATCCACA   |
|                | R: TTCTCGGGCACATGGTTAATG   |
| MMP-9          | F: GGACCCGAAGCGGACATTG     |
|                | R: CGTCGTCGAAATGGGCATCT    |
| GAPDH          | F: ACCCAGAAGACTGTGGATGG    |
|                | R: CTTGCTCAGTGTCTTGCTG     |

**Supplementary Table 13.** Antibodies for immunohistochemistry and FACS.

|                              |                       |             |
|------------------------------|-----------------------|-------------|
| Western blot                 |                       |             |
| anti-pVEGFR-2                | CST, 3817             | 1:3000      |
| anti-VEGFR-2                 | CST, 9698             | 1:2000      |
| anti-pPDGFR- $\beta$         | CST, 2227             | 1:2000      |
| anti-PDGFR- $\beta$          | CST, 3169             | 1:2000      |
| anti-pP65                    | Santa Cruz, sc-136548 | 1:1000      |
| anti-P65                     | Abcam, ab16502        | 1:1000      |
| anti-ABC1                    | Santa Cruz, sc-58219  | 1:1000      |
| anti-pERK                    | CST, 4370S            | 1:2000      |
| anti-ERK                     | CST, 4695S            | 1:1000      |
| anti-GAPDH                   | CST, 5174             | 1:3000      |
| Immunohistochemistry         |                       |             |
| TUNEL                        | Roche, 39081800       | not diluted |
| anti-Ki67                    | Abcam, ab16667        | 1:200       |
| anti-mouse CD34              | Abcam, ab81289        | 1:50        |
| anti-mouse VEGF              | Abcam, ab46154        | 1:50        |
| Immunofluorescence           |                       |             |
| DAPI                         | Abcam, ab104139       | not diluted |
| Anti-mouse F4/80             | CST, 70076            | 1:100       |
| Anti-mouse CD206             | Santa Cruz, sc-58986  | 1:50        |
| Anti-mouse CD80              | Santa Cruz, sc-376012 | 1:100       |
| FACS                         |                       |             |
| APC anti-mouse F4/80         | Biolegend, 123116     | 1:200       |
| PerPC anti-mouse/human CD11b | Biolegend, 101229     | 1:200       |
| FITC anti-mouse CD206        | Biolegend, 141703     | 1:200       |
| PE anti-mouse CD80           | Biolegend, 104707     | 1:200       |
| APC/Cyanine7 anti-mouse CD45 | Biolegend, 103116     | 1:200       |

How the deposited data were processed for this re-analysis (not part of the article)

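Gene expression was measured on colon tissue with tumors from 6 C57BL/6 mice with AOM and DSS induced tumors, 3 given RG@M-γ-CD and 3 given PBS, with 1 one-color Agilent array per mouse. The other treatment groups of the study, the RT-PCR, the staining and the cell experiments have no arrays among the files and were not analysed here. For each array the authors provide the output of the scanner software, which holds the intensity of each spot after background correction and detrending, without normalization between arrays, its mean signal and local background, and marks for outlier, saturated and dim spots. They also provide a table of values per probe. The log2 values of this table, as deposited by the authors, had been log2 transformed and were read as quantile normalized, since its columns share the same distribution. Each column was assigned to the array of the sample it is named for, and it followed the intensities of that array more closely than those of any other. The paper's text names the software used for normalization but not the method.

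Samples were grouped by the labels of the deposited samples. Supplementary Fig. 40 groups the arrays in another way, and this grouping was fitted as an alternative, in the direction of arrays 6, 7 and 8 minus arrays 5, 10 and 11.

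Intensities were read in R 4.3.3 with data.table 1.17.8. Control spots and spots marked as outliers were left out, spots of the same probe were averaged on the log2 scale, and the 75th percentile of each array's gene probes was subtracted. Of the 56605 gene probes, 32994 (58.3%) took their symbol through their accession from the reference gene table, and 23611 kept the name in the scanner output. A probe was well above background on an array when at least 0.5 of its spots were marked so. Probes well above background on all 3 arrays of at least 1 group were tested, and each gene was represented by the brightest of these. Changes were fitted with limma 3.58.1 (lmFit and eBayes), with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts are also given at the thresholds of the methods (fold change of 2, unadjusted p of 0.05) and of the results text (fold change of 1.5, unadjusted p of 0.01). Where a gene was not well above background on any array of a group, its fold change is given as a lower bound, with the probe's value on each array of that group raised, where it is lower, to the lowest value well above background on that array.

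Gene lists were tested with camera from limma at an inter-gene correlation of 0.01, in 3 families with separate adjustment: 18 lists written from the paper's terms, 16 Reactome sets shipped with fgsea 1.28.0, of whose members 98.6% could be given a symbol, and 18 lists of cell types and sample checks, which are reported only after the article. Of 958 list members, 952 are on the array. A list's value is the median log2 change of its tested genes. The GO and KEGG enrichment of the paper was not repeated, since its term memberships are not among the files.

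Genes are named in the text by this rule: every gene that the paper names as changed on the arrays, measures by RT-PCR, stains as a protein or gives as a target, the Tnfrsf, Toll-like receptor and TLR adapter genes at an unadjusted p below 0.05, and the 5 largest rises and 5 largest falls among genes past the adjusted threshold, or, since fewer than 10 passed, among those at an unadjusted p below 0.01, in which all arrays of one group lie above all of the other.

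The depth of an array is its signal over background: between 49.6% and 55.1% of the gene probes were well above background on each array. The precision is limited by the 3 arrays per group. The fit was tested on simulated data with 19087 genes, of which 200 were changed. Each planted change exceeded the methods' fold change of 2, so the share found does not hold for smaller changes. Of the changed genes 79% passed the adjusted threshold, with the right sign in 100% of those, 7 unchanged genes were called, and without any planted change 0 genes passed and 5.54% lay below an unadjusted p of 0.05. A planted list shifted by 0.5 was called by camera (adjusted p = 6.4e-16) and by fry (adjusted p = 0.000208), and 0 of 17 random lists were called. The noise was drawn for each gene independently, so the simulation cannot tell how camera behaves on genes that vary together.

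The alternatives were quantile normalization, normexp background correction with an offset of 50, the authors' value table, no filter on dim probes, a filter on all 6 arrays, the mean of a gene's probes, outlier spots kept, the replicate number as a block, the t-test of the methods, the grouping of Supplementary Fig. 40, leaving out each array in turn, and fry or an estimated correlation for the lists. Each changed 1 choice and kept the others. All 10 splits of the 6 arrays into 3 and 3 were refitted as well. The combination of the authors' table, the t-test of the methods and a count of probes was added after seeing the data.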

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

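The combination in the last paragraph was chosen only after the result was seen. With the labelled groups and all 6 arrays, the number of genes past an adjusted p of 0.05 in limma was 0 under each alternative of normalization, background correction, filter, probe choice and test, and also with the methods' t-test, with between 322 and 779 genes at an unadjusted p below 0.05. At an unadjusted p of 0.05 with a fold change of 2, the 107 genes became 99 (36 higher) after quantile normalization and in the authors' value table, 46 (14 higher) after normexp background correction, 327 (163 higher, 164 lower) without a filter on dim probes, 75 (20 higher) with probes well above background on all 6 arrays, 115 (33 higher) with the mean of a gene's probes and 45 with the methods' t-test. At an unadjusted p of 0.01 with a fold change of 1.5, the 68 genes became 143 (71 higher, 72 lower) without a filter and 28 with the methods' t-test, and quantile normalization gave 56 genes with 27 higher and 29 lower, where the labelled fit had 24 of 68 higher. More genes are tested without the filter, 37325 against 19090. For the other changes the cause was not tested.

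Leaving out each array in turn gave 0 to 202 genes past the adjusted threshold, 100 to 1141 at a fold change of 2 and 48 to 1057 at a fold change of 1.5, and the highest of each was reached without RG@M-γ-CD replicate 1. Each other array left out gave 0 genes past the adjusted threshold in limma, with between 241 and 532 genes at an unadjusted p below 0.05. The lists past the threshold in camera ranged from 3 to 10 for the paper's terms, from 3 to 5 for the Reactome sets and from 5 to 12 for the cell types, and the genes of Fig. 6a with the direction shown from 76 to 89. Calls made with all arrays held in each of these fits for 2 of the 10 lists from the paper's terms, 0 of the 6 Reactome sets and 4 of the 11 cell type lists, and the set Cell Cycle passed in the other direction without RG@M-γ-CD replicate 2. Without RG@M-γ-CD replicate 3, 1 list from the paper's terms passed as higher that was not called with all arrays. Drug metabolism, the 1 higher call with all arrays, was lost there. The replicate number as a block gave 0 genes past the adjusted threshold in limma (464 at an unadjusted p below 0.05), 145 at a fold change of 2 (56 higher) and 75 at a fold change of 1.5 (28 higher), with 10, 6 and 11 lists past the threshold in the 3 families. The numbers do not pair the samples: the correlation across genes between the deviations of an RG@M-γ-CD and a PBS array of the same number was −0.25, −0.23 and 0.14. The slide as a block was not run, since all 6 arrays share 1 slide.

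With the arrays grouped as in Supplementary Fig. 40, 5 genes passed the adjusted threshold, 1133 met the fold change of 2 and 481 that of 1.5. Of the paper's terms 0 lists and of the Reactome sets 2 passed in camera, both of them among the 6 called as labelled and in the same direction. With the labelled groups, the Reactome sets past the threshold were 3 after normexp background correction, 5 without a filter on dim probes and 8 after quantile normalization, in the authors' value table and with the methods' t-test. The lists from the paper's terms were 11 without a filter, where the receptor tyrosine kinases passed as higher, and 11 with the methods' t-test, where the TLR adapters passed as lower. Under fry and under an estimated correlation 0 lists passed in each of the 3 families. The cause was not tested.

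With the labelled groups, the direction of several medians near 0 and of Ager changed. Under the grouping of Supplementary Fig. 40, values farther from 0 changed direction too. Among them were Il6 (0.88 as labelled), B and plasma cells (−0.47) and erythrocytes (0.46). Erythrocytes passed in camera in opposite directions, with an adjusted p of 0.0315 as labelled and 0.0287 under that grouping. After quantile normalization the median was 0.0037 for receptor-mediated endocytosis, 0.012 for Vesicle-mediated transport and 0.019 for Signaling by VEGF. After normexp it was 0.0074 for MAPK cascade kinases, 0.0026 for receptor-mediated endocytosis, 0.014 for Vesicle-mediated transport, 0.012 for Signaling by VEGF and 0.023 for RAF MAP kinase cascade. In the authors' value table it was 0.0037 for receptor-mediated endocytosis, 0.013 for Vesicle-mediated transport and 0.019 for Signaling by VEGF. Without a filter it was 0.00097 for Vesicle-mediated transport, and with outlier spots kept 0.00043 for Signaling by VEGF. The log2 change of Ager on the mean of its probes was 0.22. Under the grouping of Supplementary Fig. 40, values with a sign opposite to the labelled one were −0.11 for growth factor ligands, 0.10 for interferon response, 0.062 for myeloid differentiation, −0.067 for glucose metabolism, −0.090 for the Reactome set Glucose metabolism, −0.095 for Signaling by EGFR, −0.065 for Signaling by PDGF, −0.089 for Signaling by FGFR, 0.025 for Interferon gamma signaling, 0.55 for goblet and secretory cells, 1.03 for B and plasma cells, −0.87 for erythrocytes, 0.67 for Cd80, −0.72 for Il6, 0.28 for Itgam, −0.40 for Pdgfa, 0.13 for Pdgfrb and −0.025 for Vegfb. The median of all genes under that grouping was −0.12, so a negative median alone does not set a list below the other genes. Camera placed growth factor ligands, the glucose metabolism list and the sets Signaling by EGFR, PDGF and FGFR above the other genes under both groupings. For the other changes of sign the cause was not tested.

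With each array left out in turn, these medians of the lists from the paper's terms took both signs: −0.015 to 0.092 for receptor tyrosine kinases, −0.066 to 0.075 for MAPK cascade kinases, −0.026 to 0.15 for growth factor ligands, −0.10 to 0.026 for JAK-STAT pathway, −0.098 to 0.045 for myeloid differentiation, −0.41 to 0.046 for proliferation, −0.18 to 0.016 for apoptosis regulators, −0.079 to 0.067 for glucose metabolism and −0.055 to 0.033 for receptor-mediated endocytosis. So did those of the Reactome sets: −0.079 to 0.086 for Glucose metabolism, −0.00014 to 0.24 for Biological oxidations, −0.093 to 0.057 for Vesicle-mediated transport, −0.042 to 0.054 for Signaling by EGFR, −0.046 to 0.058 for Signaling by VEGF, −0.035 to 0.060 for Signaling by PDGF, −0.033 to 0.059 for Signaling by FGFR, −0.11 to 0.11 for RAF MAP kinase cascade, −0.18 to 0.046 for Apoptosis, −0.18 to 0.078 for Cell Cycle and −0.11 to 0.016 for Signaling by Interleukins. Among the lists of cell types the ranges were −0.084 to 0.054 for LXR targets, −0.71 to 0.57 for absorptive colonocytes, −0.49 to 0.45 for goblet and secretory cells, −1.49 to 0.19 for B and plasma cells, −0.11 to 0.28 for fibroblasts and matrix, −0.81 to 0.10 for tumor epithelium and Wnt targets, −0.091 to 0.59 for adipocytes and −0.12 to 0.84 for erythrocytes. The median of all genes itself ranged from −0.061 without PBS replicate 1 to 0.049 without RG@M-γ-CD replicate 2. A change of sign within that range need not reverse a list against the other genes. Of the 36 genes named by the rule and tested, 27 kept their direction in each of the leave-one-out fits, and the ranges of the others were −0.54 to 0.25 for Abca1, −0.19 to 0.066 for Ager, −0.52 to 0.18 for Cd80, −0.58 to 0.051 for Csf1, −0.67 to 0.15 for Itgam, −0.39 to 0.017 for Mki67, −1.09 to 0.22 for Mmp8, −0.15 to 0.16 for Pdgfa and −0.19 to 0.085 for Pdgfrb. Il1b and Cxcl1, both without RG@M-γ-CD replicate 1, were the 2 named genes past an adjusted p of 0.05 in any fit, with 0.0332 as the smallest adjusted p.

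The combination chosen after seeing the data, which takes the authors' value table, the methods' t-test and a count of probes, gave 60 probes at a fold change of 2 and 29 at a fold change of 1.5 as labelled, and 586 and 243 under the grouping of Supplementary Fig. 40. It left 0 probes past the adjusted threshold under either grouping. Signal over background limits what can be tested: Il17a, Il17f, Il4, Chil4 and Cd59b were too dim on these arrays to be compared.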

Differences from the paper's values

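The paper gives 587 differentially expressed genes, 202 higher and 385 lower, at the thresholds of its results text. The values here at those thresholds are 68, 24 and 44. Of the alternatives set before the data were examined, the grouping of Supplementary Fig. 40 came within 1.5 times the paper's total, with 481 genes, 257 higher in arrays 6, 7 and 8 and 224 higher in arrays 5, 10 and 11. Neither side is named as treated there. As arrays 6, 7 and 8 minus the others, the higher genes come within 1.5 times the paper's value and the lower genes do not. In the opposite direction, with 224 higher and 257 lower, both do. Leaving out RG@M-γ-CD replicate 1 gave 387 lower genes, near the paper's 385, with a total of 1057 and 670 higher, which are not. None of the other alternatives came within 1.5 times any of the paper's 3 values.

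At the thresholds of the methods, the values here are 107 genes, 33 higher and 74 lower, against the paper's 587, 202 and 385. Of the alternatives set before the data were examined, none came within 1.5 times the paper's total. No filter on dim probes gave 163 higher genes, and leaving out RG@M-γ-CD replicate 1 gave 425 lower genes, each within 1.5 times the paper's value for that direction alone. The grouping of Supplementary Fig. 40 gave 1133 genes, 886 higher in arrays 6, 7 and 8 and 247 higher in arrays 5, 10 and 11. As arrays 5, 10 and 11 minus the others, its 247 higher genes come within 1.5 times the paper's 202 and its 886 lower genes do not, and as arrays 6, 7 and 8 minus the others neither value does. The authors' value table with the methods' t-test and each probe counted, under the grouping of Supplementary Fig. 40 and at the methods' thresholds, a combination chosen after seeing the values, gave 586 probes, with 385 higher in arrays 6, 7 and 8 and 201 higher in arrays 5, 10 and 11, so that in the direction of arrays 5, 10 and 11 minus arrays 6, 7 and 8 there are 201 higher and 385 lower, beside the paper's 202 and 385. The directions in Fig. 6a, a tally that was not tested, fall slightly more often on the other side: of its 59 legible genes among these probes, 26 have the direction shown when taken that way and 33 when taken as arrays 6, 7 and 8 minus the others. The same combination with the labelled groups gave 60 probes, 24 higher and 36 lower.

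The volcano plot of Supplementary Fig. 40 reaches a largest log2 fold change of about 7.1, read by eye, and the largest rise here is 2.05 (Doc2b). Of the alternatives set before the data were examined, the grouping of Supplementary Fig. 40 gave 7.14 (Hoxd12) in the direction of arrays 6, 7 and 8 minus the others, and none of the other alternatives came near the figure's value. The combination chosen after seeing the values gave 7.10 for the same gene under that grouping. The figure's largest positive value is thus met as arrays 6, 7 and 8 minus the others, opposite to the direction that gives 201 higher and 385 lower. Hoxd12 was not well above background on arrays 5, 10 and 11, so these fitted values depend on how dim spots are set.

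The paper states that Il6 was downregulated, and its change here was 0.88 as labelled, between 0.23 and 1.46 with each array left out, and −0.72 in arrays 6, 7 and 8 minus the others. The paper states that Il17 was downregulated, and both Il17 probes were too dim here to be tested. The paper describes the lower expression of Il1b, the Tnfrsf genes, Nfkb1, Toll-like receptors and adapters as significant, and here none of them passed an adjusted p of 0.05 as labelled, with Il1b passing it (adjusted p = 0.0332) without RG@M-γ-CD replicate 1. Adjusted p for Il1b lay between 0.0332 and 1.00 over all alternatives. The paper states that receptor tyrosine kinase terms were regulated negatively, and 29 of 48 receptor tyrosine kinases were higher here as labelled, with a median of 0.071, and 25 of 48 under the grouping of Supplementary Fig. 40. The paper states that receptor-mediated endocytosis and vesicle transport were upregulated, and the medians here were −0.014 and −0.0046. For these terms and the receptor tyrosine kinases, the paper's statements come from GO enrichment among its selected genes. The medians here are over all tested genes of lists that stand in for the terms, so the measures differ.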

Other observations

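The tests of list counts under the other splits of the arrays and of Insl5 were set before their results were seen. The tests of gene counts under the other splits, of the position on the slide, of exchanged labels, of the Y-linked genes, of the pancreas genes and of the cell types were chosen after the result was seen.

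The labelled split gave 0 genes past an adjusted p of 0.05, so all 10 ways to split the 6 arrays into 3 and 3 necessarily gave as many, and this comparison tests nothing. A count as large as the labelled 107 genes at a fold change of 2 came from 7 splits, and one as large as the 68 genes at a fold change of 1.5 from 7. The labelled split alone, 1 of 10, gave as many lists from the paper's terms (10) and 1 of 10 as many Reactome sets (6), and 4 splits gave as many cell type lists as its 11. With 10 splits the share is never below 0.1, so chance cannot be excluded for the counts above 0. Over the splits the genes at a fold change of 2 ranged from 39 to 1133, and the grouping of Supplementary Fig. 40 gave the most.

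Across 19008 genes tested in both, the changes of the labelled grouping and of the grouping of Supplementary Fig. 40 correlated at r of 0.554. Genes are not independent replicates, and the 2 groupings share 4 arrays on the same sides. An exchange of labels between arrays 5 and 8 could give more genes past the thresholds under the grouping of Supplementary Fig. 40. It needs array 8 nearer to arrays 6 and 7 than to arrays 10 and 11, but array 8 had a mean 1 minus r of 0.0257 to the first pair and 0.0178 to the second, a difference of 0.0079, while array 5 lay nearer to arrays 10 and 11 (0.0140) than to arrays 6 and 7 (0.0430). The distances of single arrays and the wide spread of array 6 decide nothing for array 8, so the exchange and a difference between mice in one group cannot be told apart.

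Of the Hox genes, 7 HoxD genes were higher on arrays 6, 7 and 8 than on arrays 5, 10 and 11. Their mean was −0.93, −1.18 and −0.74 on arrays 6, 7 and 8. On arrays 5, 10 and 11, where 4 of the 7 were not well above background on any array, it was at most −4.23, −3.03 and −4.10. Hoxb2, Hoxb4, Hoxb5, Hoxb6 and Hoxb7 had higher means on arrays 6, 7 and 8, by 1.04, 1.13, 1.46, 1.63 and 0.89, but the arrays overlapped for Hoxb2, Hoxb6 and Hoxb7, and the adjusted p of the 5 genes in limma was at least 0.188, so whether the difference is confined to HoxD stays open. Hoxb9, Hoxb13 and Hoxa13 differed by −0.064, −0.071 and −0.052. These genes were chosen after their values were seen. The position on the slide is argued against, since array 5, in the same slide row as arrays 6, 7 and 8, differed from their mean by −3.28 or a still lower value, with dim values raised to the lowest value well above background on their array, where the SD of the 3 arrays was 0.22. Tissue taken nearer the rectum may differ in such genes. Prac1 and Insl5 were chosen for this before their values were seen, and Prac1 is not on the array. Insl5 was higher by 0.99 on arrays 6, 7 and 8, but arrays of both groups overlapped (SD 0.97 and 1.13, n = 3 each), so this stays open. A difference between mice in tumor load or treatment stays open as well and was not tested.

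On PBS replicate 3, Eif2s3y differed from the mean of the other arrays by −2.62 (SD 0.36) and Uty by −1.88 (SD 0.44), whereas Ddx3y, Kdm5d and Uba1y differed by 0.086, −0.088 and 0.084. A weaker signal of the whole array is argued against, since the log2 75th percentile of its intensities before normalization differed from the mean of the other arrays by 0.11 (SD 0.27 over those arrays), where a cause of this kind needs a fall like that of Eif2s3y and Uty. Female tissue or fewer cells with a Y chromosome are argued against too, since either would lower all Y-linked genes by a like amount, while the lowest deviation of the other Y-linked genes tested was −0.088 (Ddx3y SD 0.084, Kdm5d SD 0.21, Uba1y SD 0.22). This holds only if the probes of these genes read the Y copy and not a related gene elsewhere, which was not tested. Xist was not well above background on any array, so its probe decides nothing. A change in Eif2s3y and Uty themselves stays open and was not tested.

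Lists of cell types were tested as labelled in camera, and 11 of 18 passed an adjusted p of 0.05, 6 higher and 5 lower in RG@M-γ-CD, while 0 passed under fry (smallest adjusted p 0.707) or an estimated correlation (0.372). Lower were tumor-associated macrophages (median −0.50), T cells (−0.53), neutrophils (−1.11), tumor epithelium and Wnt targets (−0.33) and exocrine pancreas (−1.13). Higher were smooth muscle and mesothelium (0.85), endothelium (0.34), enteric nervous system (0.53), erythrocytes (0.46), sex-linked transcripts (0.22) and immediate early genes (0.53). Without RG@M-γ-CD replicate 2, 0 lists passed as higher and 5 as lower in camera, so all 6 higher calls needed that array. The median left was 0.53 for smooth muscle and mesothelium and 0.10 for immediate early genes. The enteric nervous system also lost its call without RG@M-γ-CD replicate 3, and erythrocytes without RG@M-γ-CD replicate 1 or PBS replicate 1. Sex-linked transcripts also lost theirs without RG@M-γ-CD replicate 1, PBS replicate 2 or PBS replicate 3. The calls that held with each array left out in turn were 4 of the 11: tumor-associated macrophages, T cells, neutrophils and exocrine pancreas. Their medians ranged from −0.74 to −0.33 for macrophages and −0.80 to −0.41 for T cells. The ranges were −2.02 to −0.50 for neutrophils and −2.93 to −0.56 for exocrine pancreas. RG@M-γ-CD replicate 1 had the highest median of the 6 arrays for neutrophils (0.94) and macrophages (0.43), so the groups overlapped there. In T cells and exocrine pancreas the 3 RG@M-γ-CD arrays lay below the 3 PBS arrays. Without passing, the medians were −0.040 for LXR targets, −0.13 for absorptive colonocytes, −0.18 for goblet and secretory cells, −0.47 for B and plasma cells, 0.0046 for fibroblasts and matrix, 0.11 for adipocytes and −0.12 for heat shock. Mean and camera differed from the median in sign for fibroblasts and matrix and heat shock, and camera did for LXR targets. By the other grouping, 11 lists passed, 8 of them called as labelled too and 7 of these in the same direction.

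More muscle wall in the RG@M-γ-CD pieces might raise the smooth muscle list and lower the immune lists. It would lower lists of other cells alike, and the medians of absorptive colonocytes and T cells differed by 0.40, with the colonocyte median ranging from −0.71 to 0.57 with each array left out, so this stays open. On RG@M-γ-CD replicate 1 the smooth muscle median was −1.22, the lowest of all arrays, against 1.19 and 1.42 on replicates 2 and 3. The PBS arrays stood at −0.37, −0.52 and −0.34. More muscle wall could thus apply to RG@M-γ-CD replicates 2 and 3 at most. Pancreas attached to the tissue of PBS replicate 2 could lower the pancreas list in RG@M-γ-CD. Without that array the list's median was −0.56, against −1.13 with it, and with 9 genes tested the array and the treatment cannot be told apart. A response to the treatment stays among the open explanations for these lists and was not tested apart from the labels.

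The paper measures further genes by RT-PCR, staining or as drug targets, and their log2 changes on the arrays as labelled were −0.81 for Tnf, 0.14 for Vegfb, 0.039 for Pdgfa, −1.52 for Mmp9, −0.12 for Mki67, 0.40 for Cd34, −0.47 for Adgre1, −0.27 for Mrc1, −0.16 for Cd80, −0.19 for Itgam, 0.40 for Kdr, −0.096 for Pdgfrb and −0.10 for Abca1. In arrays 6, 7 and 8 minus the others they were −0.91, −0.025, −0.40, −1.14, −0.0072, 0.44, −0.52, −0.19, 0.67, 0.28, 0.42, 0.13 and −0.45. With each array left out in turn, the labelled change ranged from −2.19 to −0.56 for Mmp9 and −1.46 to −0.46 for Tnf. It ranged from 0.038 to 0.64 for Cd34 and 0.089 to 0.62 for Kdr. Each of these was weakest without RG@M-γ-CD replicate 2. Of the 24 genes that the paper names and that were tested, 0 passed an adjusted p of 0.05 over all genes in limma or adjusted over the list alone, where the smallest was 0.509, and 17 were lower. Tnfrsf1a is counted among the 24 for the paper's Tnfrsf.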
